# The functionally conserved human lncRNA motif GULF lowers glucose and lipid levels in obese mice

**DOI:** 10.1172/JCI186355

**Published:** 2025-09-16

**Authors:** Zhe Li, Sunmi Seok, Chengfei Jiang, Ping Li, Yonghe Ma, Hang Sun, Haiming Cao

**Keywords:** Metabolism, Therapeutics, Diabetes, Drug therapy, Noncoding RNAs

## Abstract

Growing evidence links human long noncoding RNAs (lncRNAs) to metabolic disease pathogenesis, yet no FDA-approved drugs target human lncRNAs. Most human lncRNAs lack conservation in other mammals, complicating efforts to define their roles and identify therapeutic targets. Here, we leveraged the concept of functionally conserved lncRNAs (FCLs) — lncRNAs that share function despite no sequence similarity — to develop a framework for identifying human lncRNAs as therapeutic targets for metabolic disorders. We used expression quantitative trait loci mapping and functional conservation analyses to pinpoint human lncRNAs influenced by disease-associated SNPs and with potential functionally conserved mouse equivalents. We identified human and mouse GULLs (glucose and lipid lowering), which regulate glucose and lipid metabolism by binding CRTC2, thereby modulating gluconeogenic genes via CREB and lipogenic genes via SREBP1. Despite their lack of sequence similarity, both lncRNAs demonstrated similar metabolic effects in obese mice, with more pronounced benefits from long-term activation. To identify druggable sites, we mapped GULLs’ binding motifs to CRTC2 (termed GULFs). Standalone human GULF, an RNA oligomer resembling FDA-approved siRNAs, significantly improved glucose and lipid levels in obese mice. This framework highlights functionally conserved human lncRNAs as promising therapeutic targets, exemplified by GULLs’ potential as a glucose- and lipid-lowering therapeutic.

## Abstract 2

Functionally conserved lncRNAs, like GULLs, regulate metabolism via specific binding motifs, highlighting their therapeutic potential as RNA-based treatments for metabolic diseases.

## Introduction

With the FDA approval of multiple siRNA drugs and the ongoing clinical trials of mRNA-based drug candidates for metabolic disorders (1), RNA therapeutics have emerged as effective treatment options for metabolic diseases. However, efforts to develop drugs targeting long noncoding RNAs (lncRNAs) for these diseases have not been successful. Human lncRNAs constitute the largest transcript class of human genome (2). Unlike protein-coding genes, most human lncRNAs are not conserved, even among mammals, making drug development particularly challenging. First, the limited conservation of human lncRNAs poses a major challenge in identifying those with strong pathophysiological potential as drug targets. Genes conferring organismal fitness are typically conserved across species, making conservation a key criterion for functional importance (3). The vast number of human lncRNA genes — 100,000 in the most inclusive databases, 5 times that of protein-coding genes (4) — further complicates this. It remains unclear what fraction of these lncRNAs are functional. Second and most critically, the lack of conservation complicates the experimental definition of their pathophysiological roles. Functional analyses of genes in physiological contexts are essential for clinical translation, typically achieved through homolog studies in genetic mouse models. Although we have previously utilized a liver-specific humanized mouse model to study the in vivo function of nonconserved human lncRNAs (5, 6), we recognize the limitations of this model in providing comprehensive insights into their physiological roles. Third, sequence divergence among species makes it challenging to identify key functional elements of lncRNAs as therapeutic targets. Sequence alignment, a powerful tool for defining functional domains of proteins or miRNA seed sequences (7), is ineffective for nonconserved human lncRNAs. Additionally, resolving the 3D structure of long RNAs at high resolution remains a significant challenge. The lack of effective tools to identify specific functional sites on human lncRNAs poses a daunting task for drug development.

Although most human lncRNAs are considered nonconserved based on their sequences, recent studies, including ours, have demonstrated that some lncRNAs in different species share no sequence similarity but similar function — a phenomenon termed functionally conserved lncRNAs (FCLs) (8, 9). Utilizing this concept, we developed a framework to identify and characterize human lncRNA drug candidates. We performed expression quantitative trait loci (eQTL) mapping and functional conservation analysis to identify disease-associated human lncRNAs with significant functional potential in metabolic physiology. We verified that a pair of such lncRNAs, human and mouse GULLs (glucose and lipid lowering), share similar functions in regulating glucose and lipid metabolism. Mechanistically, both human and mouse GULLs bind to CRTC2 to regulate gluconeogenic genes via CREB and lipogenic genes via SREBP1. Additionally, GULL expression substantially ameliorated glucose and lipid metabolism defects in obese mice, and the effects became more pronounced with longer term activation. Finally, we demonstrated that the binding motifs of human and mouse GULLs to CRTC2 have potent lipid- and glucose-lowering effects in obese mice. Taken together, our findings on the conserved binding motifs of human and mouse GULLs to CRTC2, along with their demonstrated lipid- and glucose-lowering effects in obese mice, support the development of a framework to select human lncRNA drug candidates and identify functionally conserved therapeutic lncRNA motifs.

## Results

### Identification of GULL, a metabolic disease–associated human lncRNA that has a functionally conserved equivalent in mice.

Since most human lncRNAs are not conserved, confidently identifying those that play important roles in metabolic physiology and can serve as therapeutic targets remains a significant challenge. However, recent reports, including our own work, suggest that some lncRNAs across multiple species share conserved function despite their lack of sequence similarity, a phenomenon termed FCLs (8, 9). Leveraging this concept, we have developed a 2-step approach to select human lncRNAs genetically associated with metabolic diseases that also have functionally conserved counterparts in mice (Figure 1A).

First, we performed eQTL mapping to identify human lncRNAs whose expressions are regulated by single nucleotide polymorphisms (SNPs) associated with metabolic disorders. To do this, we extracted all SNPs associated with metabolic disorders from the NIH GWAS Catalog database (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI186355DS1), then used a novel annotation of human liver lncRNAs to identify those expressed in the liver (10). We then performed eQTL analysis using Genotype-Tissue Expression Project (GTEx) human liver gene expression data, identifying 287 lncRNAs whose expressions are affected by SNPs linked to metabolic diseases (Supplemental Table 2). Second, we cross-referenced these lncRNAs against a database of functionally conserved lncRNAs between humans and mice that we recently established (9). We selected these FCLs based on criteria of being syntenic, similarly regulated, and correlated to the same metabolic function. Ultimately, we identified 7 human lncRNAs that are genetically associated with metabolic diseases and have functionally conserved equivalents in mice (Figure 1A and Supplemental Table 3).

Careful definition of the pathophysiological function of a potential drug target gene is crucial to understand its disease relevance. For human protein-coding genes, this is often achieved by studying their homologs in mice or other animal models. However, as most human lncRNAs are not conserved, it remains challenging to experimentally define their physiological roles and mechanisms of action within a pathophysiological context because of the lack of suitable models. The 7 human lncRNAs we identified all have potential functional equivalents in mice, allowing their function to be studied in conventional mouse models. Among the 7 candidates, we selected the only pair of intergenic lncRNAs to streamline downstream functional analysis. We named them human and mouse GULLs (glucose and lipid lowering) on the basis of the function identified in this study (Figure 1A).

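The sequence of mGULL was put together from the 76 antisense DNA probes that tile the transcript in the paper's supplementary files. It is 2278 nt long, and all 2278 bases were placed on the minus strand of chromosome 8 in the GRCm39 genome, between 120148389 and 120155688, a span of 7300 bp. Read from its 5′ end, mGULL has 5 exons of 35, 139, 79, 254 and 1771 nt, and each of its 4 introns begins with GT and ends with AG. The GENCODE annotation of GRCm39 lists an lncRNA gene, Gm32006, on the same strand from 120133215 to 120157250, and 1 of its 70 transcripts has the same introns as mGULL. In the same GENCODE annotation Mlycd, on the plus strand from 120121303 to 120138492, ends 9896 bp before the mGULL span begins. Osgin1, also on the plus strand, extends from 120152470 to 120173000, so that 3219 bp of the mGULL span lie within the Osgin1 gene on the opposite strand, but 0 bases of mGULL lie within its exons. Bases of mGULL do lie opposite exons of 2 other annotated lncRNA genes on the plus strand, 657 in Gm56837 and 137 in Gm64145. The interval on chromosome 8 printed for mGULL in Figure 1B has the same span. In GRCm39 that interval falls within Cdh13 (119010328 to 120051660), whereas in the RefSeq annotation of GRCm38.p6 it falls within Gm32006 (119415104 to 119429562). The human transcript hGULL was not analysed here.

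**Figure D1:**
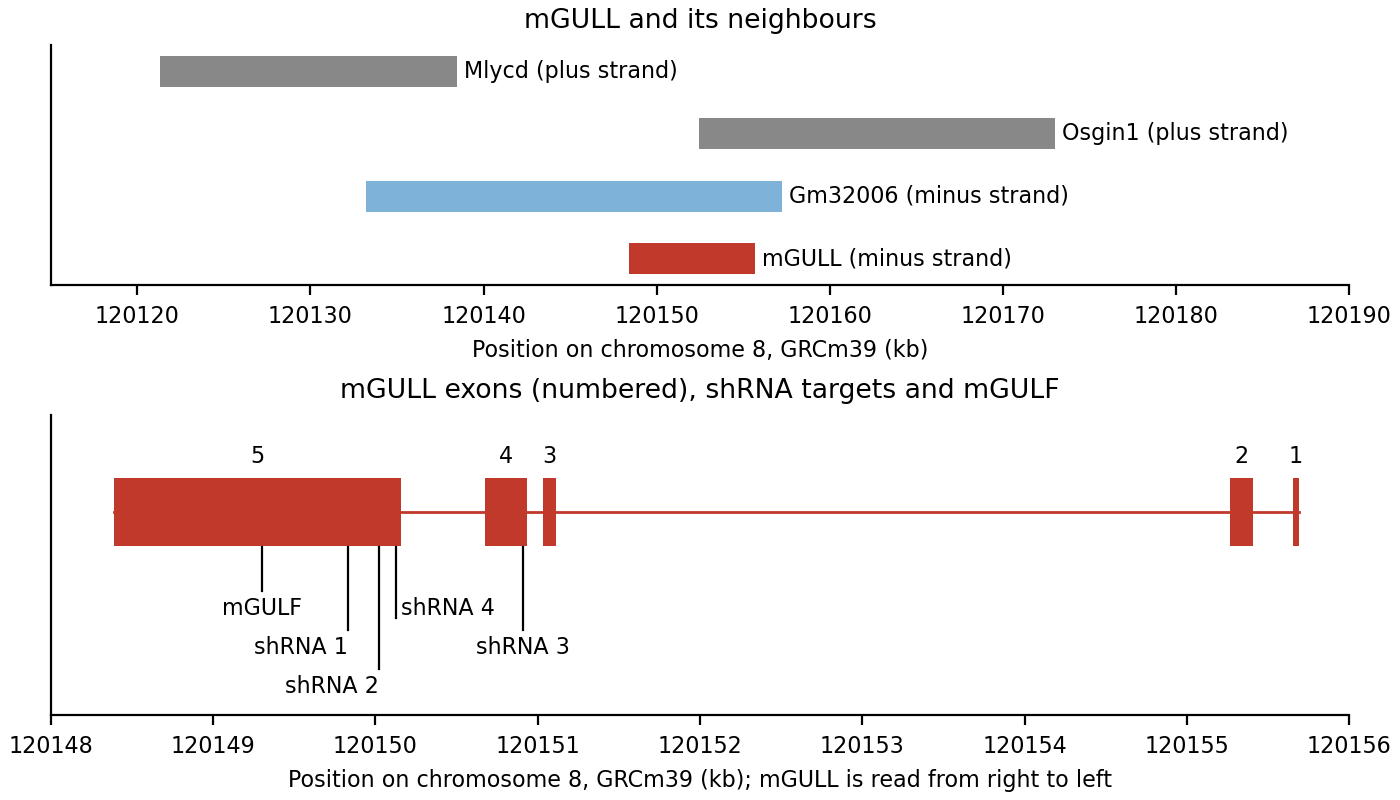
The upper map shows mGULL, Gm32006, Mlycd and Osgin1 as bars by position on chromosome 8 of GRCm39 in kb. The lower map shows the 5 exons of mGULL as boxes, with lines at the targets of the 4 shRNAs listed in the supplementary files and at mGULF, a 30-nt fragment of mGULL that the paper describes; 3 of the shRNA targets and mGULF lie in exon 5.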

The newly discovered human and mouse GULLs (h/mGULLs) reside in the syntenic regions between the coding genes *MLYCD*/*Mlycd* and *OSGIN1*/*Osgin1* in humans and mice, respectively (Figure 1B). Coding potential analysis indicates that both lncRNAs are indeed noncoding transcripts (data not shown). After successfully cloning and sequencing this pair of lncRNAs from both species, we performed in vitro translation assays to verify that they do not encode peptides (Supplemental Figure 1A).

As noted, we identified the human lncRNA, hGULL, through a GWAS-eQTL analysis, in which its locus was associated with HDL-C levels. To further assess its disease relevance, we analyzed HDL-C levels in individuals with high and low hGULL expression using public datasets. The results revealed significantly higher HDL-C levels in individuals with elevated hGULL expression, consistent with our eQTL findings and suggesting a potential linkage between hGULL and HDL-C (Supplemental Figure 1B). To further investigate the role of hGULL in metabolic disease pathogenesis, we examined its levels in patients with type 2 diabetes (T2D) and hypertension. Results showed that the hGULL was significantly decreased in the livers of patients with T2D and hypertension compared with healthy individuals (Supplemental Figure 1, C and D). Furthermore, hGULL expression was markedly reduced in livers of individuals with fatty liver, indicating a negative correlation between hGULL expression and fatty liver disease (Supplemental Figure 1E). We also investigated the expression levels of mGULL in the mouse livers under physiological and pathological conditions. Our results demonstrated that mGULL RNA levels were significantly upregulated during refeeding compared with fasting (Supplemental Figure 1F). Moreover, mGULL expression was markedly reduced in mice fed a high-fat diet compared with wild-type controls (Supplemental Figure 1F). These findings highlight a potential connection between GULL and metabolic diseases.

Another key criterion for selecting functionally conserved lncRNAs in humans and mice was their similar regulation by the same metabolic stimuli (9). We initially identified hGULL/mGULL because RNA-Seq showed that the expression levels of both human and mouse GULL in the chimeric human-mouse livers of humanized mice were increased by treatment with the FXR agonist GW4064; this result was verified by real-time PCR (Supplemental Figure 1G). FXR is a bile acid receptor known to regulate glucose and lipid metabolism, and FXR agonists are currently under clinical trials for metabolic dysfunction–associated steatohepatitis and fibrosis (11). To further understand whether FXR directly regulates the expression level of mGULL, we performed a chromatin immunoprecipitation (ChIP) assay and found that the occupancy of FXR and its coreceptor, RXR, at the promoter of mGULL in mouse liver was significantly increased by GW4064 treatment (Supplemental Figure 1H), indicating that FXR directly activates mGULL transcription in mouse liver.

Given the identification of hGULL and mGULL as potential functionally conserved lncRNAs (FCLs), we conducted a rescue experiment in mice to examine the functional similarities between them. 

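The paper's supplementary files list 4 shRNAs against mGULL, and its text does not name which of them the adenovirus carried. Each 21-nt target has 1 match in the GRCm39 genome, within an mGULL exon. The target of shRNA 1 is bases 824 to 844 of mGULL in exon 5 (chromosome 8, 120149823 to 120149843), and that of shRNA 2 is bases 636 to 656 (120150011 to 120150031). The target of shRNA 4 is bases 531 to 551 (120150116 to 120150136), likewise in exon 5, and that of shRNA 3 is bases 266 to 286 in exon 4 (120150899 to 120150919). Of the primer pairs listed for mGULL, mGULL-1 lies in exon 4, where its forward primer overlaps the target of shRNA 3, and mGULL-2 lies in exon 5, downstream of all 4 targets. The level of mGULL in the RNA-Seq values was not analysed here. In the paper's own qRT-PCR values, the relative mGULL level was 1 ± 0.418 (SD, n = 5 mice) with the control virus, 0.181 ± 0.0902 (SD, n = 5) with Ad-shmGULL and 0.246 ± 0.164 (SD, n = 5) with Ad-shmGULL and Ad-hGULL. These are 18.1% and 24.6% of the control mean, and both differ from control in an exact two-sided permutation test of the paper's values (p = 0.00794 for each). They are the values listed for Figure 1F. Those listed for Supplemental Figure 1I differ for 1 control mouse and were not used.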

We used shRNAs delivered by adenovirus to knock down mGULL in the mouse liver and subsequently coexpressed hGULL to evaluate its ability to rescue the loss-of-function effect of mGULL (Figure 1C and Supplemental Figure 1I). 

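Liver RNA was sequenced from 12 mice, 4 in each of 3 groups. Ad-Ctrl mice received control adenoviruses, Ad-shmGULL mice received the knockdown adenovirus with an empty one, and Ad-shmGULL+hGULL mice received the knockdown adenovirus with one that expresses hGULL. The mice were 7 weeks old, the dose was 500000000 pfu, and tissue was collected on day 7. Strand-specific libraries were made, and the authors aligned the reads to GRCm38.p6 with HISAT2, counted them on GENCODE VM24 genes and deposited the values as TPM, a unit normalized to a fixed total per sample. Because TPM sum to 1000000 in every sample, the number of reads behind a value is unknown, and no interval or detection limit can be given. The table lists 55385 features, of which 24575 are at 0 in every sample. Among these are all 37 mitochondrial features, so that a listed 0 does not show that a gene is not expressed. Between 15525 and 16929 genes per mouse were above 1 TPM. The 20 genes with the highest mean TPM took 30.6 ± 1.60% (SD, n = 4 mice) of all TPM in Ad-Ctrl, 29.2 ± 3.51% (SD, n = 4) in Ad-shmGULL and 25.9 ± 0.868% (SD, n = 4) in Ad-shmGULL+hGULL (exact two-sided permutation test of rescue against control, p = 0.0286, the smallest p that 4 mice against 4 allow). Expression was compared on log2(TPM + 1) for the 16378 genes with a mean of at least 1 TPM, with 1 limma model across the 3 groups (moderated variances with a mean-variance trend). A gene counted as differentially expressed at the paper's threshold, a log2 fold change beyond 0.5 in either direction with an unadjusted P under 0.05. The number with a Benjamini-Hochberg adjusted p under 0.05, at any fold change, is given beside it. The fold change of a gene with a low TPM is drawn toward 0 by the added 1. Of the 2 neighbors of mGULL, Osgin1 was 179 ± 14.7 TPM (SD, n = 4) in Ad-Ctrl, 136 ± 24.1 (SD, n = 4) in Ad-shmGULL and 173 ± 21.9 (SD, n = 4) in the rescue group. Its log2 fold change after knockdown was -0.41 (standard error 0.13, adjusted p = 0.109 from limma), and all 4 knockdown mice were below all 4 control mice. For Osgin1 this was -0.51 with median-of-ratios scaling (adjusted p = 0.037), and the adjusted p was also under 0.05 with a correction for GC content and length that was chosen after seeing the data. Mlycd was 85.9 ± 1.74 TPM (SD, n = 4) in Ad-Ctrl and between 83.0 and 127 TPM in the 4 Ad-shmGULL mice, with a log2 fold change of 0.18 (standard error 0.11, adjusted p = 0.411).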

Since lncRNAs are known to regulate gene expression, we performed RNA-Seq on liver tissues and used global gene expression levels as an indicator to assess the functional similarities between hGULL and mGULL. This experiment revealed that a substantial number of genes whose expression levels were regulated by mGULL knockdown exhibited reversed expression patterns in the rescue group with concurrent expression of hGULL, often returning to control group levels (Figure 1D). 

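After mGULL knockdown, 1253 of the tested genes were differentially expressed at the paper's threshold, 876 higher and 377 lower. Of all tested genes, 529 had an adjusted p under 0.05, 399 higher and 130 lower. With mean TPM of at least 5 required in place of 1, the alternative that moved the first of these counts most, 765 genes passed. The median log2 fold change of all tested genes was 0.087, and the split between higher and lower genes depended on scaling: after scaling by the median of ratios to the gene-wise geometric mean, 625 were higher and 548 lower. Between the rescue and the knockdown group, 492 genes passed the threshold, 382 higher and 110 lower, and 245 were higher and 166 lower after median-of-ratios scaling. None had an adjusted p under 0.05 (smallest 0.117), although 1757 had an unadjusted P under 0.05. Of the 1253 genes changed by knockdown, 210 (16.8%) also passed the threshold in the rescue comparison with the opposite sign, 46 of them higher and 164 lower after knockdown. This split, too, depended on scaling: 68 were higher and 135 lower with median-of-ratios scaling, and 63 and 133 with quantile normalization. In 194 of the 210, the rescue mean lay nearer to the control mean than to the knockdown mean on the log2 scale. The 2 comparisons share the knockdown mice, so part of such a reversal arises without any effect: in 20 simulated data sets with no recovery, 53.6 genes on average met the same criteria. Those sets had 200 changed genes each, fewer than were found here, and genes that vary independently, so this number is not the one to be expected by chance in these data. Among the reversed genes, Selenbp2 was 679 ± 81.0 TPM (SD, n = 4) in Ad-Ctrl, 166 ± 86.9 (SD, n = 4) in Ad-shmGULL and 357 ± 120 (SD, n = 4) in Ad-shmGULL+hGULL. Its log2 fold change was -2.15 (standard error 0.30, adjusted p = 0.00747) after knockdown and 1.17 (standard error 0.30, adjusted p = 0.318) between rescue and knockdown. The snRNA Gm23686 and the gene Mup15, whose values are uncertain because their reads can be shared with near-identical copies, had log2 fold changes of -2.04 and -2.59 after knockdown, and 1.47 and 1.19 between rescue and knockdown.

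Compared with Ad-Ctrl, the rescue group still differed at the threshold in 1226 genes, 1121 higher and 105 lower. The median log2 fold change of all genes in this comparison was 0.17, a shift that median-of-ratios scaling removes. With that scaling 723 genes passed, 486 higher and 237 lower, of which 591 also passed as deposited. The number with an adjusted p under 0.05 was 352 as deposited and 11 after that scaling. Of the genes changed by knockdown, 588 (46.9%) passed the threshold between rescue and control with the same sign and 1 with the opposite sign. The control mice are common to both comparisons, which contributes to this overlap, as it does to the correlation across genes of 0.675 between the 2 sets of fold changes (genes are not independent replicates). For 985 genes (78.6%), the rescue mean was on the control side of the knockdown mean. To measure recovery free of the shared mice, genes were chosen at the threshold from 2 knockdown and 2 control mice and measured on the other mice of those groups with all 4 rescue mice. A recovery of 0% means no return and 100% a full return to control. Over the 36 possible choices, the mean recovery was 10.1% (range -74.7 to 52.3, SD 32.5), above 0 in 23. Chosen and measured on the same 8 mice, it was 33.1%. In simulated data, the held-out mean was -0.779% with no recovery and 50.1% when 50% was simulated, against 21.0% and 50.1% on the same mice. Genes lower after knockdown recovered by 98.0% on average (range 45.2 to 334.8, SD 60.1, above 0 in all 36 choices). Genes higher after knockdown recovered by -20.1% (range -189.5 to 28.5, SD 47.5, above 0 in 18). After median-of-ratios scaling these were 41.9% and 12.9%, and the mean over all chosen genes was 27.1% (above 0 in 32). The paper takes global gene expression as its indicator of how similar hGULL and mGULL are in function, and reports such reversals. Its conclusion on their function draws also on triglycerides, glucose and insulin tolerance and insulin signaling.

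**Figure D2:**
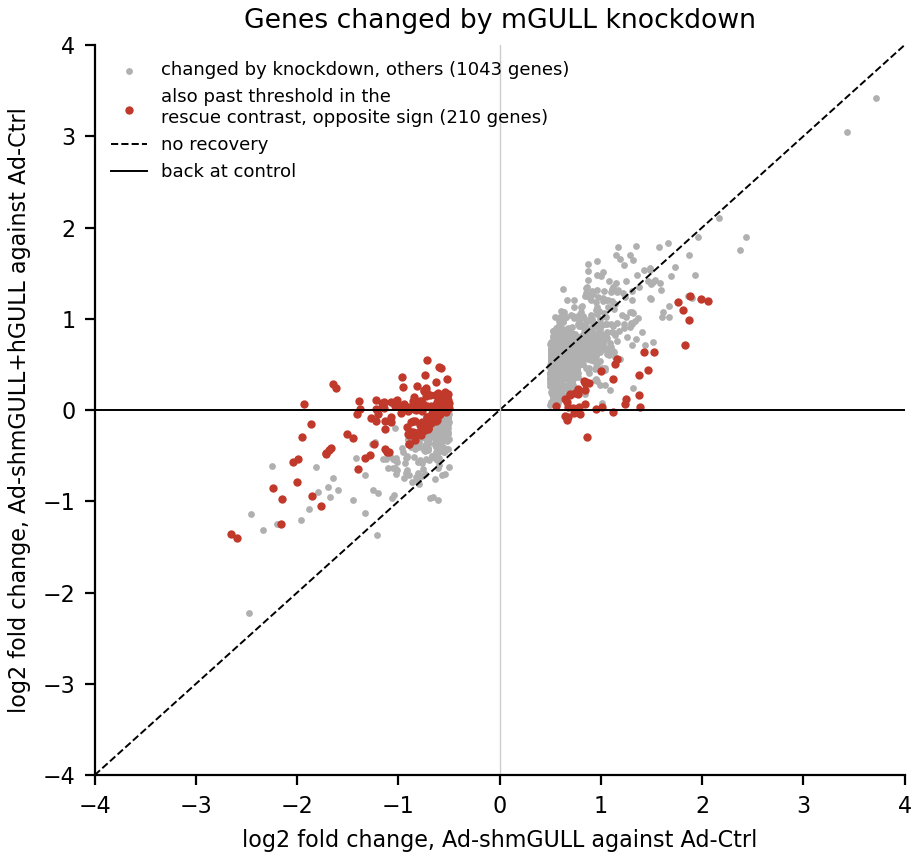
Each point is 1 of the 1253 genes changed by mGULL knockdown, with its log2 fold change against Ad-Ctrl in the knockdown group on the x axis and in the rescue group on the y axis. The dashed line marks no recovery and the horizontal line a return to control; the 210 reversed genes (red) lie mostly on the side of genes lower after knockdown.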

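A list of 229 genes of fatty acid metabolism was compiled by hand before the data were examined, since the Gene Ontology term lists were not used here, and 212 of its genes were tested. It holds 11 of the 210 reversed genes (5.24%, against 1.29% of all tested genes), an odds ratio of 4.39 (one-sided Fisher's exact test, p = 9.4e-05). These are Thrsp, Elovl6, Fasn, Cyp4a14, Acly, Me1, Acaa1b, Ltc4s, Nucb2, Cyp7b1 and Akr1c6. Among protein-coding genes alone, the odds ratio was 5.92 (Fisher's exact test, p = 7.9e-06). With array weights in the model it was 2.29 (Fisher's exact test, p = 0.055), and without Ad-shmGULL replicate 2, which moved it most, 1.41 (Fisher's exact test, p = 0.292). The list was over-represented as well among the 1043 genes changed by knockdown that did not reverse (42 genes, odds ratio 3.74, Fisher's exact test, p = 3.4e-11) and among the genes changed alike in the knockdown and rescue groups (28 genes, odds ratio 4.24, p = 2.6e-09). Thrsp was 293 ± 128 TPM (SD, n = 4) in Ad-Ctrl, 1175 ± 290 (SD, n = 4) in Ad-shmGULL and 654 ± 210 (SD, n = 4) in Ad-shmGULL+hGULL. Its log2 fold change was 2.06 (standard error 0.28, adjusted p = 0.00677) after knockdown and -0.87 (standard error 0.28, adjusted p = 0.374) between rescue and knockdown. Over the whole list, the mean log2 fold change after knockdown was 0.26, with 149 of 212 genes higher (limma's camera test, adjusted p = 5.2e-04 over 19 lists), and all 4 knockdown mice were above all 4 control mice. With the inter-gene correlation estimated from the data in place of the preset 0.01, the unadjusted p was 0.106. Between rescue and knockdown the mean change was -0.019, or -0.11 relative to the median of all genes (camera, adjusted p = 0.0014; exact two-sided permutation test of the mean, p = 0.743), and between rescue and control it was 0.25, or 0.072 relative to the median of all genes (camera, adjusted p = 0.121), with 164 of 212 genes higher and all 4 rescue mice above all 4 control mice (exact two-sided permutation test of the mean, p = 0.0286). For the fatty acid metabolism list, rescue minus control, the camera adjusted p was 2.1e-04 with no filter and 9.0e-04 with quantile normalization, and stayed above 0.05 in the other alternatives that left out no mouse.

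The reversed genes were also compared with 850 Reactome lists by Fisher's exact test, of which 3 had an adjusted p under 0.05. All 3 concern cytokine or interferon signaling, and the first, Interferon Signaling, held 10 of 39 reversed genes found in Reactome against 101 of 4605 in the background (odds ratio 17.0, adjusted p = 5.2e-06). Of the lipid lists, Fatty Acyl-CoA Biosynthesis ranked 4 (3 genes, odds ratio 27.1, Fisher's exact test, p = 3.5e-04, adjusted p = 0.075) and Triglyceride Biosynthesis 7 (3 genes, odds ratio 11.8, adjusted p = 0.310). The Reactome list for metabolism of fatty acids, triacylglycerols and ketone bodies ranked 26 (3 genes, odds ratio 4.79, Fisher's exact test, p = 0.030, adjusted p = 0.99). A hand-compiled list of 36 interferon-response genes had a mean log2 fold change of -0.73 after knockdown and 0.65 between rescue and knockdown, with 36 of 36 genes moving the same way each time. Between rescue and control it changed by -0.078, with 16 genes higher and 20 lower (exact two-sided permutation test of the mean, p = 0.629), or by -0.25 relative to the median of all genes (camera, adjusted p = 5.4e-09). That camera p rests on the preset inter-gene correlation of 0.01, which treats the 36 genes as nearly independent.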

Additionally, Gene Ontology enrichment analysis of genes regulated by hGULL/mGULL showed significant enrichment in genes involved in the fatty acid metabolic process (Figure 1E).

To validate the RNA-Seq results and further explore the role of GULL in lipid metabolism, we examined the expression levels of a panel of genes in lipid and glucose metabolic pathways in mGULL-knockdown and rescue mice. 

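The deposited TPM cover the 10 genes of the qRT-PCR panel. Elovl6, which encodes a fatty acid elongase, was 52.4 ± 2.72 TPM (SD, n = 4 mice) in Ad-Ctrl, 232 ± 128 (SD, n = 4) in Ad-shmGULL and 125 ± 27.9 (SD, n = 4) in Ad-shmGULL+hGULL. Its log2 fold change after knockdown was 1.99 (standard error 0.27, adjusted p = 0.00677 from limma). Fasn rose from 136 ± 31.8 TPM (SD, n = 4) to 531 ± 260 (SD, n = 4) and was 273 ± 81.3 (SD, n = 4) in the rescue group. Acly was 130 ± 21.3 TPM (SD, n = 4), 495 ± 252 (SD, n = 4) and 280 ± 54.2 (SD, n = 4) in the same order. The log2 fold changes after knockdown were 1.87 for Fasn (adjusted p = 0.00995), 1.81 for Acly (adjusted p = 0.00807), 1.30 for Acc1, listed as Acaca (adjusted p = 0.00988) and 1.08 for Scd1 (adjusted p = 0.0679). Of the gluconeogenic genes, G6pc was 505 ± 52.8 TPM (SD, n = 4) in Ad-Ctrl, 970 ± 151 (SD, n = 4) in Ad-shmGULL and 734 ± 70.2 (SD, n = 4) in the rescue group, a log2 fold change after knockdown of 0.93 (standard error 0.12, adjusted p = 0.00606). Pck1 moved the other way, from 3917 ± 772 TPM (SD, n = 4) to 2355 ± 656 (SD, n = 4), with 2520 ± 604 (SD, n = 4) in the rescue group. Its log2 fold change after knockdown was -0.75 (standard error 0.23, adjusted p = 0.0950). For Elovl6, Acaca, Acly, Fasn and G6pc, all 4 knockdown mice were above all 4 control mice (exact two-sided permutation test, p = 0.0286 for each, or 0.0476 adjusted over the 10 genes), and for Scd1 and Pck1 the groups overlapped (p = 0.0571 for each).

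Between rescue and knockdown, 3 of the 10 genes passed the paper's threshold and none had an adjusted p under 0.05 over all genes, while 5 did when adjusted over the 10 genes alone. Those 3 were Elovl6, with a log2 fold change of -0.77 (standard error 0.27), Acly, -0.72 (standard error 0.26), and Fasn, -0.89 (standard error 0.30). The count of 5 rests on limma. In exact two-sided permutation tests, the smallest p was 0.0286, for Cpt1a alone, or 0.143 adjusted over the 10 genes. G6pc changed by -0.39, Scd1 by -0.47, Acaca by -0.35 and Pck1 by 0.11, and the sign for Pck1 changed under some alternatives. As a share of the knockdown change, the rescue group returned 38.9% for Elovl6, 39.5% for Acly, 47.5% for Fasn, 44% for Scd1, 27.0% for Acaca, 42.2% for G6pc and 14.0% for Pck1. Relative to the median of all genes, the rescue group remained above Ad-Ctrl by 1.04 for Elovl6, 0.93 for Acly, 0.81 for Fasn, 0.78 for Acaca, 0.43 for Scd1 and 0.37 for G6pc on the log2 scale. The lipogenesis list, with 23 genes, had a mean log2 fold change of 1.07 after knockdown (camera, adjusted p = 2.4e-20, 23 of 23 genes higher) and -0.36 between rescue and knockdown (adjusted p = 8.4e-16, 20 of 23 genes lower). In exact two-sided permutation tests of its mean over 4 mice against 4, p was 0.0286 after knockdown and 0.114 between rescue and knockdown, where the mice overlapped. The gluconeogenesis list, with 13 genes, changed by -0.088 after knockdown (adjusted p = 0.336, 7 of 13 genes lower).

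**Figure D3:**
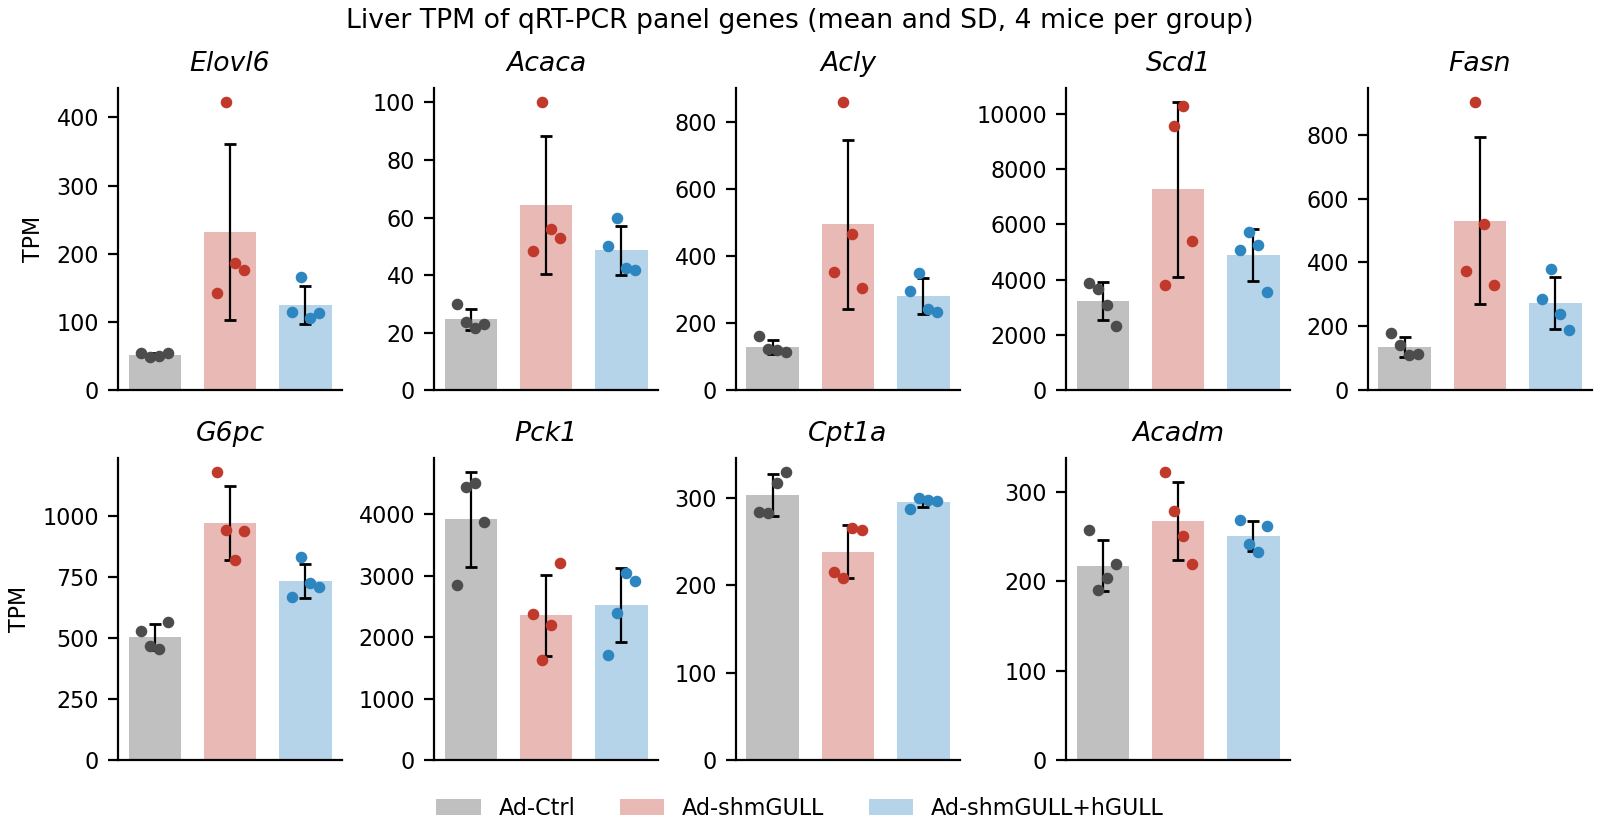
TPM on the y axis in liver for 9 panel genes in the 3 groups; bars are means, error bars SD, and points single mice (4 per group). The means of Elovl6, Acaca, Acly, Scd1, Fasn and G6pc in the rescue group lie between those of the other groups.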

We found that the expression levels of lipogenic genes, such as *Elovl6*, *Acc1*, *Acly*, *Gck*, *Scd1*, and *Fasn*, and gluconeogenic genes, such as *G6pc* and *Pck1*, were significantly increased in the livers of mGULL-knockdown mice and were reversed by concurrent expression of hGULL (Figure 1F). Meanwhile, the expression of β-oxidation genes showed the opposite pattern (Figure 1F). 

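Cpt1a, which encodes carnitine palmitoyltransferase 1a, was 303 ± 23.5 TPM (SD, n = 4 mice) in Ad-Ctrl, 238 ± 30.2 (SD, n = 4) in Ad-shmGULL and 295 ± 5.56 (SD, n = 4) in Ad-shmGULL+hGULL. All 4 knockdown mice were below all mice of both other groups. The log2 fold change was -0.35 after knockdown (standard error 0.093, adjusted p = 0.0582 from limma) and 0.32 between rescue and knockdown (standard error 0.093, adjusted p = 0.358), a return of 90.0%. The adjusted p for Cpt1a after knockdown was under 0.05 in 7 of the 14 alternatives that left out no mouse, such as median-of-ratios scaling (0.047) and quantile normalization (0.029); 3 of the 7 were chosen after seeing the data. Mcad, listed as Acadm, was 218 ± 28.7 TPM (SD, n = 4) in Ad-Ctrl, 268 ± 43.5 (SD, n = 4) in Ad-shmGULL and 251 ± 16.8 (SD, n = 4) in the rescue group. Its log2 fold change was 0.29 after knockdown (standard error 0.12, adjusted p = 0.196) and -0.080 between rescue and knockdown (adjusted p = 0.817), where the fold change for Acadm became 0.017 with array weights (adjusted p = 0.962), with knockdown and control mice overlapping (exact two-sided permutation test, p = 0.114). A list of 25 β-oxidation genes had a mean log2 fold change of 0.22 after knockdown, with 22 of 25 genes higher (camera, adjusted p = 6.5e-04). The mean stayed above 0 under every alternative run, at 0.11 or more. Among its largest rises were those of Acaa1b (1.01, adjusted p = 0.00995), Hadha (0.42, adjusted p = 0.0380), Slc25a20 (0.40, adjusted p = 0.0943) and Decr1 (0.39, adjusted p = 0.0621). Between rescue and knockdown the list changed by -0.039, with 18 of 25 genes lower, and all 4 rescue mice remained above all 4 control mice, by 0.18 on average, or 0.0035 relative to the median of all genes.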

To understand whether the altered gene expression led to changes in metabolic response, we examined how hGULL/mGULL affected lipid and glucose metabolism. We found that knockdown of mGULL increased the levels of triglycerides (TGs) in the plasma and liver, and the effects were completely reversed by concurrent expression of hGULL (Figure 1G). Similarly, mGULL knockdown resulted in impaired glucose metabolism as shown by a glucose tolerance test (GTT) and insulin tolerance test (ITT), and the effect was rescued by concurrent hGULL expression (Figure 1H). The impaired glucose metabolism in mGULL-knockdown mice suggests that they might have reduced insulin sensitivity. Indeed, an acute insulin stimulation experiment showed that phosphorylation of Akt and Gsk3β — 2 key proteins in the insulin receptor signaling pathway — was dampened in mGULL-knockdown mice and recovered by concurrent hGULL expression (Figure 1I). Taken together, our data support that human and mouse GULLs are legitimate FCLs and have similar lipid- and glucose-lowering effects in mice.

### Both human and mouse GULLs bind to CRTC2 to regulate lipid and glucose metabolism.

LncRNAs often carry out their biological functions via interaction with specific binding proteins. To identify potential protein-binding partners of hGULL and mGULL, we used biotinylated versions of these RNAs to perform RNA pull-down assays coupled with proteomic analysis, using chimeric human-mouse liver tissues from GW4064-treated humanized mice. We identified 2 proteins, CREB-regulated transcription coactivator 2 (CRTC2) and argininosuccinate synthase 1 (ASS1), that bind to both hGULL and mGULL (Supplemental Table 4). As CRTC2 is a well-known regulator of lipid and glucose metabolism (12), we focused on its role in the function of hGULL/mGULL. Immunoblot assay verified that the sense, but not antisense, of hGULL and mGULL specifically binds to CRTC2 (Figure 2A). In addition, we performed 2 sets of RNA immunoprecipitation (RIP) assays to examine hGULL/mGULL and CRTC2 interaction. First, we immunoprecipitated endogenous CRTC2 in human and mouse primary hepatocytes using CRTC2 antibody. Second, we overexpressed FLAG-tagged CRTC2 or Crtc2 in human and mouse primary hepatocytes, respectively, and then used anti-FLAG antibody to isolate these proteins. Both experiments showed that CRTC2 strongly binds to hGULL and mGULL (Figure 2B), supporting its role in the biological functions of hGULL and mGULL. CRTC2, functioning as a CREB coactivator, plays a crucial role in regulating gluconeogenesis in the liver. Studies show that prolonged activation of CRTC2 during insulin resistance contributes significantly to hyperglycemia (13–15). To determine whether hGULL and mGULL regulate CRTC2 function, we overexpressed Crtc2 to mimic obesity condition (16) and subsequently expressed hGULL or mGULL to examine their functional interaction (Figure 2C). Overexpression of Crtc2 resulted in significantly increased liver size and liver/body weight ratio, indicators of fatty liver. This phenotype was reversed by overexpression of either hGULL or mGULL, suggesting that GULL might inhibit Crtc2 function (Figure 2D). Consistently, overexpression of Crtc2 significantly increased neutral lipid levels in liver tissue and hepatic and plasma TG levels, all of which were reversed by concurrent expression of hGULL or mGULL (Figure 2E). Furthermore, hGULL and mGULL expression rescued impaired glucose metabolism induced by Crtc2 expression, as shown in glucose and insulin tolerance tests (Figure 2F). Crtc2 overexpression also increased the expression levels of lipogenic and gluconeogenic genes, an effect reversed by hGULL or mGULL expression, while β-oxidation gene expression showed the opposite pattern (Figure 2G). Additionally, hGULL and mGULL expression rescued the reduced insulin-stimulated phosphorylation of AKT and GSK3β caused by Crtc2 expression (Figure 3A), further supporting that hGULL and mGULL inhibit CRTC2 function.

To understand the molecular detail of the interaction between hGULL/mGULL and CRTC2, we generated 3 deletion mutants of CRTC2 (Supplemental Figure 2A) to map the key domains required for GULL binding. Results showed that deletion of either the CREB binding domain (CBD) or regulatory domain (REG) of CRTC2 impaired its interaction with hGULL/mGULL. The affinity of hGULL and mGULL toward each domain was similar (Supplemental Figure 2A), suggesting that they might share binding sites on CRTC2. A binding competition assay showed that hGULL and mGULL could effectively compete with each other for interaction with CRTC2 (Supplemental Figure 2B), supporting this claim.

It is well established that CRTC2 acts as a transcription coactivator of CREB to regulate the transcription of gluconeogenic genes during fasting and glycemic control in both physiological and pathological conditions (17, 18). As the CBD of CRTC2 mediates its interaction with CREB (19, 20), we examined whether hGULL/mGULL affects the CREB-CRTC2 interaction. Overexpression of hGULL or mGULL significantly decreased the CREB-CRTC2 interaction in mouse livers (Figure 3, B and C). Consistent with these results, a ChIP assay revealed that overexpression of Crtc2 increased the occupancy of Crtc2 and RNA polymerase II at the promoter regions of gluconeogenesis genes (*G6pc* and *Pck1*), and this occupancy was decreased by hGULL or mGULL overexpression (Figure 3D). Crtc2 is also known to coordinate the actions of downstream effectors such as Sec23A and Sec31A to regulate the processing of SREBP1 maturation and nuclear translocation (21). We performed an SREBP1 ChIP assay and found that hGULL or mGULL overexpression significantly decreased SREBP1 occupancy at the promoter regions of lipogenic genes such as *Fasn*, *Acly*, and *Elovl6* (Figure 3E). Taken together, these data demonstrate that hGULL and mGULL exhibit potent lipid- and glucose-lowering effects by specific binding to CRTC2 and modulation of the function of its downstream effectors (Figure 3F).

### Human and mouse GULLs ameliorate obesity-induced metabolic abnormalities in a CRTC2-dependent manner.

The robust lipid- and glucose-lowering effects of hGULL/mGULL suggest that they might be able to improve defective lipid and glucose metabolism in obese mice. To investigate this, we overexpressed hGULL or mGULL in the livers of mice with diet-induced obesity (Figure 4A) and found that both resulted in significant decrease in liver size and the liver/body weight ratio (Figure 4B). Overexpression of hGULL or mGULL also reduced neutral lipid levels in liver tissue and decreased liver and plasma TG levels (Figure 4, C and D). Moreover, GTT and ITT showed significantly improved glucose disposal rates in hGULL- or mGULL-overexpressing mice (Figure 4, E and F). Consistent with these results, the expression levels of lipogenic genes and gluconeogenesis genes were all decreased by hGULL/mGULL overexpression, while β-oxidation gene expression showed the opposite pattern (Figure 4, G and H). Remarkably, all these beneficial effects mediated by hGULL/mGULL overexpression were significantly attenuated by Crtc2 overexpression (Figure 4, B–H). These results not only reinforce our earlier findings that hGULL/mGULL are FCLs that modulate the function of CRTC2 but also indicate potential therapeutic benefits against obesity-induced metabolic abnormalities.

### Long-term expression of human and mouse GULLs by adeno-associated virus robustly ameliorates obesity-induced metabolic abnormalities.

Adenovirus-mediated gene expression in the liver is typically short-lived and often triggers strong inflammatory responses (22). To examine the long-term effects of hGULL/mGULL while minimizing potential immune response effects, we used adeno-associated virus (AAV) to express hGULL/mGULL in mice with high-fat diet–induced obesity (Figure 5A). After 3 months, mice receiving hGULL or mGULL AAVs (AAV-hGULL/mGULL) exhibited a significant decrease in body weight compared with the control group (Figure 5B). The liver size and liver/body weight ratio also decreased in the AAV-hGULL/mGULL group (Figure 5C). Consistent with the adenovirus-mediated overexpression results, neutral lipid levels in liver tissue and TG levels in liver and plasma were significantly decreased in the AAV-hGULL/mGULL group (Figure 5D). Furthermore, glucose disposal in GTT and ITT were significantly improved in the AAV-hGULL/mGULL group (Figure 5E). Fasting insulin levels in plasma and the homeostatic model assessment of insulin resistance (HOMA-IR) index were also decreased in the AAV-hGULL/mGULL group (Figure 5F). To assess the long-term effects of hGULL/mGULL on blood glucose levels, we measured hemoglobin A1c levels, which were significantly decreased in the AAV-hGULL/mGULL group (Figure 5G). Additionally, the expression levels of lipogenic genes and gluconeogenesis genes were significantly decreased, whereas those of β-oxidation genes were significantly increased, in AAV-hGULL/mGULL mice (Figure 5H). Collectively, these results demonstrate that long-term hGULL or mGULL expression substantially ameliorates fatty liver and improves insulin sensitivity and glucose metabolism in obese mice.

### Functional motifs of GULLs, GULFs, strongly improve metabolic health in obese mice.

The challenge of developing effective lncRNA drugs is partly rooted in the sequence divergence of lncRNAs among species, which impedes the identification of key functional elements on human lncRNAs that can serve as direct targets of therapy development. As hGULL and mGULL carry out similar functions via their specific binding to CRTC2 in humans and mice, their respective CRTC2 binding motifs might be essential to their function and can serve as potential therapeutic targets. To identify the core motifs of hGULL/mGULL essential for the CRTC2 interactions, we conducted an in vitro biotin-RNA-protein binding coupled with dot blot assay to scan hGULL/mGULL for their specific binding sites to CRTC2. We identified that CRTC2 interacted with hGULL at 136–166 nt (dot 6, A6: 5′-UGUGGCAUGAAGAGGUCAGGCCAUUCCAGC-3′) and with mGULL at 1,349–1,379 nt (dot 46, F6: 5′-UUGCCAAACCUUUCUUGGUGAGCUGGAUGC-3′) (Figure 6A). We named these motifs GULFs (GULLs’ functional motifs). To determine the significance of human and mouse GULFs to the interaction between GULL and CRTC2, we performed competitive binding assays and found that mGULF was able to effectively compete with full-length hGULL in its binding to CRTC2 in a dose-dependent manner (Figure 6B). Similarly, hGULF was also able to compete with full-length mGULL (Figure 6B). These findings indicate that hGULF or mGULF specifically mediates the interaction between hGULL/mGULL and CRTC2. Furthermore, the predicted secondary structures of hGULF and mGULF are similar, providing a possible reason for their interaction with CRTC2 (Supplemental Figure 2C).

The robust binding activities of hGULF/mGULF toward CRTC2 suggest that they might play an important role in the regulation of CRTC2 function by hGULL/mGULL and they might have similar function to their full-length counterparts in lipid and glucose metabolism. To investigate this intriguing possibility, we used several systems to examine the impact of hGULF/mGULF on lipid and glucose metabolism. First, we used adenovirus to express hGULF or mGULF in the livers of mice with high-fat diet–induced obesity (Supplemental Figure 3A) and found that they exhibited all the same beneficial effects as their full-length counterparts. For example, hGULF/mGULF-expressing mice exhibited reduced liver size and liver/body weight ratio (Supplemental Figure 3B). The neutral lipid levels in liver tissue and TG levels in the liver or plasma were also significantly decreased in these mice (Supplemental Figure 3C). Furthermore, glucose disposal in GTT and ITT was significantly improved in hGULF/mGULF-expressing mice (Supplemental Figure 3D). Finally, the expression levels of lipogenic and glucogenic genes were reduced and insulin sensitivity was increased upon h/mGULF expression (Supplemental Figure 3, E and F).

Next, we investigated whether standalone GULFs also affect lipid and glucose metabolism. We synthesized hGULF/mGULF RNA oligonucleotides (oligos) and added tri-*N*-acetylgalactosamine (tri-GalNAc) tag to facilitate their delivery to hepatocytes. We then transfected the hGULF or mGULF oligos into mouse primary hepatocytes and found that they significantly reduced the expression levels of lipogenic and gluconeogenic genes induced by palmitic acid treatment (Supplemental Figure 4A). Consistent with the reduced expression of gluconeogenic genes, hGULF oligos also reduced glucose production in mouse primary hepatocytes (Supplemental Figure 4B). Intriguingly, the reduced glucose production by hGULF oligos was reversed by mGULL knockdown (Supplemental Figure 4B), supporting that hGULF and mGULL have a similar function in modulating gluconeogenesis in hepatocytes. Moreover, hGULF oligos also increased both basal and insulin-stimulated phosphorylation of AKT and GSK3β, and this effect was also reversed by mGULL knockdown (Supplemental Figure 4C).

Finally, to understand whether these standalone motifs have lipid- and glucose-lowering effects in vivo, we applied tri-GalNAc–tagged hGULF/mGULF oligos into mice with diet-induced obesity via intravenous and subcutaneous injection (23) (Figure 6C). Tri-GalNAc-h/mGULFs exhibited liver-specific distribution in mice, with levels detectable between 6 and 48 hours after injection and peaking at 12 hours (Supplemental Figure 5, A and B).

Body weight was modestly decreased in the tri-GalNAc-hGULF or tri-GalNAc-mGULF group, though food intake was not changed (data not shown). Tri-GalNAc-hGULF/mGULF injection resulted in significant decreases in liver size and liver/body weight ratio (Figure 6D) as well as neutral lipid levels in liver tissue and TG levels in liver and plasma (Figure 6E). Glucose metabolism was also significantly improved in mice receiving tri-GalNAc-hGULF/mGULF injection as shown by increased glucose disposal rates in GTT and ITT (Figure 6F) and decreased fasting insulin levels and HOMA-IR index (Figure 6, G and H). Consistently, the expression levels of lipogenic and gluconeogenic genes in mouse livers were also significantly decreased by hGULF/mGULF oligos, whereas the expression levels of β-oxidation genes were increased (Figure 6I). Furthermore, hGULF/mGULF oligos also increased basal and insulin-stimulated p-AKT and p-GSK3β in mouse livers (Figure 7A).

Finally, we attempted to understand the mechanisms of action of tri-GalNAc–tagged hGULF/mGULF oligos in a pathophysiological context. We found that in the livers of obese mice receiving tri-GalNAc–tagged hGULF or mGULF oligos, the interaction between CREB and CRTC2 was significantly reduced (Figure 7B), supporting that hGULF and mGULF, like their full-length counterparts, can also disrupt CREB-CRTC2 interaction. Consistently, a ChIP assay showed that the occupancy of CRTC2 and RNA polymerase II at the promoter region of gluconeogenic genes (*G6pc* and *Pck1*) was significantly decreased in the tri-GalNAc-hGULF/mGULF injection group (Figure 7C), which could explain the reduced expression levels of these genes. Moreover, the occupancy of SREBP1 at the promoter region of lipid synthesis genes (*Fasn*, *Acly*, and *Elovl6*) was decreased in the tri-GalNAc-hGULF/mGULF injection group, which showed the same effects as the full-length hGULL/mGULL in vivo (Figure 7D).

Taken together, these results support that hGULF/mGULF, as a key functional motif that binds to CRTC2, can perform a similar biological function to full-length hGULL/mGULL in vivo and in vitro. Standalone hGULF/mGULF oligos can effectively improve insulin sensitivity and decrease glucose or lipid levels in obese mice, supporting their potential as potent glucose- and lipid-lowering therapeutics.

## Discussion

Although growing evidence has connected lncRNAs to the pathogenesis of metabolic diseases, no drugs targeting human lncRNAs have been approved by the FDA. This gap is partly due to the limited conservation of human lncRNAs, which makes it uniquely challenging to identify those playing critical roles in metabolic physiology, experimentally define their functions, and pinpoint specific sites on these lncRNAs as viable drug development targets.

In this work, we developed a framework addressing these challenges and identified a functional human lncRNA motif with significant therapeutic potential. First, we combined eQTL mapping and functional conservation analyses to select human lncRNAs genetically associated with metabolic diseases and with strong functional potential. We identified over 287 human lncRNAs whose expression levels are affected by metabolic disease–associated SNPs in the liver. Given that most of these lncRNAs are nonconserved, it would be difficult to ascertain whether any are functional. Our subsequent functional conservation analysis quickly reduced this number to 7, all of which have potential functionally conserved equivalents in mice. Growing evidence supports that functionally conserved lncRNAs are a prevalent phenomenon (8, 9), raising the possibility that some or all of these 7 lncRNAs might have conserved physiological significance. Second, we carried out extensive in vivo functional analyses to verify that 1 pair of selected lncRNAs, hGULL/mGULL, are legitimate FCLs and play important roles in maintaining metabolic homeostasis. The limited conservation of human lncRNAs makes it challenging to experimentally define their in vivo function, but we leveraged the concept of FCL to address this hurdle. We found that mGULL exhibited strong glucose- and lipid-lowering effects and hGULL fully mirrored its function. Both bind to CRTC2 and inhibit its function toward CREB and SREBP1, providing a clear mechanistic basis for their function. Importantly, they are effective in restoring proper glucose and lipid metabolism in obese mice, crucial evidence that warrants further investigation of hGULL as a drug target. Third, we used an innovative approach to identify the specific site on hGULL as a viable drug target and test its therapeutic potential using an FDA-approved drug delivery platform. The size of lncRNAs and challenges in resolving their structures make it difficult to pinpoint their functional domains or motifs. We addressed this by directly mapping the binding sites of hGULL/mGULL to their protein-binding partner, CRTC2, which we named GULF. Intriguingly, GULFs on both hGULL and mGULL have glucose- and lipid-lowering effects similar to those of their full-length counterparts. More critically, synthesized GULFs, similar to FDA-approved siRNA drugs in terms of size and modification, exhibit comparable effects. As GULF is part of naturally produced human lncRNAs, its anticipated toxicity and side effects were minimal, giving it a clear path for further clinical investigation.

CRTC2 is a key metabolic regulator, and GULL represents an important lncRNA-based mechanism modulating CRTC2 function. We have shown that mGULL regulates the activity of 2 critical downstream effectors of CRTC2, namely CREB and SREBP. In addition to these roles, CRTC2 influences lipid metabolism by regulating autophagy — particularly lipophagy — which is essential for maintaining lipid homeostasis (15, 24, 25). Here, we also investigated whether mGULL regulates lipophagy. We found that Crtc2 overexpression significantly reduced lipophagy, and this effect was reversed by either mGULL or hGULL overexpression (Supplemental Figure 6A). Consistently, the mRNA levels of key autophagy-related genes — including *Atg5*, *Atg7*, *Ulk1*, *Tfeb*, and *Atgl* — were similarly restored (Supplemental Figure 6B). These findings demonstrate that Crtc2 overexpression suppresses autophagy, and that this suppression is counteracted by h/mGULL, supporting a role for GULL in regulating this important facet of CRTC2 activity. Furthermore, mGULL appears to act as a tissue-specific regulator of CRTC2 function. CRTC2 is known to play a pivotal role in controlling body weight, global fatty acid metabolism, and glucose homeostasis across multiple tissues, including the liver, skeletal muscle, and adipose tissue (12, 26, 27). We found that h/mGULL showed relatively higher RNA levels in the liver and skeletal muscle but not in the heart or adipose tissues (Supplemental Figure 7, A and B). However, under both physiological and pathological conditions, skeletal muscle exhibited no significant changes in h/mGULL expression (Supplemental Figure 7, C–E). These findings highlight the liver as the primary site of GULL-mediated regulation of systemic metabolism.

The identification of hGULL and hGULF represents a significant advancement toward developing an lncRNA-based drug for metabolic disorders. As discussed, we have provided multiple lines of evidence supporting the crucial role of hGULL/mGULL in glucose and lipid metabolism. This includes their genetic association with metabolic diseases, substantial functional impact on lipid and glucose metabolism, and specific interaction with a known metabolic regulator. Targeting hGULL by delivering its functional motif, GULF, offers several advantages over modulating protein-coding genes downstream or upstream of hGULL. For instance, dominant-negative CREB in the heart can cause cardiac hypertrophy (28), a risk that would be mitigated by specific interaction of hGULF with CRTC2 in the liver. Furthermore, GULL expression is strongly induced by FXR activation, suggesting that FXR agonists might have beneficial effects similar to those of GULF. Indeed, obeticholic acid (OCA; INT-747), a bile acid–derived FXR agonist, is currently in phase III clinical trials for metabolic dysfunction–associated steatohepatitis treatment (29). However, OCA has a notable adverse effect of increasing LDL-cholesterol levels (30). Interestingly, we found that LDL-cholesterol levels in mice receiving hGULF and mGULF oligos were reduced, presenting a clear contrast to OCA (Supplemental Figure 8, A and B).

In summary, we have leveraged the concept of functionally conserved lncRNAs to develop a framework for selecting human lncRNAs as viable drug candidates. Our approach identified hGULL as a human lncRNA genetically associated with metabolic disorders and with a potential functional counterpart in mice. We performed extensive functional analyses in primary hepatocytes and regular and obese mice, verifying that hGULL is a legitimate FCL with significant impacts on glucose and lipid metabolism. Finally, we demonstrated that the CRTC2-binding site of hGULL, hGULF, is a functionally conserved human lncRNA motif with strong potential as a glucose- and lipid-lowering therapeutic.

## Methods

Additional details of the methods are provided in Supplemental Methods.

### Sex as a biological variable

All mice in our study were male. Compared with female mice, males can minimize the impact of estrogen fluctuations on metabolism and are more sensitive to metabolic disorders induced by a high-fat diet (31, 32). While these findings are directly applicable to males, further studies are needed to confirm their relevance in females, as sex differences may influence metabolic responses.

### GWAS-eQTL analysis

The GWAS data were obtained from the GWAS Catalog (https://www.ebi.ac.uk/gwas/home). Significant SNPs associated with metabolic disorders were identified as loci with a *P* value less than 10^–8^ and linked to metabolic traits. The eQTL analysis was conducted as previously described, following the GTEx consortium protocols (http://github.com/broadinstitute/gtex-pipeline) (5). In brief, liver eQTL discovery was performed using GTEx v7 RNA-Seq data and whole-genome sequencing (WGS) genotyping data (*n* = 118 samples). The GTEx RNA-Seq data were quantified using our custom liver-specific annotation, generated as previously described (10), and normalized using trimmed mean of M-values methods (33). QTL analysis was carried out using FastQTL with the default settings (34). The analysis included the top 3 genotyping principal components, 15 probabilistic estimation of expression residuals factors, sex, and genotyping platform as covariates (35). All lncRNA genes with an eQTL false discovery rate (FDR) less than 0.05 were selected for overlapping with the functionally conserved lncRNA database.

### Adenovirus generation and in vivo adenovirus injection

Full-length hGULL, mGULL, and Crtc2 were cloned into pDONR221 vector (catalog 12536017, Thermo Fisher Scientific) and then used to construct pAdv5 adenovirus vectors using the Gateway LR reaction system (catalog 11791020, Thermo Fisher Scientific). For shRNAs and h/mGULF, the oligos with the hairpin structure were cloned into the pAd/BLOCK-iT-DEST RNAi Gateway Vector (catalog V49220, Thermo Fisher Scientific) according to the protocols. Adenoviral plasmids were then digested with PacI enzyme (catalog R0547L, New England Biolabs), purified (MinElute Reaction Cleanup Kit, catalog 28206, QIAGEN), and transfected into HEK293A cells with Lipofectamine 2000 Transfection Reagent (catalog 11668027, Thermo Fisher Scientific) in a 6-well plate for initial crude virus generation. At 48 hours later, cells were passaged to 10 cm dishes, and crude virus was collected after 5–10 days. Crude virus was then purified through 50% CsCl ultracentrifugation (137,000*g* overnight). The purified viruses were then desalted using PD10 columns (catalog 17085101, Cytiva) and titered using the Adeno-X Rapid Titer Kit (catalog 632250).

Adenoviruses were delivered via retro-orbital injection under anesthesia and aseptic conditions. Mice were anesthetized with intraperitoneal (i.p.) administration of ketamine (80–120 mg/kg; catalog NDC 13985-584-10, NIH Pharmacy) and xylazine (5–25 mg/kg; catalog NDC 59399-110-20, NIH Pharmacy). Using a 30G needle (catalog 305106, BD), 0.1 mL of virus particles suspended in sterile PBS were carefully injected into the orbital venous plexus. Then, mice were placed in cages without bedding on a warming pad and closely monitored until they fully recovered from anesthesia, after which they were returned to their home cages.

### Short-read RNA-Seq analysis and Gene Ontology pathway enrichment analyses

Total RNA was isolated with the MagMAX-96 Total RNA Isolation Kit (catalog AM1830, Thermo Fisher Scientific) before sequencing. Strand-specific sequencing libraries were constructed using the Illumina TruSeq RNA sample prep kit, and sequencing was conducted at the National Heart, Lung, and Blood Institute DNA Sequencing and Genomics Core. Analysis of mouse short-read RNA-Seq data was carried out as previously described (36). Briefly, the FASTQ read files were initially trimmed and cleaned using fastp/0.23.2 and assessed for quality with FastQC/0.11.8 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc). The reads were then aligned using HISAT2/2.2.1.0 (https://daehwankimlab.github.io/hisat2) with an index created from the GRCm38.p6 genome. Aligned reads were counted with GENCODE VM24 (https://www.gencodegenes.org/mouse/release_M24.html) as the reference. Differential gene expression analysis was conducted in the same manner as the humanized mouse RNA-Seq analysis. A log_2_(fold change) cutoff greater than 0.5 and a *P* value lower than 0.05 were used to identify differentially expressed genes. Genes commonly altered in the mGULL knockdown and hGULL rescue groups were subjected to Gene Ontology pathway enrichment analysis, which was performed and visualized using the R package clusterProfiler/3.18.0 with default settings (https://github.com/YuLab-SMU/clusterProfiler). The heatmap was generated through the heatmap package on R Studio.

### Animal assays

#### Adenovirus injection in C57BL/6 wild-type mice.

Male 7-week-old C57BL/6 mice were intravitreally injected with adenovirus expressing control, shmGULL, or shmGULL+hGULL (control group: Lac+pAdV5; shmGULL group: sh-mGULL+pAdV5). For each group, total active viral particles were 5 × 10^8^ plaque-forming units (PFU). Mice were sacrificed 7 days after injection (see Figure 1C). Seven-week-old C57BL/6 male mice were injected with Ad-Control, Ad-Crtc2, Ad-Crtc2+hGULL, or Ad-Crtc2+mGULL (control group: Lac+pAdV5; Crtc2 group: Lac+Crtc2) once a week for 3 weeks with continued feeding of a regular diet to mimic obesity condition (see Figure 2C). For each group, total active viral particles were 5 × 10^8^ PFU.

#### Virus injection in C57BL/6J mice with diet-induced obesity.

Male 8- to 10-week-old C57BL/6J mice with diet-induced obesity (DIO mice) (The Jackson Laboratory; high-fat diet: catalog D12492, Research Diets Inc.) were injected with Ad-Control, Ad-hGULL, or Ad-hGULL+Crtc2, or Ad-Control, Ad-mGULL, or Ad-mGULL+Crtc2, for 7 days before sacrifice (see Figure 4A), and injected with AAV-Control, AAV-hGULL, or Ad-mGULL (for each group, total active viral particles were 5 × 10^9^ PFU) for 12 weeks before sacrifice (see Figure 5A). All AAVs were purchased from AAVnerGene with pAAV.TBG.PI.Null.bGH (catalog 105536, Addgene) as the backbone. For functional motif of hGULF or mGULF in dietary obese mice, DIO C57BL/6J 10-week-old males were injected with tri-GalNAc-hGULF RNA oligos, tri-GalNAc-mGULF RNA oligos, or tri-GalNAc-NC RNA oligos every 2 days for 2 weeks (for each tri-GalNAc RNA, 0.01 mg/g per mouse; see Figure 6C) or injected with Ad-hGULF, Ad-mGULF, or Ad-NC (5 × 10^8^ PFU/mouse; see Supplemental Figure 3A) for 7 days before sacrifice.

#### Glucose tolerance test, insulin tolerance test, HOMA-IR, and hemoglobin A1c detection.

For glucose tolerance test, the mice were fasted overnight and injected i.p. with d-glucose (2 g/kg; catalog G7528, MilliporeSigma), and for insulin tolerance test, the mice were fasted for 5 hours and injected with insulin (1 U/kg; catalog 1342106, MilliporeSigma). Blood glucose levels were determined from tail veins using a portable Accu-Chek glucose meter (Roche) at 0, 15, 30, 60, and 120 minutes after injection. Plasma insulin levels were determined using the Ultra Sensitive Mouse Insulin ELISA Kit (catalog 90082, Crystal Chem). The HOMA-IR value was calculated using the formula HOMA-IR = fasting glucose × fasting insulin/405 (37). Hemoglobin A1c levels were determined using a Mouse Hemoglobin A1c Assay Kit (catalog 80310, Crystal Chem) in whole blood.

#### Mouse treatment for detection of insulin signaling pathway.

Mice were injected i.p. with insulin (0.25 U/kg) for 10 minutes, and p-AKT and p-GSK levels in liver extracts were detected by immunoblot assay. (A list of antibodies used in this study is shown in Supplemental Table 6.) Liver and plasma TG levels were measured using a Triglyceride Quantification Colorimetric/Fluorometric Kit (catalog MAK266-1KT, MilliporeSigma). Liver tissue was frozen in Tissue-Tek O.C.T. Compound (catalog 4583, Sakura Finetek) or fixed with 10% formalin (catalog HT501850, MilliporeSigma), sectioned, and stained with Oil Red O (catalog MEK194, MilliporeSigma) or H&E (catalog ab245880, Abcam). The staining intensities were quantified using ImageJ software (NIH).

#### Measurement of plasma HDL-cholesterol and LDL-cholesterol.

Plasma HDL- and LDL-cholesterol levels were quantified using enzymatic methods in accordance with the manufacturer’s protocols, using the Mouse HDL-Cholesterol Assay Kit (catalog 79990, Crystal Chem) and Mouse LDL-Cholesterol Assay Kit (catalog 79980, Crystal Chem), respectively.

### Glucose production assay

Human primary hepatocytes were transfected with hGULF RNA oligos and infected with Ad-shmGULL and after 24 hours were incubated overnight in serum, glucose, and phenol red–free DMEM containing 20 mM sodium lactate, 2 mM sodium pyruvate, 2 mM l-glutamine, and 15 mM HEPES. Fresh medium containing palmitic acid (300 μM; catalog P5585, MilliporeSigma) was added. After 24 hours, glucose concentrations in the medium were measured with a Glucose Assay Kit (catalog 11001-718, Wako Life Sciences). Reads were normalized to the total protein content determined from whole-cell lysates using the bicinchoninic acid protein assay kit (catalog 23225, Thermo Fisher Scientific).

### Synthesis of GalNAc-RNA mimics and in vivo injection

Small core functional motif RNA mimics (hGULF, mGULF, and NC dot) used in this study were synthesized by Bio-Synthesis Inc. All sequences are provided in Supplemental Table 5. GalNAc-RNA mimics (0.01 mg/g) were injected i.p. or intravenously into DIO C57BL/6J male mice every 2 days for 2 weeks (23). The livers were collected after the final injection, tissues were subjected to Oil Red O or H&E staining, and total RNA was isolated using the MagMAX RNA extraction kit (catalog AM1830, Thermo Fisher Scientific) per the manufacturer’s instructions.

### RNA dot blot and competition assay

One microgram biotinylated h/mGULL was incubated with 50 ng recombinant c-Myc–tagged CRTC2 proteins (catalog TP307354, OriGene Technologies) in RNA-protein binding buffer (50 mM Tris-HCl [pH 7.9], 10 mM β-mercaptoethanol, 10% glycerol, 5 mM MgCl_2_, 100 mM KCl, 0.1% NP-40, 10 mg/mL yeast transfer RNA, 40 U/μL RNase inhibitor) on ice for 1 hour. The RNA-protein mixture was then transferred into an ultraviolet cross-linker (catalog CL-3000, Analytik Jena) with 150 mJ/cm^2^ radiation for 10 minutes. The mixture was digested with RNase A for 30 minutes at 37°C and then incubated with anti–c-Myc magnetic beads for 1 hour. The bead mixture was washed 3 times with 1× TBS-T buffer (25 mM Tris, 0.15 M NaCl, 0.05% Tween 20) and then digested with proteinase K, releasing protected RNA fragments. RNA was then incubated with DNA probes (Supplemental Table 5) in ice-cold 10 mM NaOH and 1 mM EDTA buffer and dropped on nitrocellulose membranes (catalog 926-31090, LI-COR) using the Bio-Dot apparatus (catalog 170-6545, 170-6547, Bio-Rad) at 65°C for 2 hours. The membrane was washed with washing buffer at 37°C, 50°C, and 65°C for 20 minutes each. Dots were visualized by streptavidin/Alexa Fluor 800 signals. The DNA probes were all synthesized at Integrated DNA Technologies (IDT). For the RNA competition assay, biotin-labeled h/mGULL or h/mGULF was mixed with an equimolar amount of nonbiotin-labeled h/mGULL. The procedure was otherwise the same as RNA pull-down. Biotin-h/mGULF RNA oligos were synthesized by IDT.

### Statistics

Data were analyzed by 2-tailed Student’s *t* test or 1- or 2-way ANOVA with FDR test for single or multiple comparisons as appropriate using GraphPad Prism (v9.0.2) software, and *P* less than 0.05 was considered statistically significant.

### Study approval

All animal experiments were conducted in compliance with protocols approved by the National Heart, Lung, and Blood Institute Animal Care and Use Committee.

### Data availability

The raw RNA-Seq data for the rescue assay shown in Figure 1 were deposited in the NCBI’s Gene Expression Omnibus database (accession GSE272715). Values for data points in all figures are reported in the Supporting Data Values file. The authors declare that all relevant data of this study are available upon reasonable request.

## Author contributions

ZL, SS, CJ, PL, and HC designed the workflow. ZL, SS, CJ, and YM performed the experiments. CJ and HS performed bioinformatics analysis. ZL, SS, CJ, and HC wrote the manuscript. HC obtained funding and conceived and supervised the study. The order of the co–first authors is based on the contribution to the project.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supporting data values

## Figures and Tables

**Figure 1:**
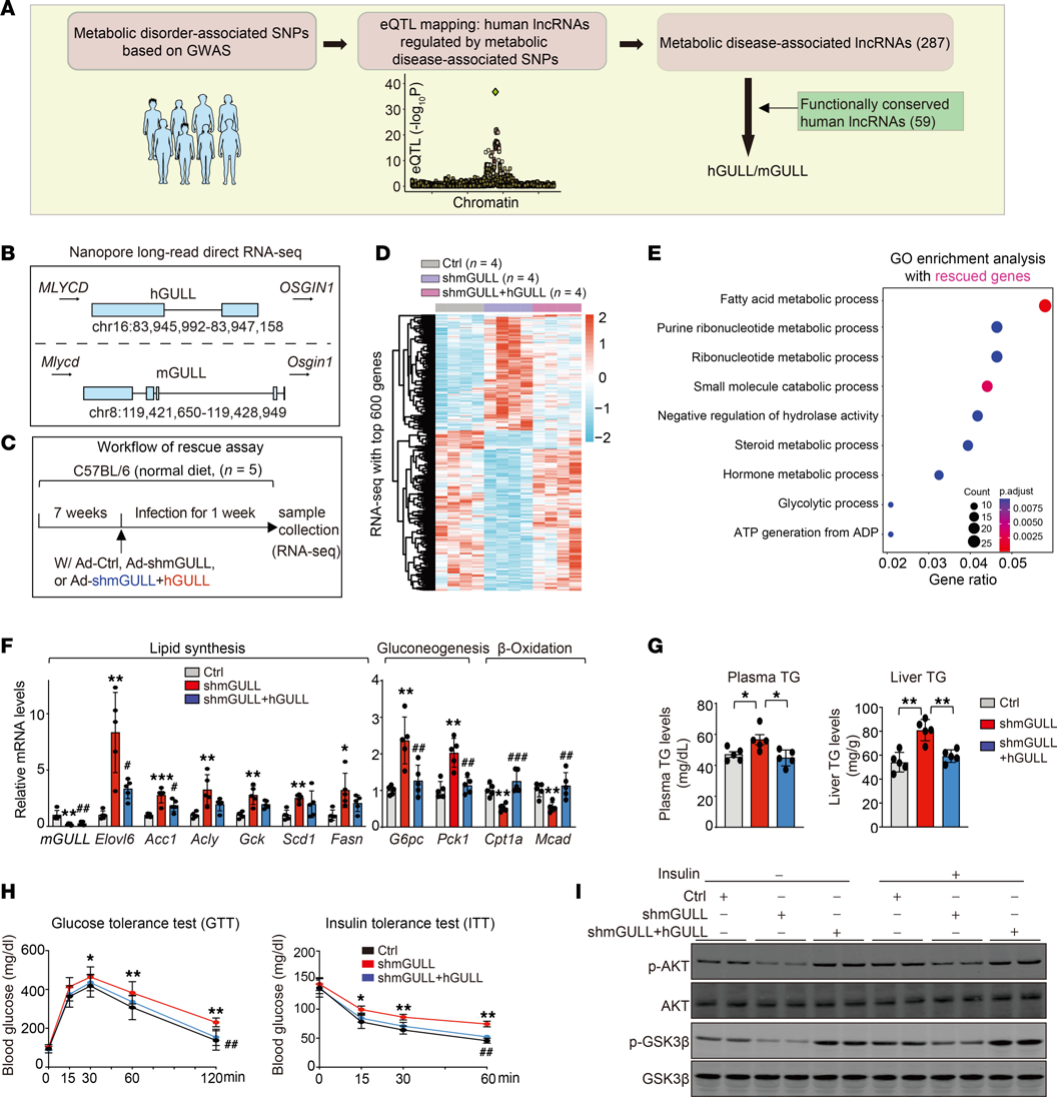
Identification of h/mGULLs as a pair of functionally conserved lncRNAs closely related to metabolic disorders. (**A**) Flowchart for screening the functional conserved lncRNA candidates that are closely associated with metabolic disorders with human GWAS data and nanopore sequencing data (GSE224278). hGULL/mGULL was selected for further study. (**B**) Graphical representation of location and details of hGULL/mGULL on human or mouse chromosomes from Integrative Genomics Viewer and UCSC Genome Browser (human GRCh38/hg38 and mouse GRCm39/mm39). (**C**) Graphical representation of the rescue experiment. Mice were injected with 3 groups of adenoviruses: Ad-Ctrl (Lac+pAdV5), mGULL knockdown (Ad-shmGULL+pAdV5), or rescue group (Ad-shmGULL+Ad-hGULL). (**D**) Heatmap showing the top 600 significantly expressed genes in the mGULL knockdown and mGULL knockdown with hGULL overexpression rescue groups. (**E**) Gene Ontology (GO) enrichment analysis focused on the biological processes that can be rescued, summarized based on |normalized enrichment score| > 1.5, *P* < 0.01, and adjusted *P* value (FDR) < 0.1 from gene set enrichment analysis. The differentially expressed genes were defined as |log_2_(fold change)| > 0.5 and *P* < 0.05. (**F**) Quantitative reverse transcriptase PCR (qRT-PCR) analysis of mRNA levels of lipid synthesis genes (*Elovl6*, *Acc1*, *Acly*, *Gck*, *Scd1*, and *Fasn*), gluconeogenesis genes (*G6pc* and *Pck1*), and β-oxidation genes (*Cpt1a* and *Mcad*) in rescue assay. *Comparison between Ad-Ctrl and Ad-shmGULL groups; ^#^comparison between Ad-shmGULL and Ad-shmGULL+hGULL groups. (**G** and **H**) Plasma/liver TG level, GTT, and ITT were determined in the rescue assay. *Comparison between Ad-Ctrl and Ad-shmGULL groups; ^#^comparison between Ad-shmGULL and Ad-shmGULL+hGULL groups. (**I**) Immunoblot assay determined the protein levels of p-AKT, AKT, p-GSK3β, and GSK3β in the rescue assay with or without insulin treatment. Data are shown as mean ± SD, 1-way ANOVA, in **F**–**H**. *P < 0.05, **P < 0.01, ***P < 0.001; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001.

**Figure 2:**
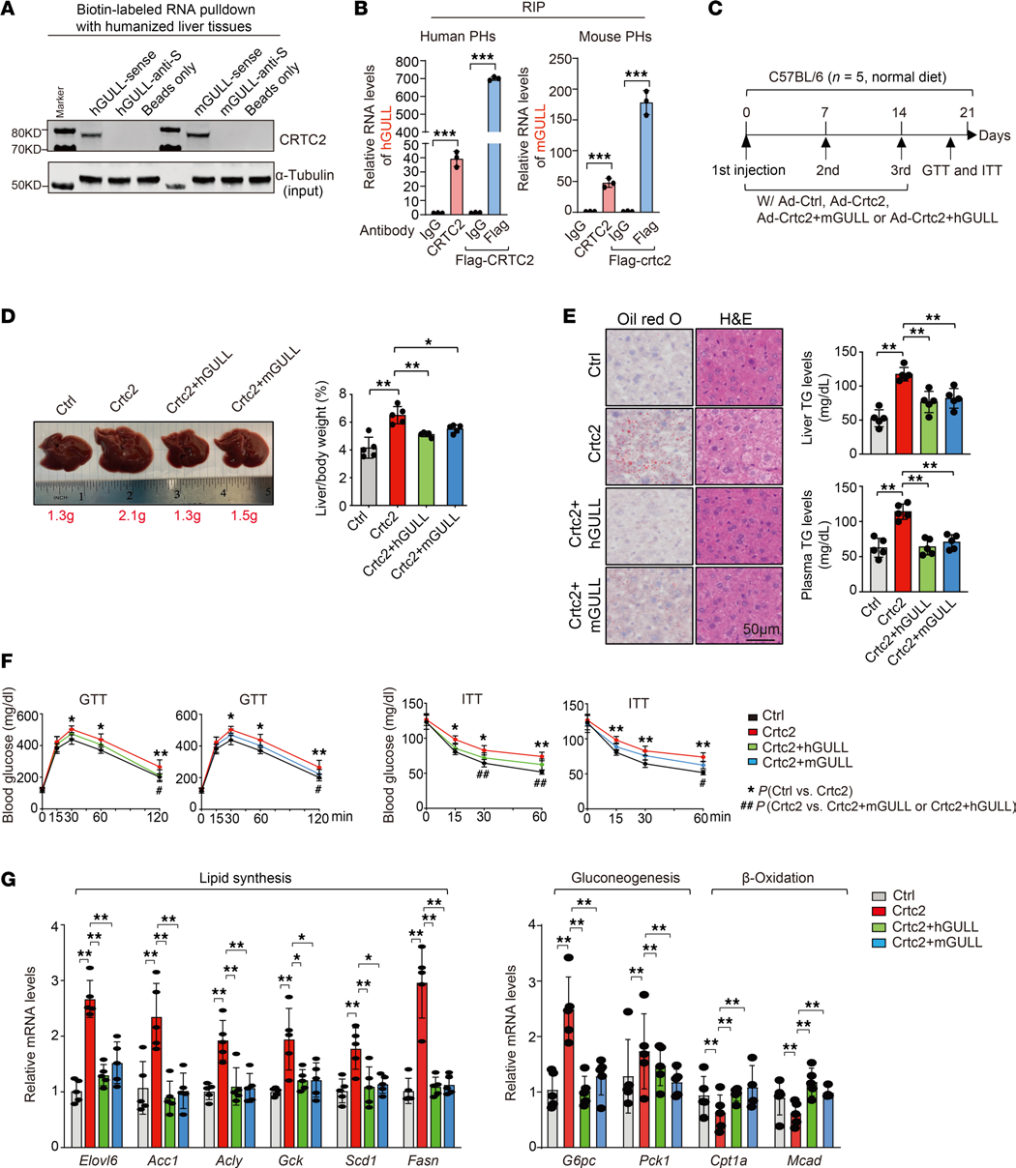
Beneficial effects of hGULL/mGULL on fatty liver are CRTC2 dependent. (**A**) RNA pull-down coupled with immunoblot assay to verify the associations of hGULL/mGULL with CRTC2 in humanized mouse tissues. The antisense and beads-only groups served as negative control. (**B**) RNA immunoprecipitation (RIP) assays were performed with endogenous CRTC2 antibody and FLAG antibodies in human primary hepatocyte (PH) or mouse PH cells, and the coprecipitated RNA was subjected to qRT-PCR with the primers of h/mGULL. ***P < 0.001; data shown as mean ± SD, 2-tailed unpaired Student’s *t* test. (**C**) Graphical representation of mouse model to explore the phenotype and molecular mechanisms between CRTC2 and h/mGULL. Mice were injected with 4 groups of adenoviruses: the Ad-Ctrl group (Lac+pAdV5), Crtc2 overexpression group (Lac+Ad-Crtc2), Crtc2 overexpression with hGULL knockdown group (Ad-Crtc2+hGULL), and Crtc2 overexpression with mGULL knockdown group (Ad-Crtc2+mGULL). (**D**) Representative images of liver and liver/body weight ratio analysis in the 4 groups, including the Ad-Ctrl, Ad-Crtc2 overexpression, and AdCrtc2+hGULL/mGULL overexpression groups. *P < 0.05, **P < 0.01; data shown as mean ± SD, 1-way ANOVA. (**E**) Representative images of Oil Red O and H&E staining and plasma/liver TG level analysis of the Ad-Ctrl, Ad-Crtc2 overexpression, and AdCrtc2+hGULL/mGULL overexpression groups. **P < 0.01; data shown as mean ± SD, 1-way ANOVA. Scale bar: 50 μm. (**F**) GTT and ITT were determined in the Ad-Ctrl, Ad-Crtc2 overexpression, and Ad-Crtc2+hGULL or mGULL overexpression groups. *Comparison between Ad-Ctrl and Ad-Crtc2 groups; *P < 0.05, **P < 0.01. ^#^Comparison between Ad-Crtc2 and AdCrtc2+hGULL or mGULL groups; ^#^*P* < 0.05, ^##^*P* < 0.01. Data shown as mean ± SD, 1-way ANOVA. (**G**) The mRNA levels of lipid synthesis genes (*Elovl6*, *Acc1*, *Acly*, *Gck*, *Scd1*, and *Fasn*), gluconeogenesis genes (*G6pc* and *Pck1*), and β-oxidation genes (*Cpt1a* and *Mcad*) were quantified in Ad-Ctrl, Ad-Crtc2 overexpression, and AdCrtc2+hGULL or mGULL overexpression groups using quantitative PCR (qPCR). *P < 0.05, **P < 0.01; data shown as mean ± SD, 1-way ANOVA.

**Figure 3:**
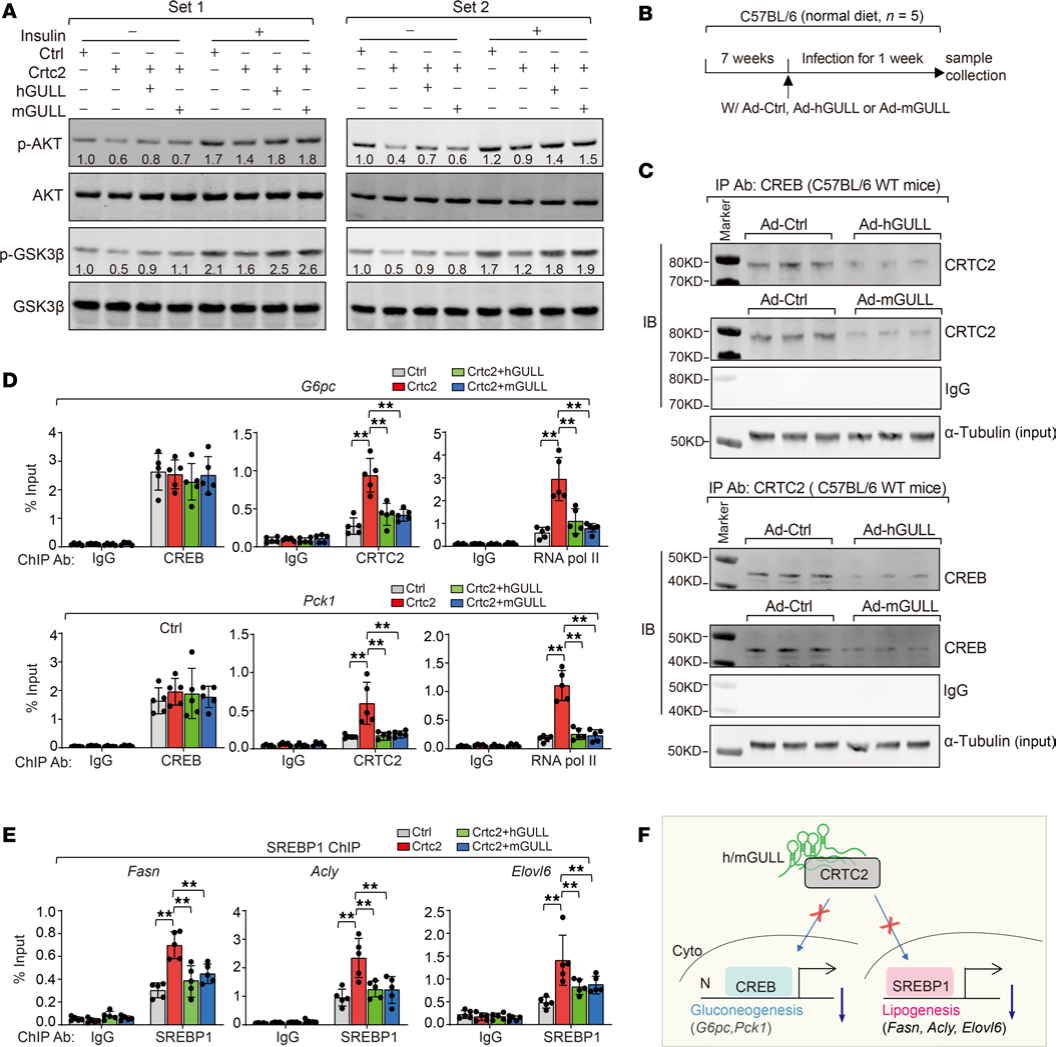
hGULL/mGULL bind to CRTC2 and inhibit its activity in regulating gluconeogenesis and lipogenesis. (**A**) Immunoblotting of p-AKT, AKT, p-GSK3β, and GSK3β in the Ad-Ctrl, Ad-Crtc2 overexpression, and Ad-Crtc2+hGULL or mGULL overexpression groups with or without insulin treatment. (**B**) Graphical representation of mouse model to explore the phenotype and molecular mechanisms of h/mGULL. Mice were injected with 3 groups of adenoviruses: the Ad-Ctrl group (Lac+pAdV5), hGULL overexpression group (Ad-hGULL), or mGULL overexpression group (Ad-mGULL). (**C**) Coimmunoprecipitation to detect the association between CRTC2 and CREB after hGULL/mGULL overexpression. Mice were injected with Ctrl (pAdV5) and hGULL or mGULL adenoviruses and treated with 6 hours of fasting before sacrifice. (**D**) ChIP-qPCR detection of occupancy of CREB or CRTC2 and RNA polymerase II level on *G6pc* and *Pck1* promoter in Ad-Ctrl, Ad-Crtc2 overexpression, and Ad-Crtc2+hGULL or mGULL groups. IgG was used as negative control. **P < 0.01; data shown as mean ± SD, 2-way ANOVA. (**E**) ChIP-qPCR determined SREBP1 occupancy on *Fasn*, *Acly*, or *Elovl6* promoter in the Ad-Ctrl, Ad-Crtc2 overexpression, and Ad-Crtc2+hGULL or mGULL groups. IgG was used as negative control. **P < 0.01; data shown as mean ± SD, 2-way ANOVA. (**F**) Graphical representation of working model of hGULL/mGULL-mediated glucose or lipid lowering. A higher RNA level of hGULL/mGULL specifically binds with CRTC2 and holds it in the cytoplasm, decreasing the occupancy of CREB or SREBP1 at the promoter of gluconeogenesis and lipogenesis genes.

**Figure 4:**
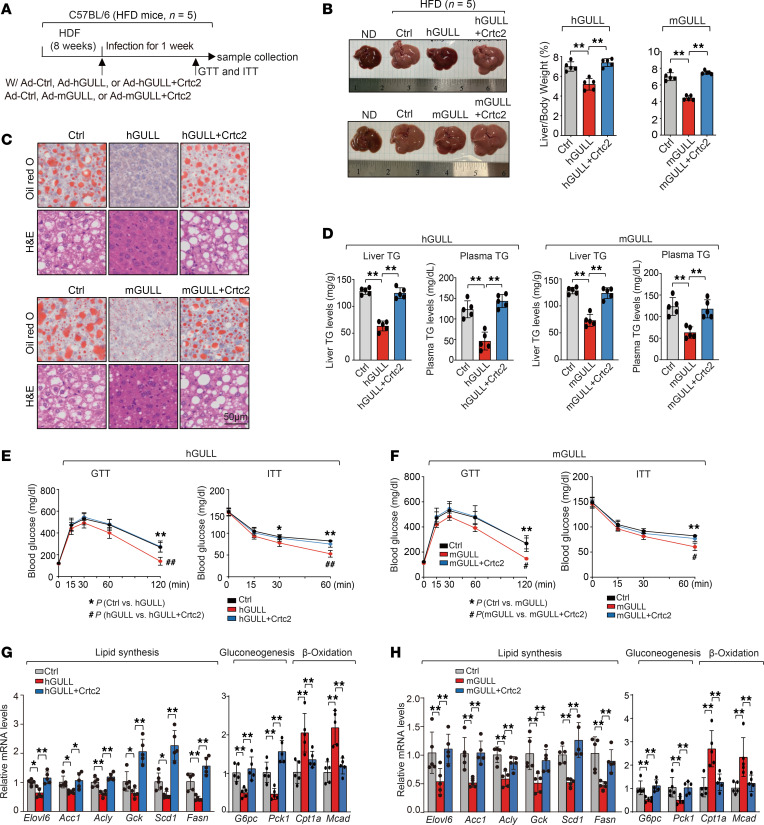
hGULL/mGULL ameliorate obesity-induced metabolic abnormalities in a CRTC2-dependent manner. (**A**) Graphical representation of obesity mouse model to explore the phenotype and molecular mechanisms of hGULL/mGULL and CRTC2. Mice were injected with 5 groups of adenoviruses: the Ad-Ctrl group (pAdV5), hGULL overexpression group, hGULL+Crtc2 overexpression group, mGULL overexpression group, or mGULL+Crtc2 overexpression group. (**B**–**D**) Representative images of liver and liver/body weight ratio analysis (**B**), Oil Red O and H&E staining (**C**), and plasma/liver TG level analysis (**D**) in Ad-Ctrl group, hGULL or mGULL overexpression group, and hGULL+Crtc2 or mGULL+Crtc2 overexpression group. **P < 0.01; data shown as mean ± SD, 1-way ANOVA. Scale bar: 50 μm. (**E** and **F**) GTT and ITT were determined in the Ad-Ctrl group, hGULL or mGULL overexpression group, and hGULL+Crtc2 or mGULL+Crtc2 overexpression group. **P < 0.01, *P < 0.05, ^##^*P* < 0.01, ^#^*P* < 0.05; data shown as mean ± SD, 1-way ANOVA. (**G** and **H**) The mRNA levels of lipid synthesis genes (*Elovl6*, *Acc1*, *Acly*, *Gck*, *Scd1*, and *Fasn*), gluconeogenesis genes (*G6pc* and *Pck1*), and β-oxidation genes (*Cpt1a* and *Mcad*) were quantified in Ad-Ctrl group, hGULL or mGULL overexpression group, and hGULL+Crtc2 or mGULL+Crtc2 overexpression group using qPCR. *P < 0.05, **P < 0.01; data shown as mean ± SD, 1-way ANOVA.

**Figure 5:**
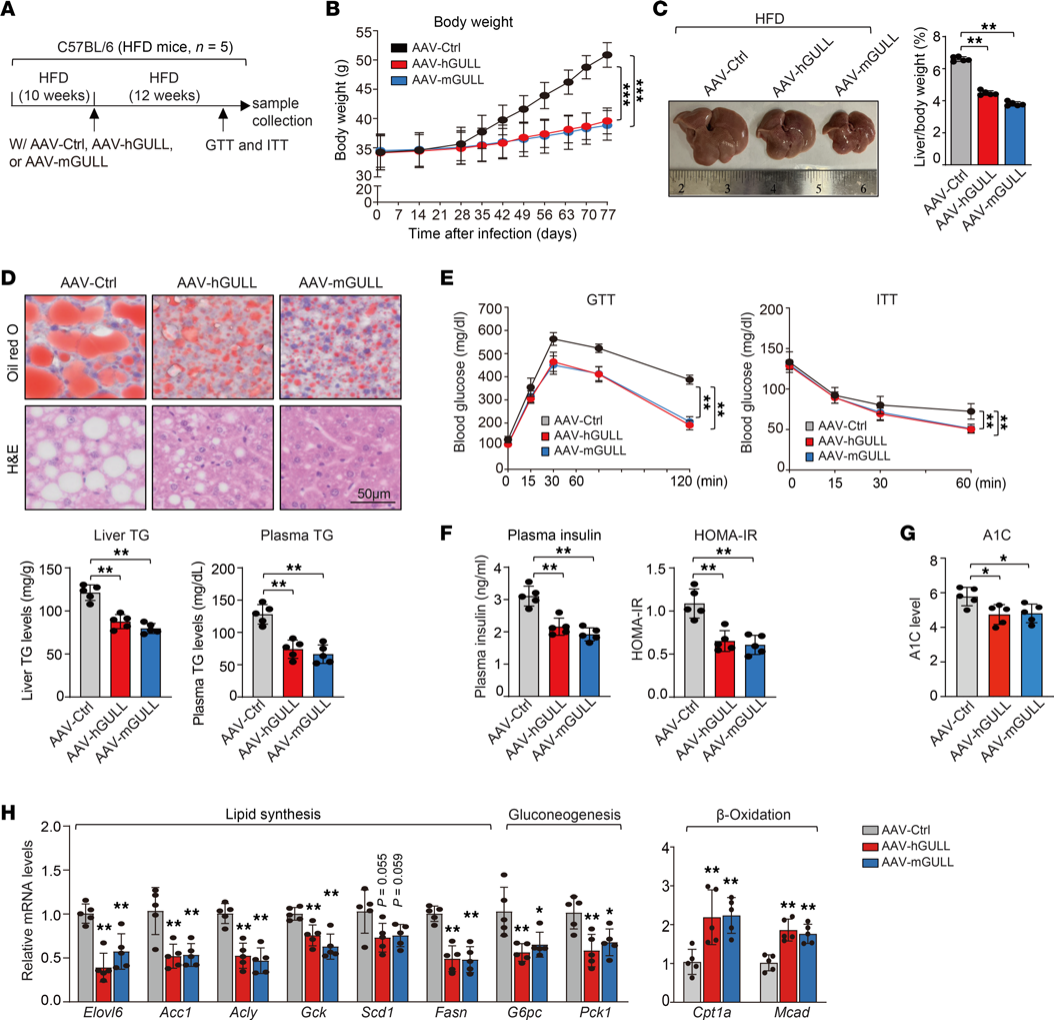
AAV-mediated hGULL/mGULL overexpression improves metabolic health of obese mice. (**A**) Graphical representation of AAV-obesity mouse model to explore the phenotype of hGULL/mGULL. Mice were injected with 3 groups of AAVs: AAV-Ctrl, AAV-hGULL, and AAV-mGULL. (**B**) Statistical analysis of body weight in the AAV-Ctrl, AAV-hGULL, and AAV-mGULL groups. ***P < 0.001. (**C** and **D**) Representative images of liver and liver/body weight ratio analysis (**C**), Oil Red O and H&E staining, and plasma/liver TG level analysis (**D**) in the AAV-Ctrl, AAV-hGULL, and AAV-mGULL groups. **P < 0.01; data shown as mean ± SD, 1-way ANOVA. Scale bar: 50 μm. (**E**) GTT and ITT were determined in the AAV-Ctrl, AAV-hGULL, and AAV-mGULL groups. **P < 0.01; data shown as mean ± SD, 1-way ANOVA. (**F** and **G**) Plasma insulin level, HOMA-IR (**F**), and hemoglobin A_1c_ level (**G**) were analyzed in the AAV-Ctrl, AAV-hGULL, and AAV-mGULL groups. *P < 0.05, **P < 0.01; data shown as mean ± SD, 1-way ANOVA. (**H**) The mRNA levels of lipid synthesis, gluconeogenesis, and β-oxidation genes were quantified in the AAV-Ctrl, AAV-hGULL, and AAV-mGULL groups using qPCR. *P < 0.05, **P < 0.01; data shown as mean ± SD, 1-way ANOVA.

**Figure 6:**
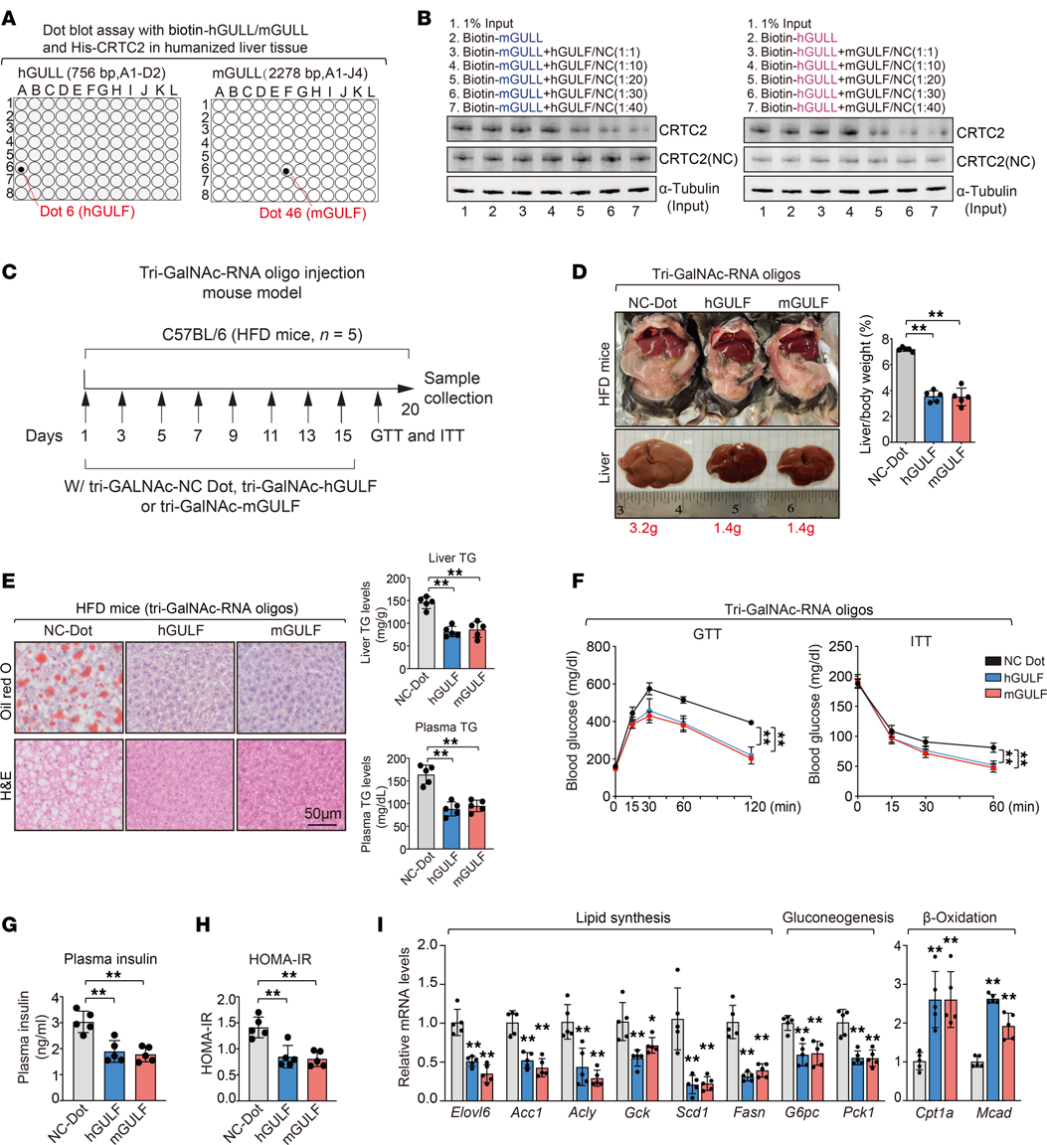
hGULF/mGULF improve metabolic health of obese mice. (**A**) RNA dot blot assays were performed to identify the core binding motif between CRTC2 and hGULL/mGULL. (**B**) hGULL/mGULF competition assay coupled with RNA pull-down and visualized by immunoblot assay. Non-biotin-labeled hGULF or mGULF with different doses was used to compete with biotin-labeled hGULL or mGULL (mole ratio of hGULL/mGULL to hGULF/mGULF: 1:1, 1:10, 1:20, 1:30, and 1:40) for binding to the CRTC2. (**C**) Graphical illustration shows the treatment schedules of tri-GalNAc–tagged hGULF/mGULF mimics and NC dot oligos in the high-fat diet (HFD) mouse model. Mice were injected with tri-GalNAc-NC oligos, tri-GalNAc-hGULF oligos, and tri-GalNAc-mGULF oligos every 2 days for 2 weeks. (**D** and **E**) Representative images of the liver and liver/body weight ratio analysis (**D**), Oil Red O and H&E staining, and plasma/liver TG level analysis (**E**) in tri-GalNAc-NC, tri-GalNAc-hGULF, and tri-GalNAc-mGULF groups. **P < 0.01; data shown as mean ± SD, 1-way ANOVA. Scale bar: 50 μm. (**F**) GTT and ITT were determined in the tri-GalNAc-NC, tri-GalNAc-hGULF, and tri-GalNAc-mGULF groups. **P < 0.01; data shown as mean ± SD, 1-way ANOVA. (**G** and **H**) Plasma insulin level (**G**) and HOMA-IR (**H**) were determined in tri-GalNAc-NC, tri-GalNAc-hGULF, and tri-GalNAc-mGULF groups. **P < 0.01; data shown as mean ± SD, 1-way ANOVA. (**I**) The mRNA levels of lipid synthesis, gluconeogenesis, and β-oxidation genes were quantified in the tri-GalNAc-NC, tri-GalNAc-hGULF, and tri-GalNAc-mGULF groups with qPCR. *P < 0.05, **P < 0.01; data shown as mean ± SD, 1-way ANOVA.

**Figure 7:**
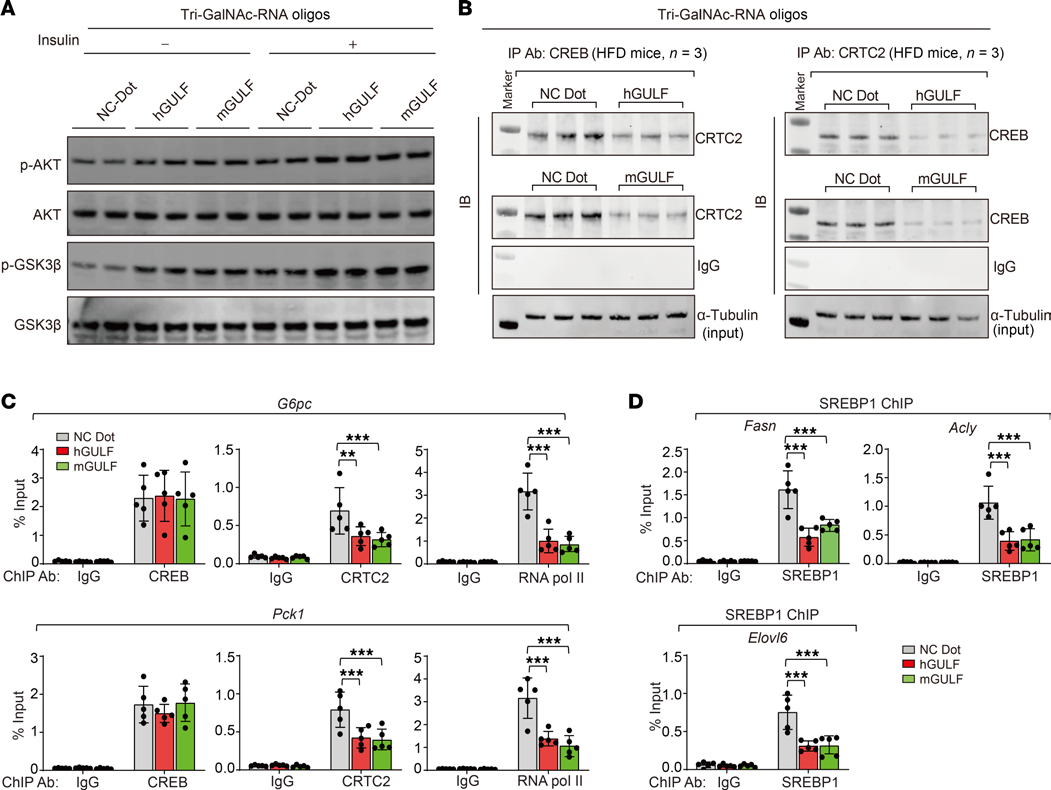
hGULF and mGULF regulate the function of CREB and SREBP1. (**A**) Immunoblotting of p-AKT, AKT, p-GSK3β, and GSK3β in the tri-GalNAc-NC, tri-GalNAc-hGULF, and tri-GalNAc-mGULF groups with or without insulin treatment. (**B**) Coimmunoprecipitation to detect the association between CRTC2 and CREB after tri-GalNAc-hGULF/mGULF injection. Mice were treated with 6 hours of fasting before sacrifice. (**C**) ChIP-qPCR detection of occupancy of CREB or CRTC2 and RNA polymerase II level on *G6pc* and *Pck1* promoter using the liver tissues from tri-GalNAc-NC, tri-GalNAc-hGULF, and tri-GalNAc-mGULF groups. IgG was used as negative control. **P < 0.01, ***P < 0.001; data shown as mean ± SD, 2-way ANOVA. (**D**) ChIP-qPCR detected SREBP1 occupancy on *Fasn*, *Acly*, and *Elovl6* promoters with liver tissues from mice of the tri-GalNAc-NC, tri-GalNAc-hGULF, and tri-GalNAc-mGULF groups. IgG was used as negative control. ***P < 0.001; data shown as mean ± SD, 2-way ANOVA.

# Supplementary material for: The functionally conserved human lncRNA motif GULF lowers glucose and lipid levels in obese mice
**Source:** J Clin Invest. 2025 Sep 16;135(18):e186355. doi: 10.1172/JCI186355
**Supplement:** Supplemental data

## **Supplemental material**

### **The functionally conserved human lncRNA motif GULF lowers glucose and lipid levels in obese mice**

Zhe Li\*, Sunmi Seok\*, Chengfei Jiang\*, Ping Li, Yonghe Ma, Hang Sun and Haiming Cao

Cardiovascular Branch  
National Heart, Lung and Blood Institute  
National Institutes of Health  
Bethesda, MD 20892, USA

\*equally contributed

Cardiovascular Branch  
National Heart, Lung and Blood Institute  
National Institutes of Health  

## **Supplemental Methods**

### **RNA isolation and quantitative reverse transcription polymerase chain reaction (RT-qPCR)**

TRIzol reagent (Cat no. 15596026, Thermo Fisher Scientific) was used to extract total RNA both from tissues and cells in this study. The reverse transcription process was performed using SuperScript III reverse transcriptase kit (Cat no. 18080044, Thermo Fisher Scientific). qPCR was conducted using FastStart Universal SYBR Green Master kit (Cat no. 04913914001, Roche Life Science, Washington DC, USA), with GAPDH or  $\beta$ -actin as reference genes. All primers employed are listed in **Supplemental Table 5**.

### **Chromatin Immunoprecipitation (ChIP) assay**

ChIP assays were conducted using the Enzymatic Chromatin IP Kit (Cat no. 9005, Cell Signaling Technology, Danvers, MA, USA) following the manufacturer's protocols. In brief, liver tissue was minced, washed twice in PBS, and then incubated with 1.5% formaldehyde for 20 min at room temperature (RT), followed by incubation with 125 mM Glycine for 5 min at RT. Samples were then sonicated 4 times for 10 seconds each time. Then, the chromatin sample was precleared, and chromatin was immunoprecipitated using 1-2  $\mu$ g of target antibody or IgG. The immune complexes were collected by incubation with magnetic beads for 1 h, washed 3 times, and then eluted and incubated overnight at 65 °C to reverse the crosslinking. DNA was subsequently isolated for quantification by qPCR. The primer sequences used are in **Supplemental Table 5**.

### **In vitro Transcription/Translation assay**

In vitro transcription and translation were conducted using the In Vitro Transcription/Translation kit (Cat no. L1170, Promega, Madison, WI, USA) to determine the protein-coding potential of hGULL or mGULL in vitro. Full-length h/mGULL with a UAA stop codon was cloned into a circular plasmid with a T7 promoter. The luciferase gene was used as a positive control. The coupled transcription/translation reactions were set up in a single tube with T7 quick master mix, methionine, plasmid DNA template, and Biotin-lysyl-tRNA, and incubated at 30°C for 60-90 minutes. The synthesized proteins were analyzed by SDS-PAGE and detected using the Transcend Non-Radioactive Translation Detection System (Cat no. L5070, Promega).

### **RNA Pull-Down and RNA Immunoprecipitation (RIP) assay**

For RNA pulldown assay, biotin-labeled h/mGULL or antisense h/mGULL RNAs were transcribed by in vitro transcription using the Biotin RNA Labeling mix (Cat no. 11685597910, Roche) and T7 RNA polymerase (Cat no. 10881767001, Roche) at 37°C for 2-3 hours. 2 µg of biotinylated RNAs were incubated with 1 mg of protein extracts from humanized liver tissues and prewashed M-270 Streptavidin beads (Cat no. 65306, Thermo Fisher Scientific) at 4°C overnight. The beads were washed five times with ice-cold RNA pulldown buffer (5M NaCl, 1M Tris PH 7.4, 0.5M EDTA, and 0.5% Triton-X 100) and boiled with SDS loading buffer. The pulldown samples with beads were then sent for proteomic analysis at the National Cancer Institute's Protein Characterization Laboratory (PCL).

For the RNA immunoprecipitation (RIP) assay, Liver tissues were lysed in RNA immunoprecipitation lysis buffer (150 NaCl, 20mM Tris PH 7.4, 1M EDTA and 0.5% Triton-X100) containing protease inhibitors (Cat no. 78440, Thermo Fisher Scientific) and Recombinant Ribonuclease Inhibitor (Cat no. 10777019, Thermo Fisher Scientific) using a Dounce homogenizer (Cat no. D9938, Millipore Sigma) for 15-20 strokes. The lysate was then centrifuged at 12,000 rpm for 10 minutes; the supernatant was then collected. For each RIP, 5µg IgG or target antibody were first incubated with 40µl Protein A/G beads (Cat no. 88802, Thermo Fisher Scientific) in 300µl RIP buffer supplemented with 0.1 mg/ml BSA (Cat no. A1595, Millipore Sigma), 0.2 mg/ml Heparin (Cat no. 1235831, Millipore Sigma) and 0.2mg/ml tRNA (Cat no. AM7119, Thermo Fisher Scientific) for 1 hour. Samples were then washed once with RIP buffer, the antibody coupled beads immunoprecipitated with 5mg liver tissue supernatant in 500µl RIP buffer at 4°C with gentle rotation overnight. The beads were washed briefly five times with RIP buffer, following proteinase K digestion, and total RNA was isolated with the TRIZOL method and purified with the columns (Cat no. R1014, ZYMO Research, Irvine, CA, USA). The RNAs were then resuspended in RNase-free water and qRT-PCR was performed as previously described.

### **Immunoblot and Co-IP**

Liver tissues were snap-frozen in liquid nitrogen immediately upon harvesting. Frozen samples were lysed in RIPA lysis buffer (Cat no. 89900, Thermo Fisher Scientific) with freshly added

protease inhibitor cocktail and phenylmethylsulfonyl fluoride (PMSF, Cat no.36978, Thermo Fisher Scientific) using the Tissue Lyser III (Cat no. 9003240, Qiagen, Germantown, MD, USA) to extract proteins. Total protein concentration was quantified with the kit (Cat no.23225, Thermo Fisher Scientific), and 10–30µg total protein was run on a Bis-Tris polyacrylamide gel (Cat no. NP0322BOX, Thermo Fisher Scientific). Then, proteins were electro-transferred onto PVDF membranes with a transfer pack (Cat no. 1704158, Bio-Rad Laboratories, Hercules, CA, USA). Membranes were then incubated with blocking buffer (Cat no. 37515, Thermo Fisher Scientific) for 10 mins at room temperature, followed by incubation with primary antibodies overnight at 4°C. Membranes were then washed three times with PBST buffer and incubated at room temperature for 1 hour with fluorescence-conjugated secondary antibodies (Cat no. 926-54010, 926-54020, LI-COR Biosciences, Lincoln, NE, USA). The signals were visualized with the LI-COR Odyssey imaging system and analyzed by ImageJ (National Institutes of Health).

For Co-IP, the same procedures with IB in liver tissue protein preparation. The lysates were incubated with target proteins and IgG antibodies at room temperature for 1 hour and the washed protein A/G beads continued incubated at 4°C overnight. Following the wash steps with RIPA buffer, the IP proteins were subjected to IB for further analysis.

### **Reagents and Resource**

Primary human hepatocytes (Cat no, HUM181001B) were purchased from Lonza Bioscience (Rockville, Maryland, USA) and C57BL/6 Mouse primary hepatocytes (Cat no. C57-6224F) were purchased from Cell biologics company (Chicago, Illinois, USA). Human tissue cDNA panel (Cat. no. HD-010) and mouse tissue cDNA panel (Cat. no. MD-010) were purchased from Zyagen company (San Diego, CA, USA). Human male adipose tissue cDNA purchased from BioChain Institute Inc. (Cat no. C123400310, Newark, CA, USA). C57BL/6 wide-type mice and DIO C57BL/6 background High-fat diet mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). Details of Antibodies used in this study are shown in **Supplemental Table 6**.

## Supplemental Figures and Figure legends

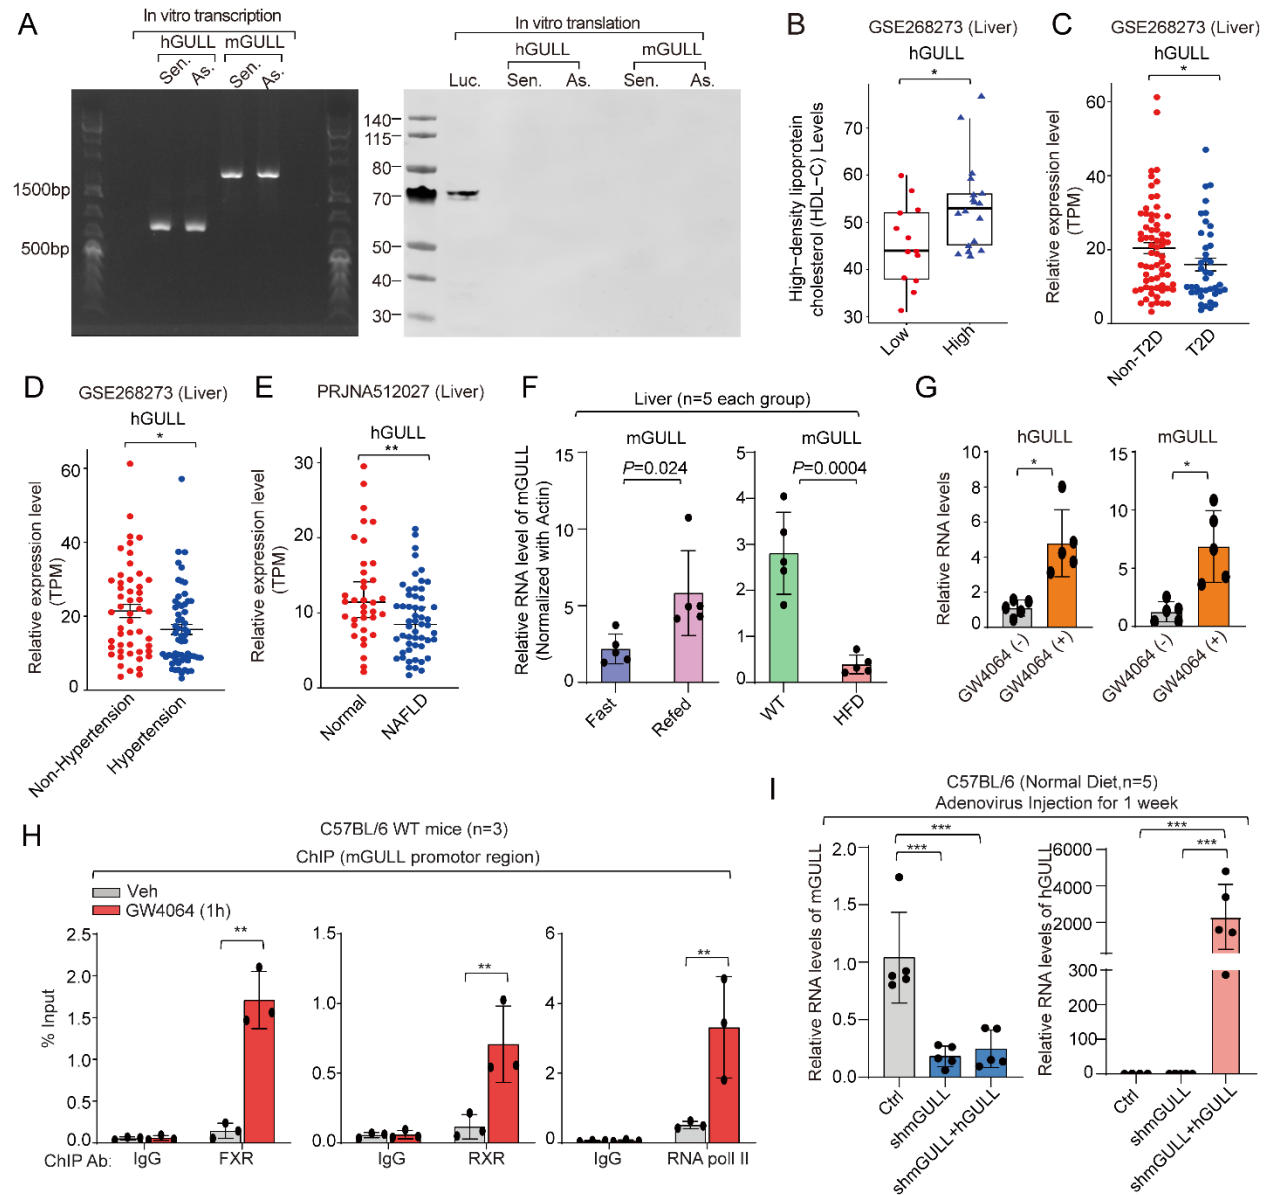

**Figure S1. Characterization of hGULL/mGULL.**

(A) In vitro transcription and translation assay of full-length hGULL/mGULL. Luciferase (Luc) is used as a positive control. (B) Boxplot of high-density lipoprotein cholesterol (HDL-C) levels in human populations with high or low hGULL expression. Human liver RNA-Seq data were obtained from the GEO database (GSE268273), and hGULL expression level was categorized into high (top quartile) and low (bottom quartile) groups among non-T2D individuals. \* $p < 0.05$ , Wilcoxon rank-sum test. (C, D) the RNA level of hGULL in the livers of normal individuals compared to patients with Type 2 Diabetes (T2D) or hypertension, based on data from GSE268273.

Results are presented as mean  $\pm$  SEM, \* $p < 0.05$ , Wilcoxon rank-sum test. (E) the RNA level of hGULL in the livers of normal individuals compared to patients with Non-Alcoholic Fatty Liver Disease (NAFLD). Data were retrieved from the BioProject database (PRJNA512027). Results are shown as mean  $\pm$  SEM, \*\* $p < 0.01$ , Wilcoxon rank-sum test. (F) The RNA level of mGULL was detected by qPCR in mouse livers from fasting (16 hours) or fast-refeeding (10 hours fasting with 6 hours refeeding), or WT and HFD mice groups. The mice in fasting or fast-refeeding group are C57BL/6 wide-type mice. (Mean  $\pm$  SD,  $n = 5$  mice per group). (G) The RNA levels of hGULL/mGULL with or without GW4064 treatment in humanized liver tissues. \*\*\* $P < 0.001$ , Data showed mean  $\pm$  SD, Two-tailed Student's t-test. (H) ChIP-qPCR detection of occupancy of FXR or RXR, and RNA pol II level on mGULL promotor, with IgG as the negative control. \*\* $P < 0.01$ , Data showed mean  $\pm$  SD, Two-way ANOVA. (I) The efficiency of mGULL knockdown or the hGULL overexpression infected with adenovirus in the WT mice for one week detected by qPCR, \* $P < 0.05$ , Data showed mean  $\pm$  SD, Two-tailed Student's t-test.

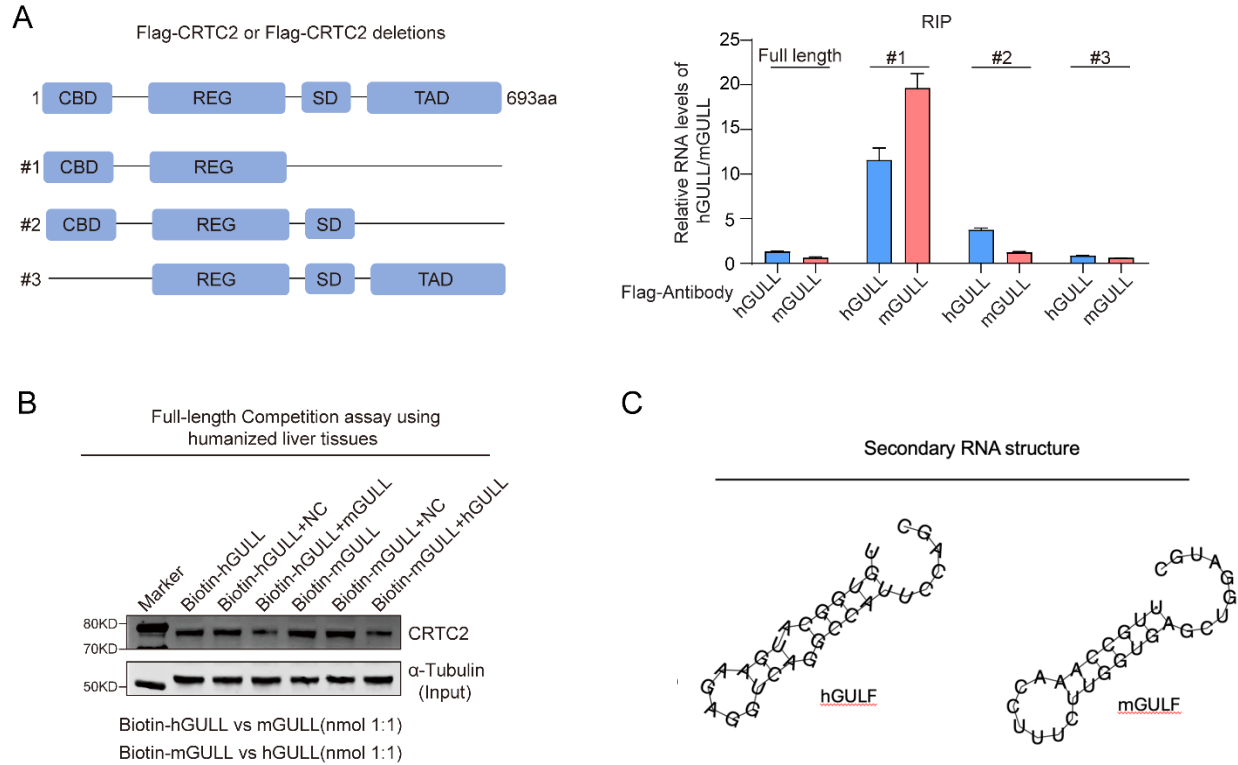

**Figure S2. hGULL and mGULL are physically interacting with CRTC2.**

(A) Graphic illustration shows the deletion mapping for the domains of CRTC2 and RIP analysis for hGULL/mGULL enrichment in the indicated FLAG-tagged CRTC2 full-length or truncated constructs; (B) Full-length hGULL/mGULL competition assay coupled with RNA pulldown and immune blot. Non-biotin-labeled hGULL or mGULF were used to compete with equal mole with biotin-labeled hGULL or mGULL for binding to the CRTC2; (C) Secondary structure of hGULF/mGULF predicted by RNAfold using the default settings (<http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi>).

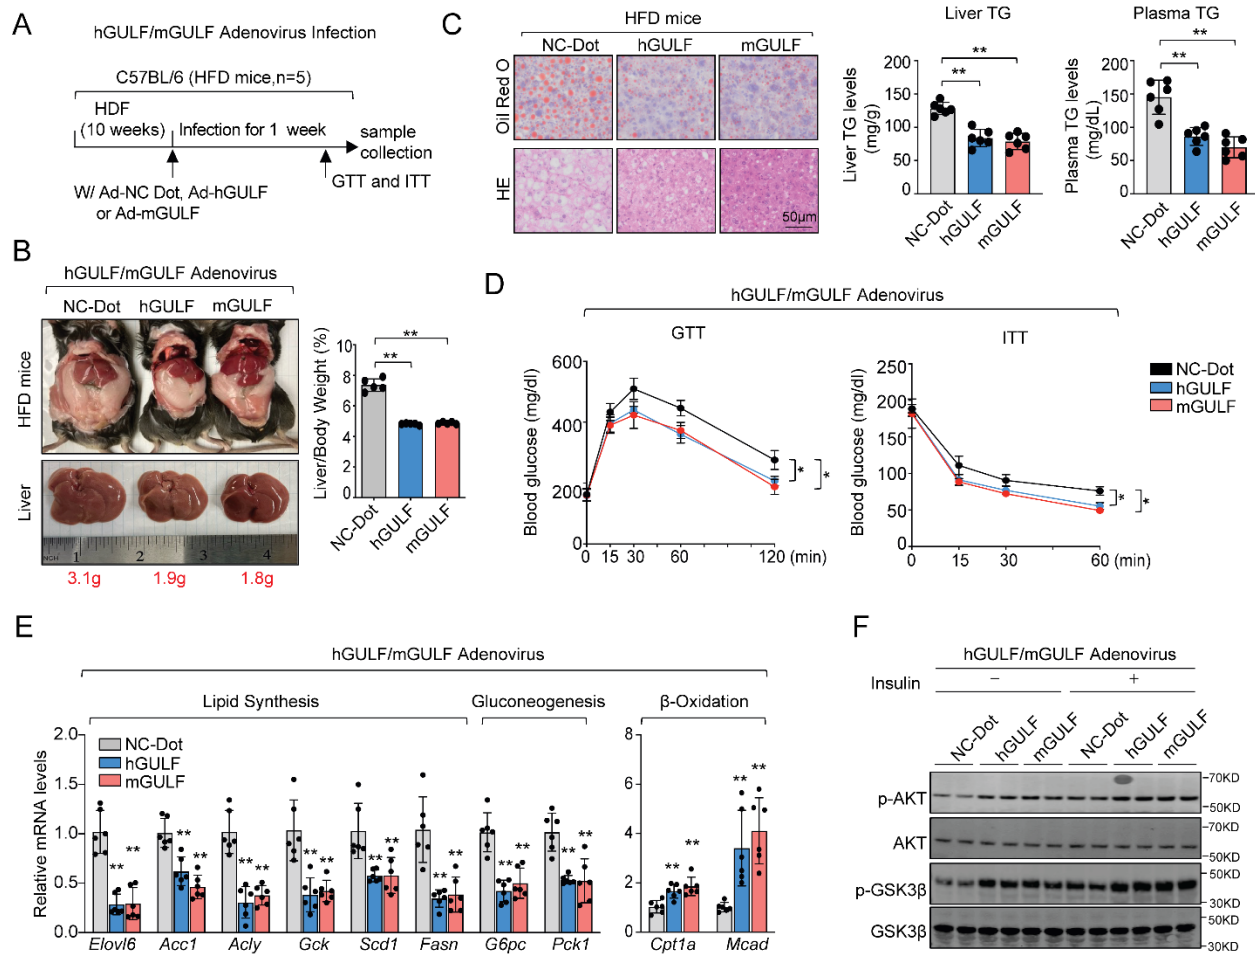

**Figure S3. Adenovirus-mediated hGULF/mGULF overexpression showed strong benefits in obese mice**

(A) Graphic representation of hGULF/mGULF adenovirus infection model with obese mice; (B-C) Representative images of liver and liver/body weight ratio analysis (B), Oil Red O and H&E staining, and plasma/liver TG level analysis (C) after infected with Ad-NC, Ad-hGULF, and Ad-mGULF for one week,  $^{**}P < 0.01$ , Data showed mean  $\pm$  SD, One-way ANOVA; (D) GTT and ITT tests were determined in the adenovirus-mediated hGULF/mGULF mouse model.  $^{*}P < 0.05$ , Data showed mean  $\pm$  SD, One-way ANOVA; (E) The mRNA levels of lipid synthesis, gluconeogenesis, and  $\beta$ -Oxidation genes were quantified in the liver tissues of mice infected with Ad-NC, Ad-hGULF, and Ad-mGULF adenovirus using qPCR.  $^{**}P < 0.01$ , Data showed mean  $\pm$  SD, One-way ANOVA; (F) Immunoblotting of p-AKT, AKT, p-GSK3 $\beta$ , and GSK3 $\beta$  in the Ad-NC, Ad-hGULF, and Ad-mGULF groups with or without insulin treatment.

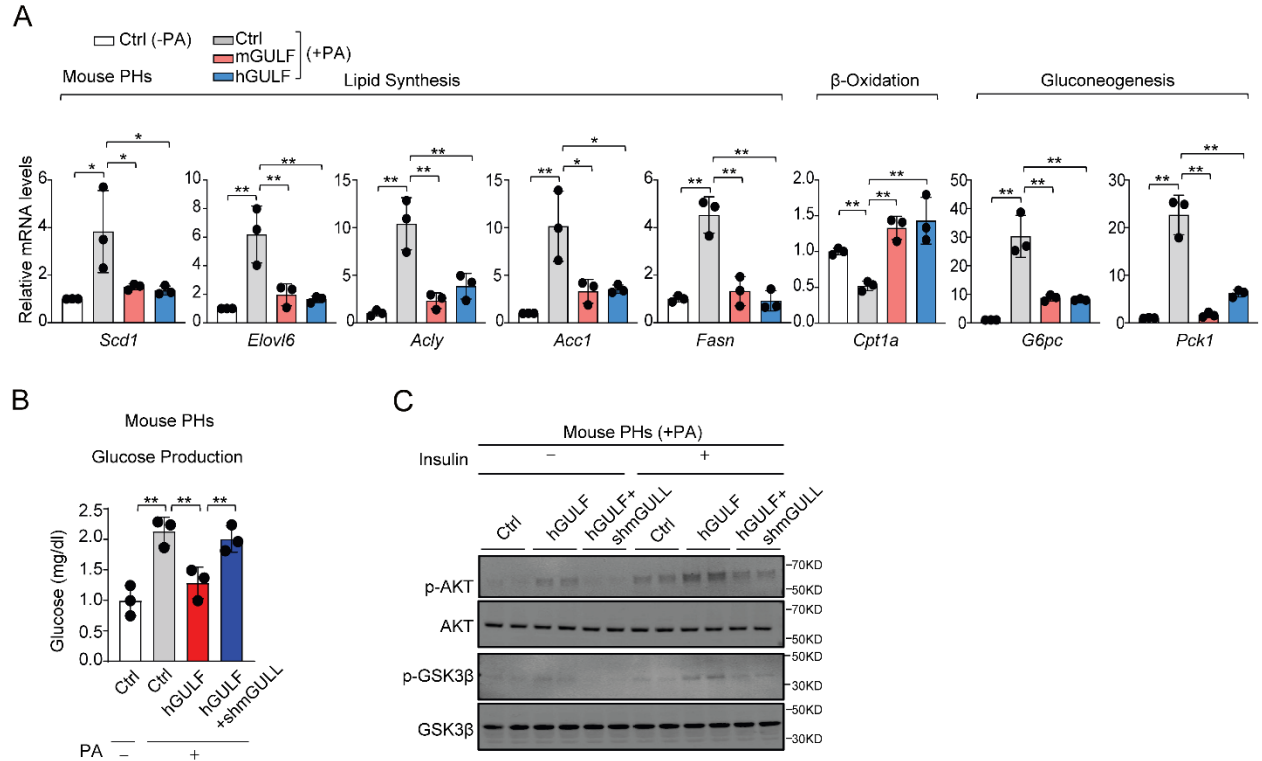

**Figure S4. hGULF/mGULF regulated lipid and glucose metabolism in mouse PHs**

(A) The mRNA levels of lipid synthesis, gluconeogenesis, and β-Oxidation genes were quantified in mouse PH cells after transfected with hGULF/mGULF with or without PA treatment. \* $P < 0.05$  and \*\* $P < 0.01$ , Data showed mean  $\pm$  SD, One-way ANOVA; (B) The glucose level was determined in the mouse PH cells, including the hGULF overexpression group and hGULF overexpressed accompanied by mGULL knockdown. \*\* $P < 0.01$ , Data showed mean  $\pm$  SD, Two-tailed Student's t-test; (C) Immunoblotting of p-AKT, AKT, p-GSK3β, and GSK3β in the Ctrl, hGULF overexpression, and hGULF overexpressed accompanied by mGULL knockdown groups with or without insulin treatment.

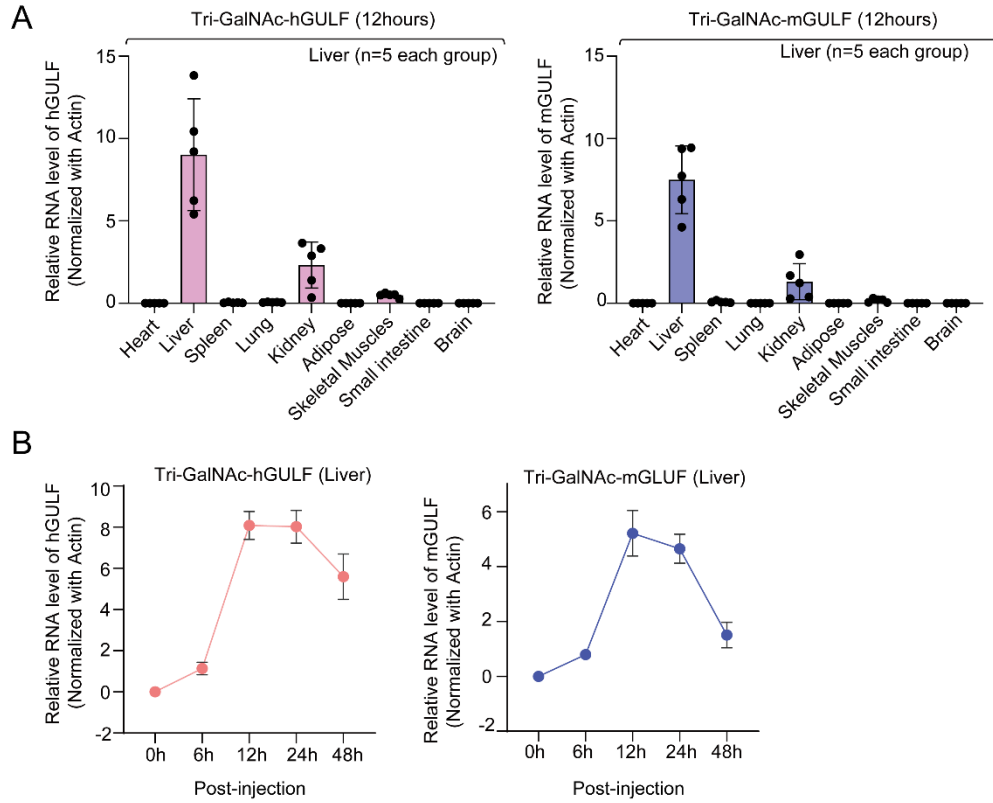

**Figure S5. The distribution of Tri-GalNAc-hGULF/mGULF in mouse liver.**

(A) The relative RNA level indicated the distribution of h/mGULF in various mice organs. (Mean  $\pm$  SD,  $n = 5$  mice per time point). (B) The RNA level of h/mGULF was detected by qPCR in mouse livers at the indicated time points post-I.V. administration (0.01 mg/g, single dose, Mean  $\pm$  SD,  $n = 3$  mice per time point). Data are presented as mean  $\pm$  SD and analyzed using a two-tailed Student's t-test.

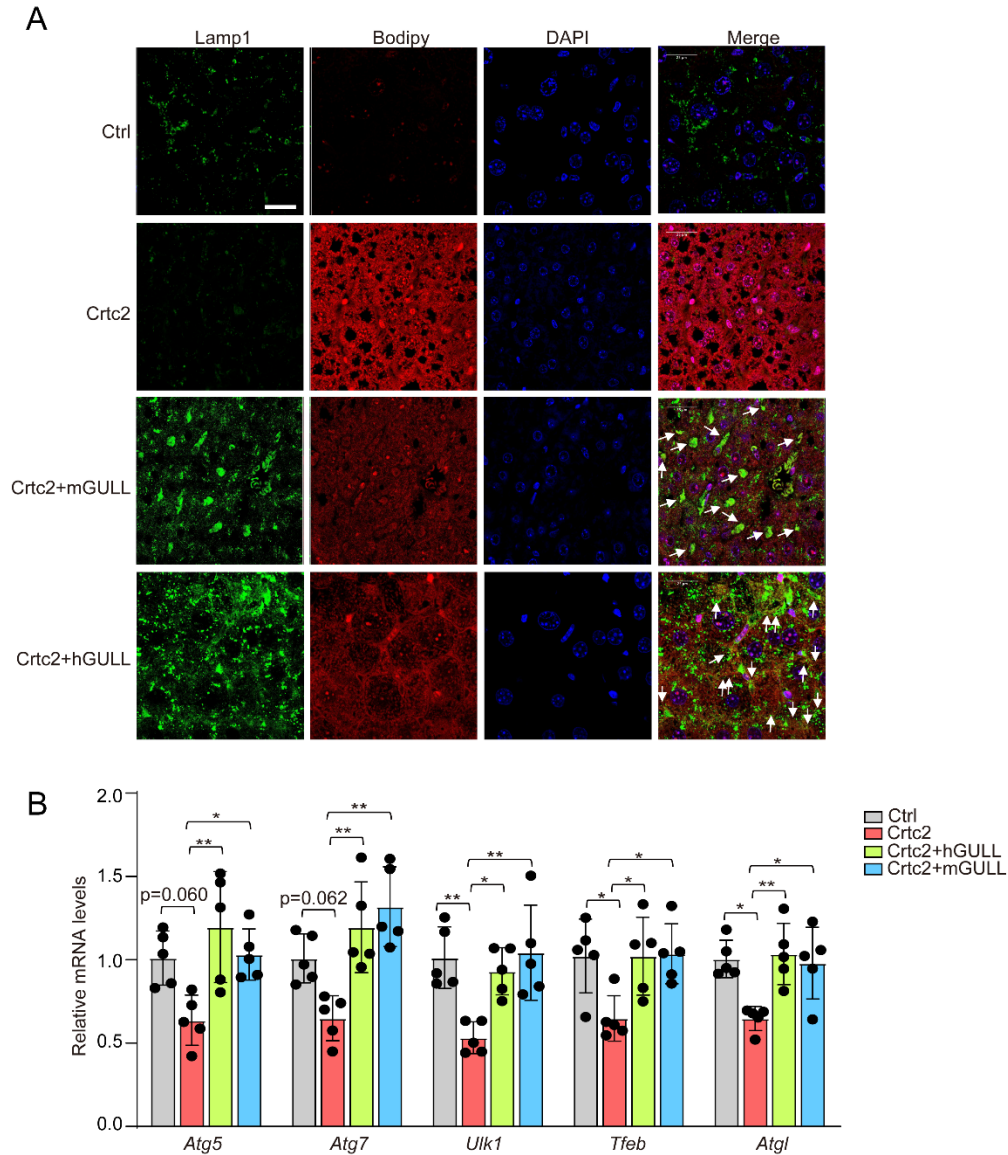

**Figure S6. hGULF/mGULF-Crtc2 are involved in lipophagy in mouse liver.**

(A) For in vivo detection of hepatic lipophagy, paraffin-embedded liver slides were incubated overnight with an anti-LAMP1 antibody, followed by secondary antibody, Alexa 488 donkey anti-rabbit for 1 h. Lipids were stained using a final concentration of 1  $\mu$ g/ml of BODIPY 581/591 for 10 min. Nuclei were labeled with DAPI and images were taken and analyzed by confocal microscopy (Zeiss, LSM880). White arrows indicate the area where LAMP1 and BODIPY co-localization, representing lipophagy. (B) The mRNA levels of lipophagy (autophagy) genes were quantified in Ctrl, Crtc2 overexpression, and Crtc2+hGULL or mGULL overexpression groups using qPCR, \* $P < 0.05$ , \*\* $P < 0.01$ , Data showed mean  $\pm$  SD, One-way ANOVA.

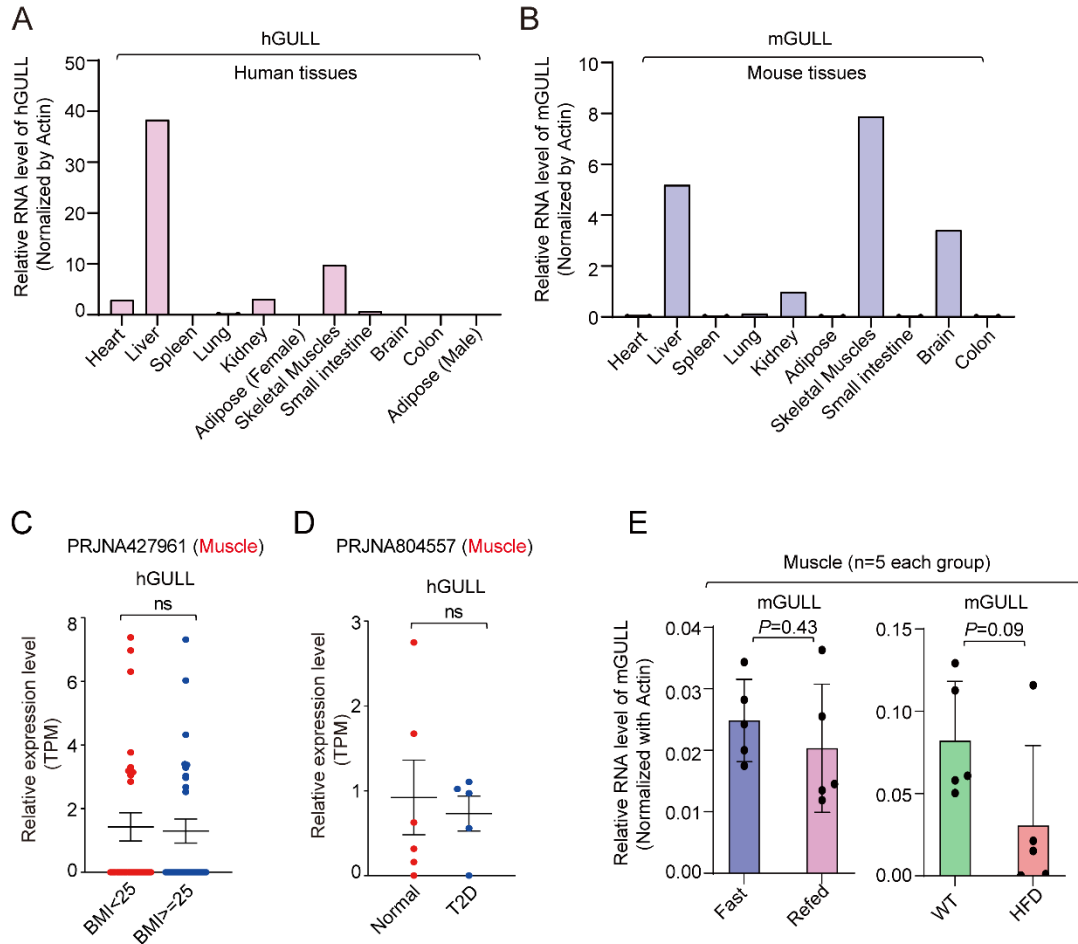

**Figure S7. The distribution of hGULL/mGULL in human or mouse organs.**

(A, B) The distribution of h/mGULL in various human and mouse organs was assessed using a commercial cDNA panel by qPCR, with Actin as the internal control. (C) The relative expression level of hGULL in the muscles of patients with BMI < 25 or BMI ≥ 25. Data were retrieved from the BioProject database (PRJNA427961). Results are shown as mean ± SEM, "ns" stands for "not significant", Wilcox rank-sum test). (D) The relative expression level of hGULL in the muscles of normal individuals compared to T2D patients. Data were retrieved from the BioProject database (PRJNA804557). Results are shown as mean ± SEM, Wilcox rank-sum test). (E) The RNA level of mGULL was detected by qPCR in mouse muscles from fasting, fast-refeeding, or WT and HFD groups (Mean ± SD, n = 5 mice per group).

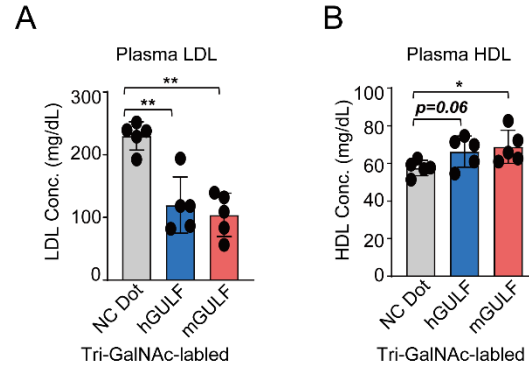

**Figure S8. The toxicity of Tri-GalNAc-hGULF/mGULF in mouse liver.**

(A, B) The plasma LDL and HDL cholesterol levels were measured in mice injected with Tri-GalNAc-NC, Tri-GalNAc-hGULF, or Tri-GalNAc-mGULF oligos every two days for two weeks. \* $P < 0.05$ , \*\* $P < 0.01$ ; Data are presented as mean  $\pm$  SD and analyzed using a two-tailed Student's t-test.

# Supplementary material for: The functionally conserved human lncRNA motif GULF lowers glucose and lipid levels in obese mice
**Source:** J Clin Invest. 2025 Sep 16;135(18):e186355. doi: 10.1172/JCI186355

Figure 1I

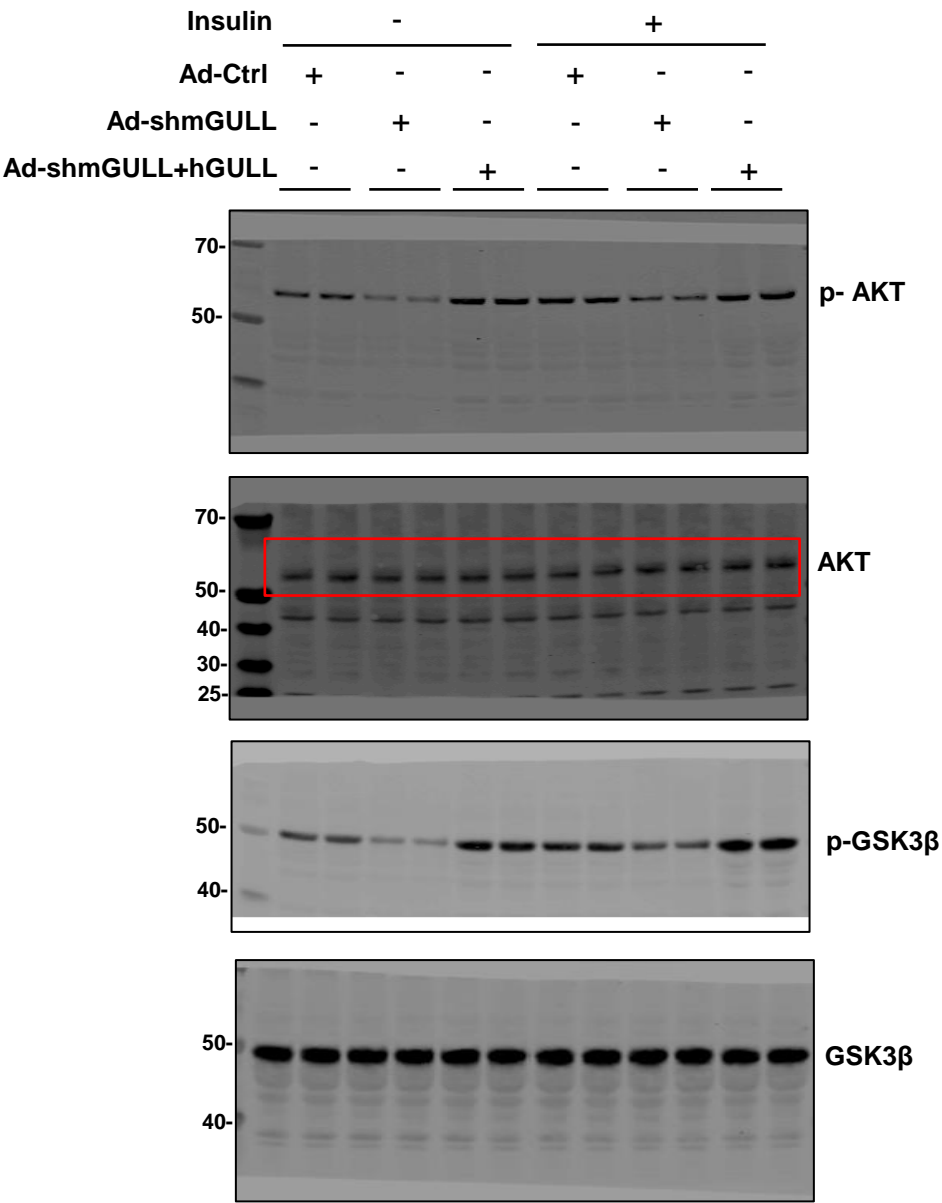

Figure 2A

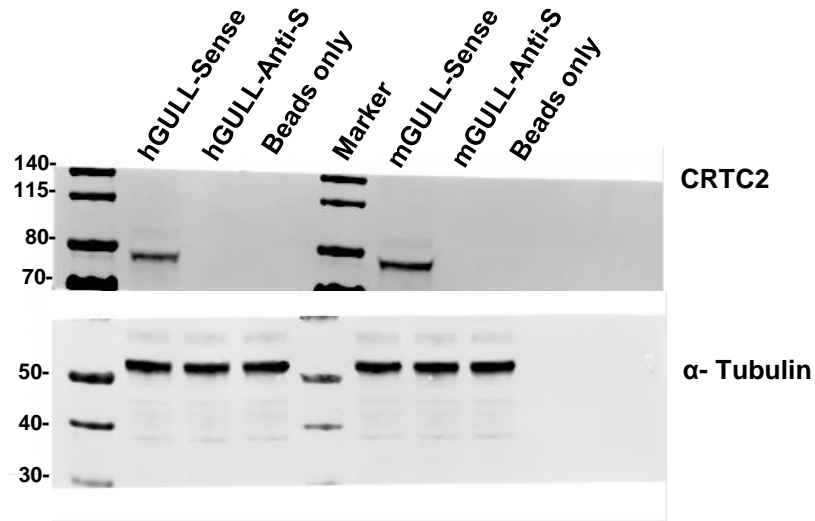

Figure 3A

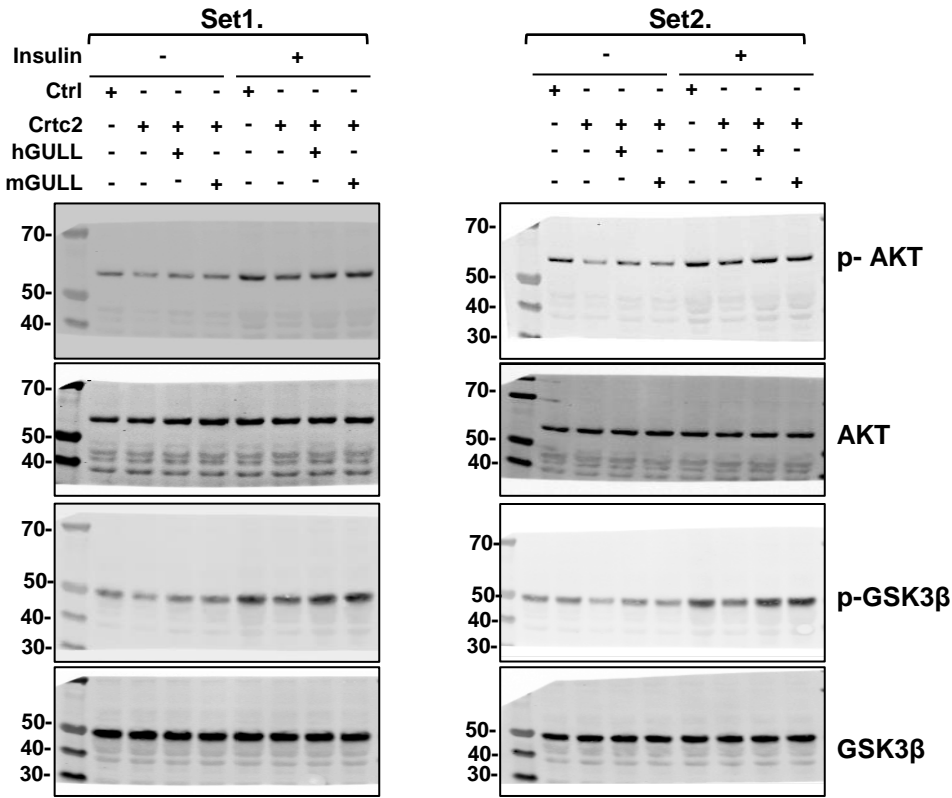

Figure 3B

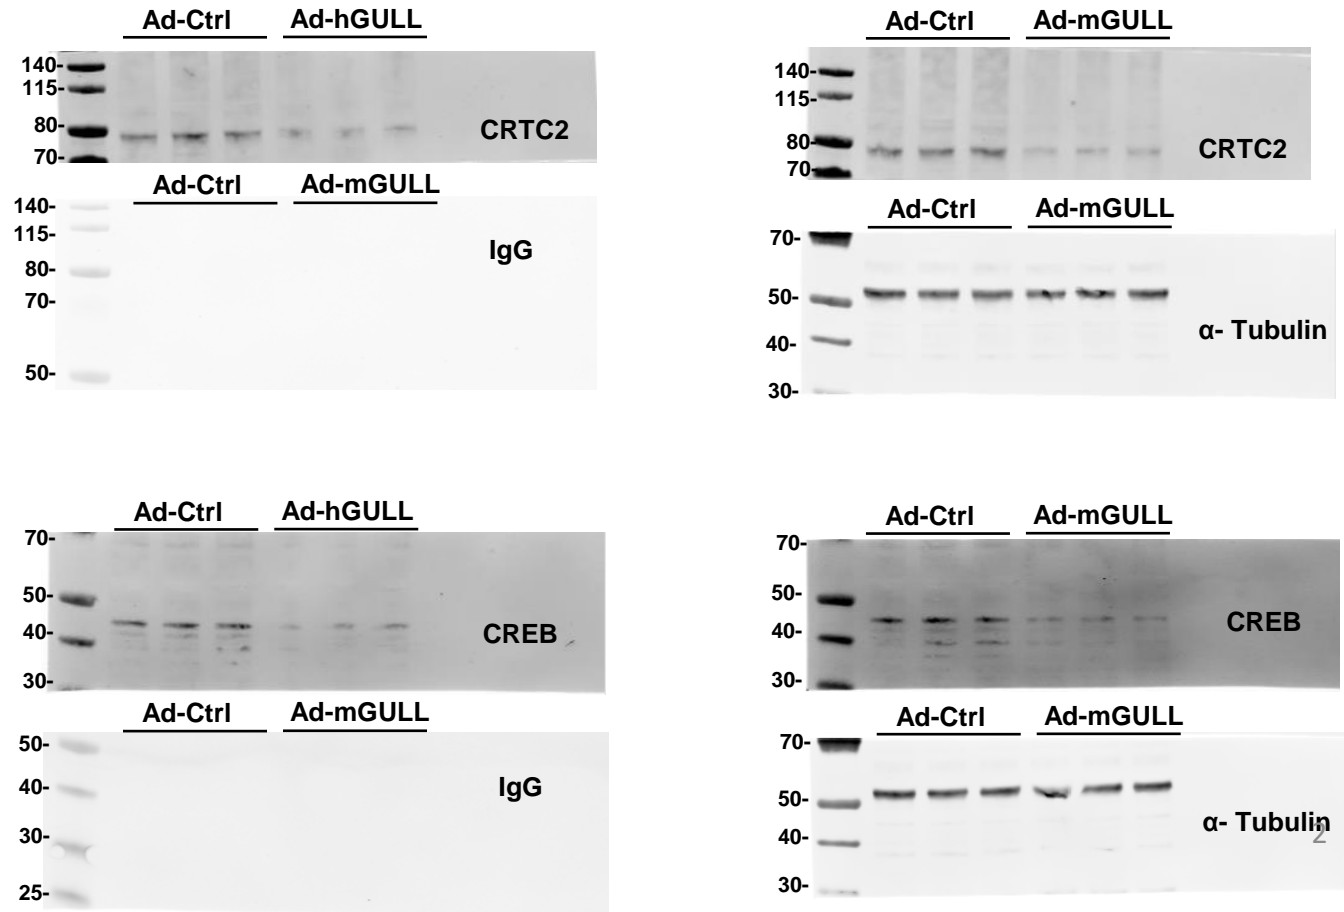

Figure 6A

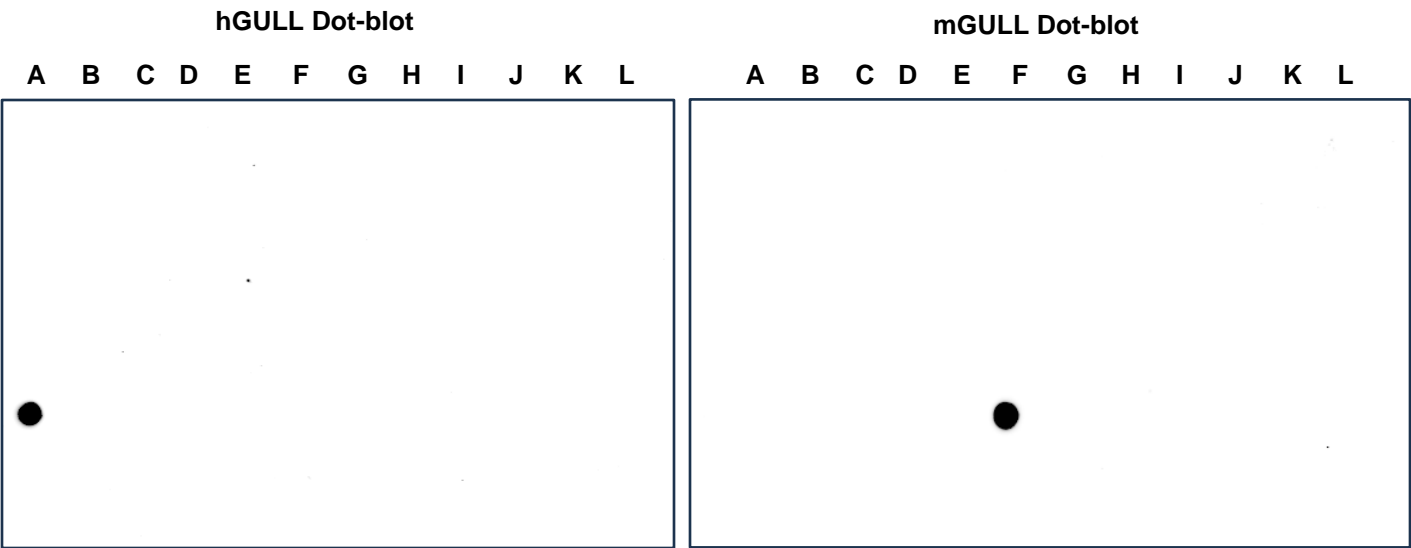

Figure 6B

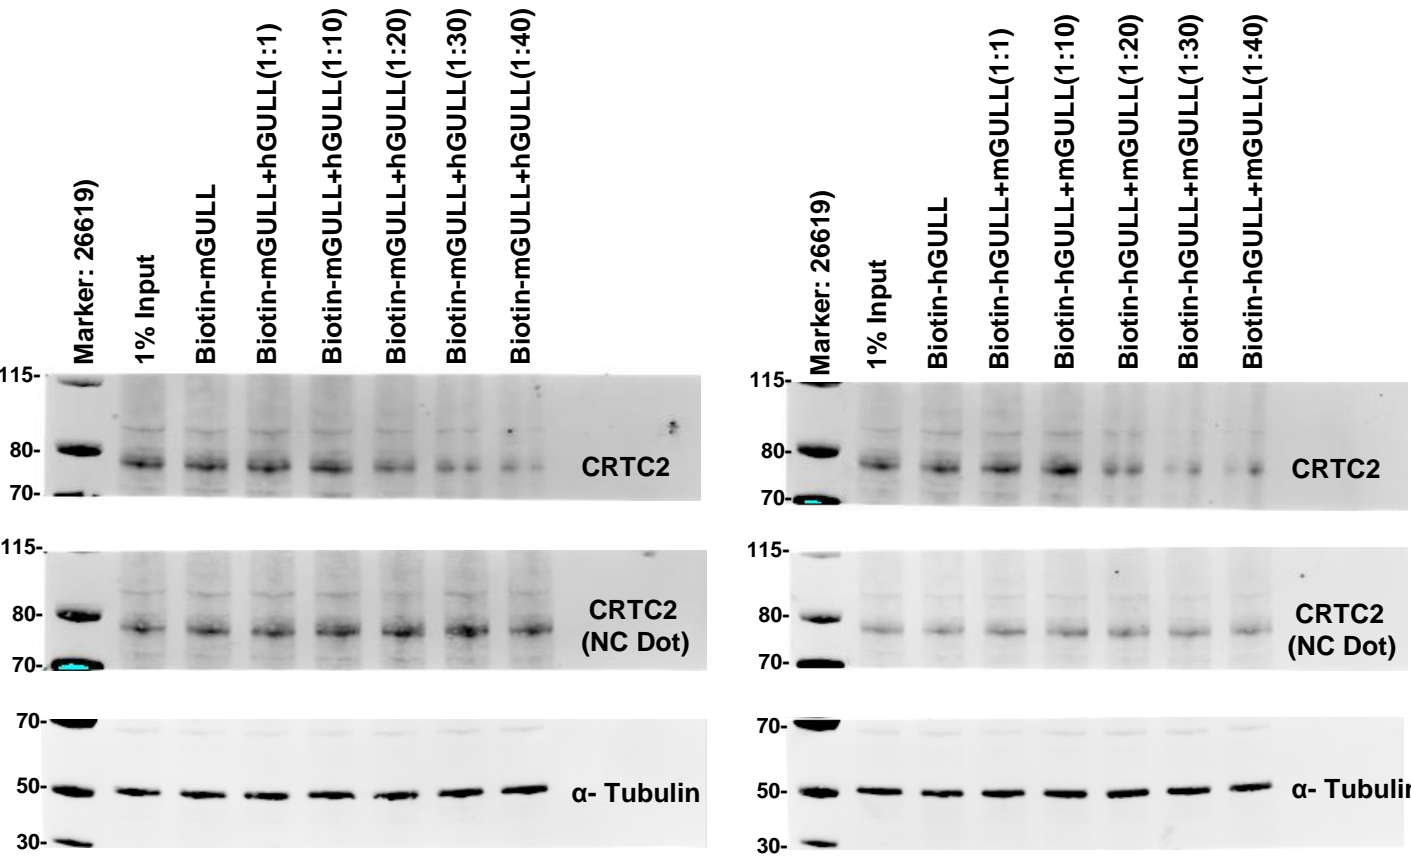

Figure 7A

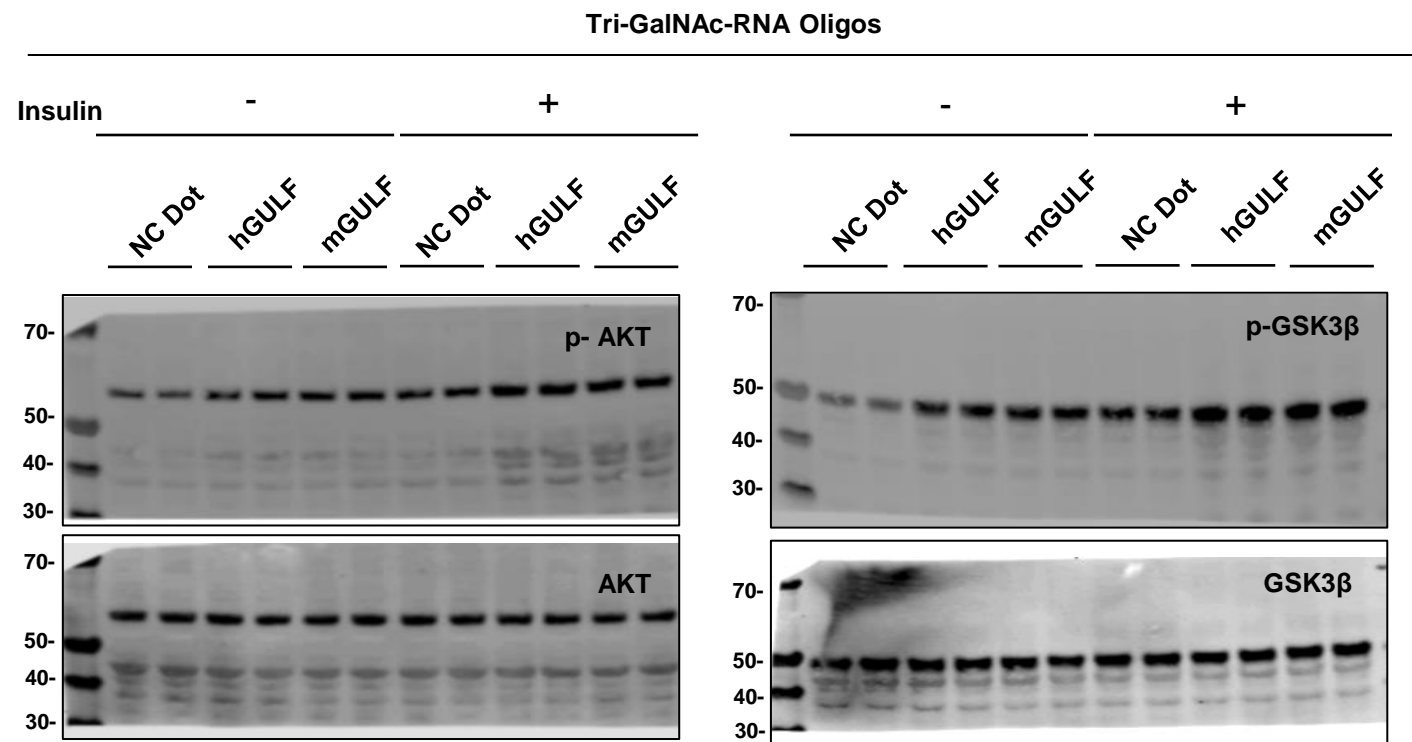

Figure 7B

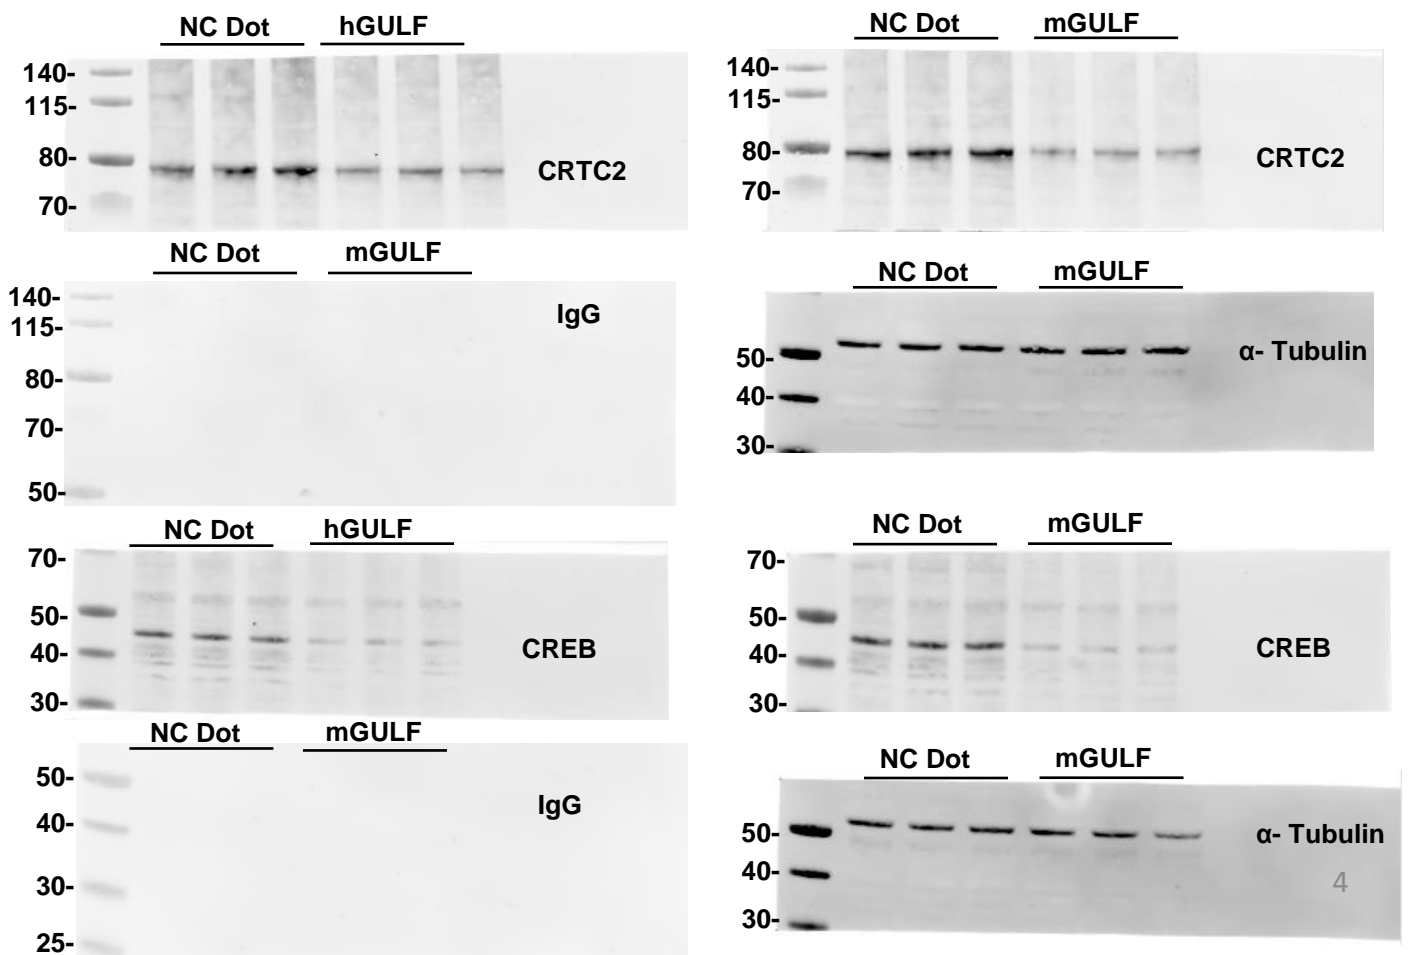

Figure S1A

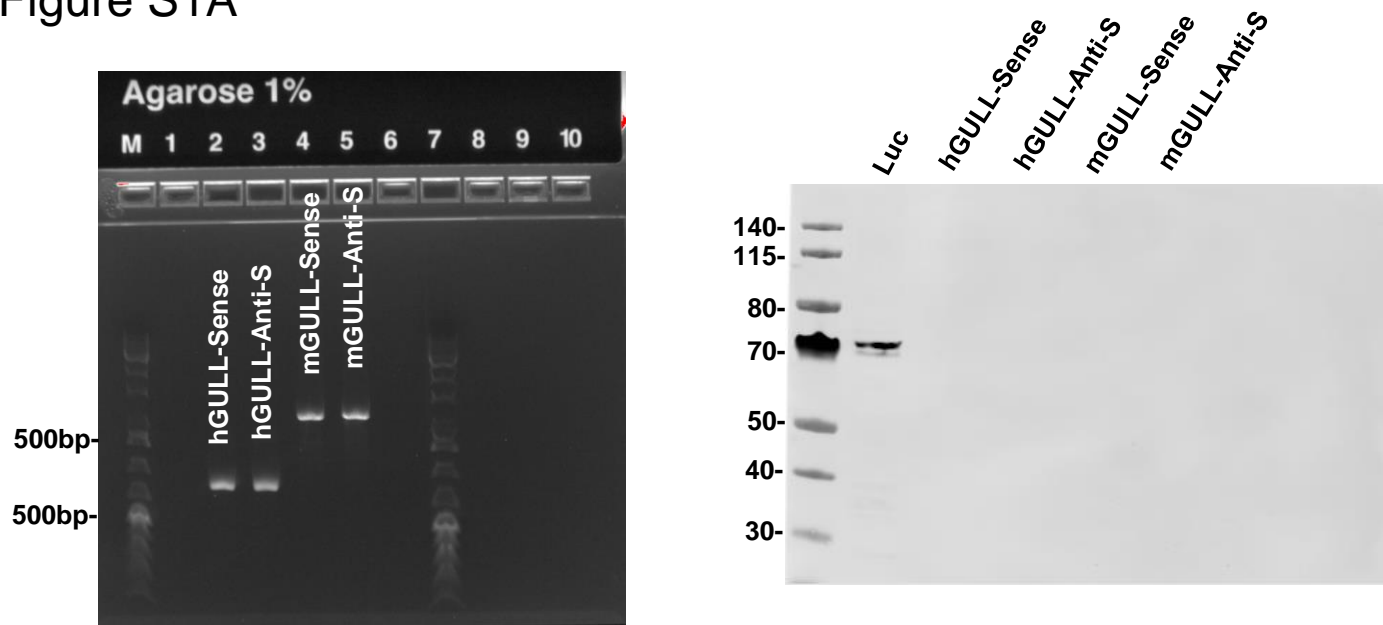

Figure S2B

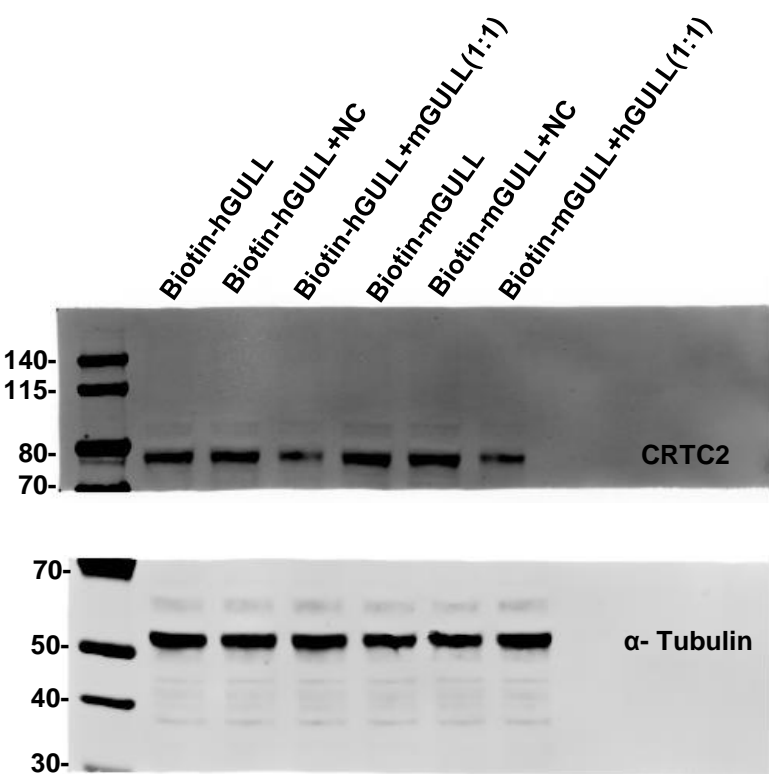

Figure S3F

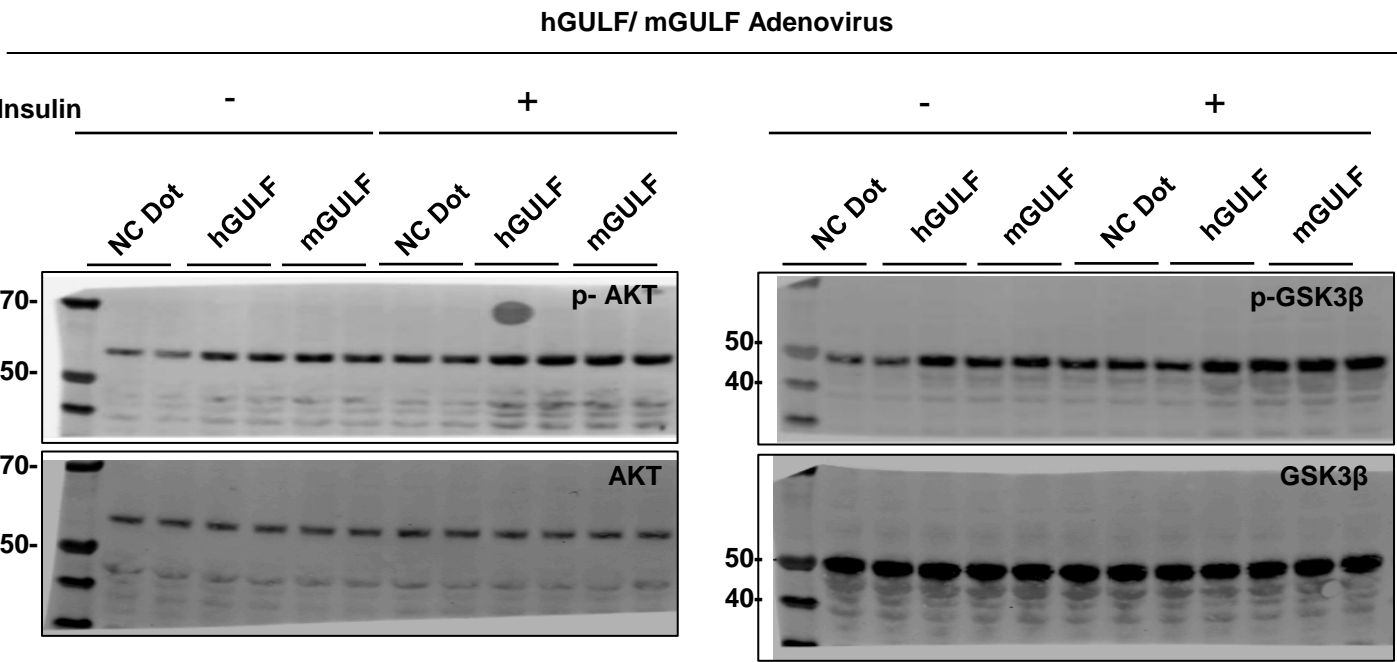

Figure S4C

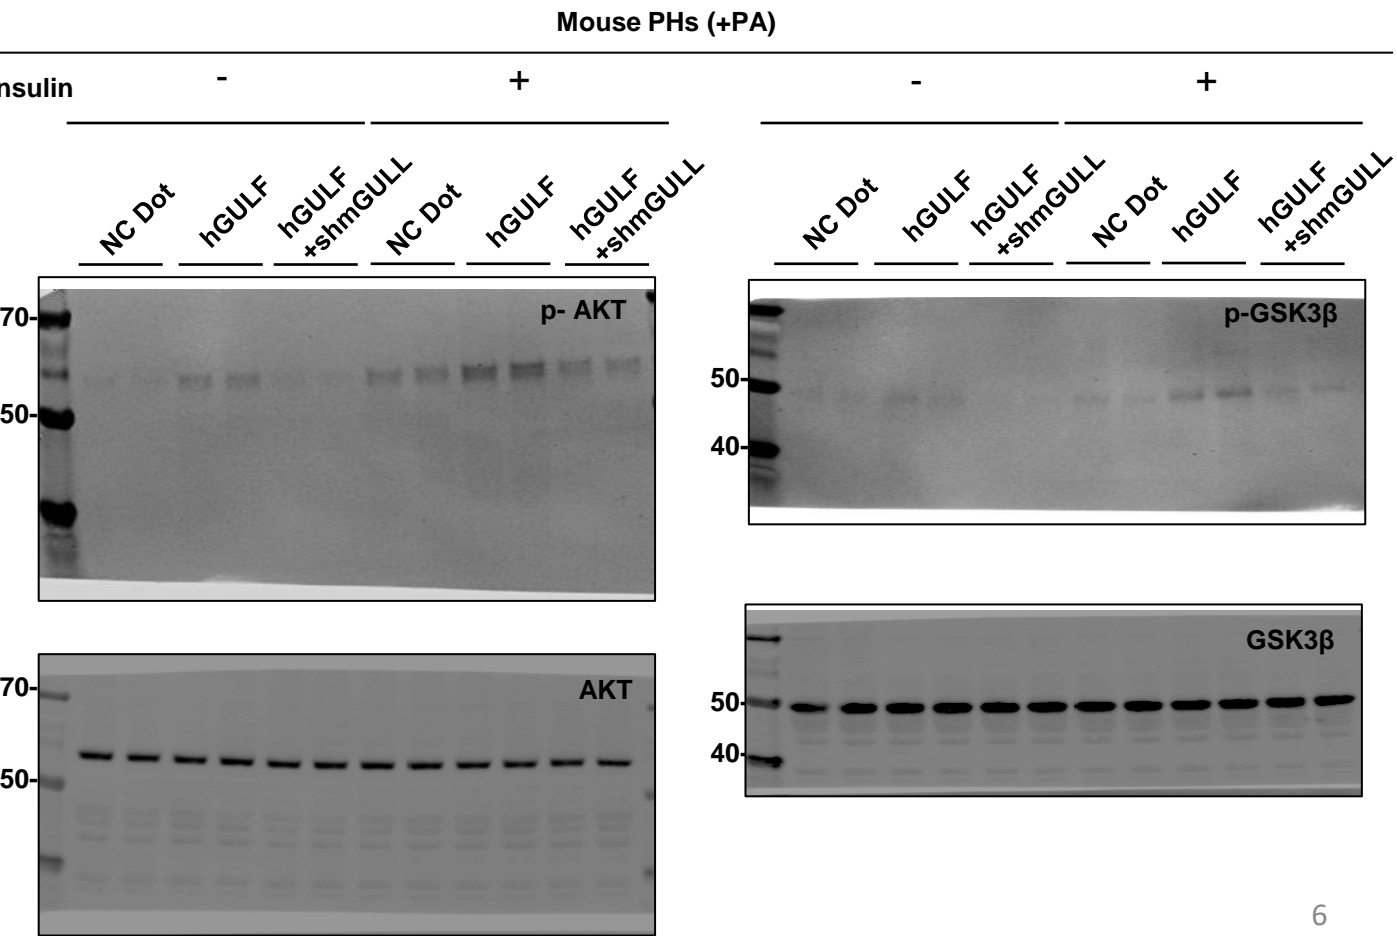

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

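Liver RNA-Seq of 12 mice was analysed, 4 each in the groups Ad-Ctrl, Ad-shmGULL and Ad-shmGULL+hGULL, grouped by the sample labels and the legend of Figure 1C. The paper gives an age of 7 weeks, a dose of 500000000 pfu and collection on day 7. The authors trimmed the reads with fastp, checked them with FastQC, aligned them with HISAT2 to GRCm38.p6, counted them on GENCODE VM24 genes and deposited the values as TPM, which sum to the same total in every sample. The libraries were strand-specific according to the paper, whose text does not name the counting tool or the test for differential expression. Each sample sums to 1000000 TPM over the 55385 features of the table, so neither the depth per mouse nor the precision it gives is known, and no confidence interval or detection limit is given. Each gene's precision is given instead by the spread between the 4 mice. A total of 24575 features are at 0 in every sample, 30810 are above 0 in at least 1, and 108 gene names are used by more than 1 feature.

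Values were analysed in R 4.3.3 with limma 3.58.1 on log2(TPM + 1), for the 16378 genes (12118 protein-coding) with a mean TPM of at least 1, without further scaling. One linear model held the 3 groups and no covariate, with empirical Bayes variances and a mean-variance trend. The comparisons were knockdown minus control, rescue minus knockdown and rescue minus control. A gene counted at the paper's threshold, a log2 fold change beyond 0.5 with an unadjusted P under 0.05, and separately at a Benjamini-Hochberg adjusted p under 0.05. A gene counted as reversed when it passed the paper's threshold in knockdown minus control and, with the opposite sign, in rescue minus knockdown. Held-out recovery was the mean, over 36 choices of mice, of 100% times 1 minus the ratio of the summed signed rescue-minus-control change to the summed signed knockdown-minus-control change. For each choice, genes were chosen on 2 knockdown and 2 control mice and measured on the others. The genes named in the text are those the paper names for its liver experiments, the largest changes past an adjusted p under 0.05 whose 4 mice per group lay apart, the reversed genes with the largest change after knockdown, and the most changed genes of each list discussed. The other genes of the fatty acid list among the reversed genes, the clock genes used to test the time of killing and Rn7sk were named after their values were seen.

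Lists of genes were compiled by hand before the data were examined (21 lists, of which 19 had at least 3 tested genes), and 4 more after a first look. They were tested with limma's camera at the preset inter-gene correlation of 0.01, two-sided, adjusted within each comparison over the lists of the same family, with an exact two-sided permutation test of each list's mean over 4 mice against 4 (smallest p 0.0286). For the fatty acid list after knockdown alone, the correlation was also estimated, which raised the unadjusted camera p to 0.106. The camera p-values of other lists may also be too small. Overlaps were tested with Fisher's exact test, one-sided, against all tested genes, and those of the 850 Reactome lists against the 4605 tested genes found in Reactome. Reactome lists of 10 to 500 tested genes came from fgsea 1.28.0. Positions of mGULL, its exons, shRNA targets and primers were found by exact matches of the sequences in the paper's supplementary files to GRCm39, using Python 3.11.15. Figures were drawn with matplotlib 3.10.9.

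The procedure was tested on simulated data, 20 sets made from the spread between these mice. With 200 changed genes per set, 86.0% were found at an adjusted p under 0.05, and 5.67% of the calls were false. Every simulated change lay well beyond the threshold of 0.5 on the log2 scale, and the simulated genes varied independently. The share found is therefore not the one to be expected for smaller changes in these data. With no changed genes, 256 genes on average passed the paper's threshold, 0.1 had an adjusted p under 0.05 and 55.0 counted as reversed. The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean TPM of at least 5, scaling by the median of ratios to the gene-wise geometric mean, quantile normalization, rescaling without the 20 highest genes, only the 2 groups compared, no trend, array weights, a block for same-numbered samples, and leaving out each mouse in turn. Chosen after seeing the data were protein-coding genes only, rescaling to the sum over protein-coding genes, and a correction for GC content and length, with and without the block. GC content and length were known for 16053 tested genes (98.0%). No sample and no column of the table was left out. The human transcript, glucose and insulin tolerance, triglycerides and immunoblots were not analysed here, nor were the levels of mGULL and hGULL in the RNA-Seq values. Counts and adjustments over the qRT-PCR panel are over its 10 genes, and the values of 1 of them and of 1 gene of a list are not reported here.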

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

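The tests of immune cell content, scaling and a single mouse for the interferon list, and both tests of knockdown mouse 1, were chosen only after the result was seen. The readings of the mislabelling test and of the time of killing as undecided were also set after their values were seen.

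In 12 of the 257 groups of 4 mice examined, 1 mouse lay far from the other 3, and 1 in 20 groups does so by chance, or 12.85 groups. The number is therefore what chance gives, and no biological explanation was tested for these mice. On the log2(TPM + 1) scale, control mouse 1 was far from the others of its group for Tat (10.64, others 11.52 to 11.67), Crem (3.09, others 3.32 to 3.35) and the mean of the gluconeogenesis list (8.41, others 8.62 to 8.64). Control mouse 2 was far for Creb1 (2.62, others 2.94 to 2.98) and Ulk1 (6.48, others 6.13 to 6.18), and control mouse 3 for Tfeb (3.02, others 3.18 to 3.20). Knockdown mouse 2 was far for Me1 (10.14, others 9.15 to 9.26). Rescue mouse 3 was far for Wfdc2 (4.62, others 4.98 to 5.05), and rescue mouse 4 for Srebf1 (6.54, others 7.18 to 7.26) and the mean of the interferon list (5.14, others 5.42 to 5.47).

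Knockdown mouse 1 lay apart on the second principal component (-51.8, others of its group -8.23 to -2.23), which holds 16.4% of the variance, and had a lower mean correlation with the other mice of its group (0.964, against 0.969 for each of them after rounding). Its share of TPM on protein-coding genes was 77.3%, the lowest of the 12 mice, where the others had at least 81.1%. A different composition of its library may therefore set it apart, and the design gives no biological explanation for a single mouse. Its mean correlation with its own group was lower by -0.00113 than its highest with another group. All 4 knockdown mice correlate more with another group than with their own, so this value cannot tell whether the sample was mislabelled.

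The interferon-response list, 36 genes that the paper does not discuss, was lower after knockdown by -0.73 on average (camera, adjusted p = 9.0e-28, 36 of 36 genes lower), and all 4 knockdown mice were below all 4 control mice (exact two-sided permutation test, p = 0.0286). The largest falls among its genes were in Ifit1 (-1.33), Igtp (-1.23), Zbp1 (-1.20), Gbp2 (-1.15) and Iigp1 (-1.14). In the same comparison the T cell and NK cell list changed by 0.063, or -0.024 relative to the median of all genes, and the macrophage and monocyte list by -0.080, or -0.17 relative to the median (exact two-sided permutation tests, p = 0.80 and 0.743). Neither list fell in all 4 mice, which fewer immune cells would predict, although a smaller loss cannot be ruled out. The list's change was -0.83 with median-of-ratios scaling and -0.81 with the correction for GC content and length, so neither accounts for it. With each mouse left out in turn it stayed at -0.52 or beyond, so it does not rest on a single mouse. Of the 8 splits of these mice that part all same-numbered pairs, 1 (the real one) gave a change as large, but 8 splits cannot give a share under 0.05. Of all 35 splits, 1 did, and the largest change among the others was 0.72, close to the real one. The 8 splits thus decide nothing either way. The separate rescue mice also lay above all 4 knockdown mice, by 0.65 (36 of 36 genes higher; exact two-sided permutation test, p = 0.0286). A hypothesis that remains is a weaker interferon response to the adenovirus when mGULL is lower and hGULL absent, but viral load and different virus preparations, which could give the same -0.73, were not measured in these data.

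The circadian clock list, which the paper does not discuss, was higher than control by 0.30 in the knockdown group (camera, adjusted p = 0.0021, 15 of 18 genes higher) and by 0.29 in the rescue group (adjusted p = 0.043, 17 of 18 genes, and 0.12 relative to the median of all genes). In both comparisons all 4 mice were above all 4 control mice. After knockdown, the change was 0.20 with median-of-ratios scaling and 0.18 with the correction for GC content and length, still past the threshold. For the rescue group the adjusted p rose to 0.101 with median-of-ratios scaling, within 0.0036 to 0.119 over the alternatives, and up to 0.248 with a mouse left out. A different time of killing may shift clock genes of opposite phase in opposite directions. The mean change after knockdown was 0.27 over the 2 tested genes of Arntl, Clock and Npas2 (exact two-sided permutation test, p = 0.286) and 0.15 over Dbp, Per2, Per3, Nr1d1 and Tef (p = 0.229), so the signs were alike but neither differed clearly from 0, and a different time of killing cannot be ruled out. The real split alone gave a change as large among the 8 (1 of 8) and among all 35 (1 of 35).

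Figure 1E shows the glycolytic process among rescued genes, while the paper does not compare its genes between rescue and control. The glycolysis list was higher than control by 0.41 in the rescue group (camera, adjusted p = 0.0048, 20 of 22 genes higher, all 4 mice apart), or 0.24 relative to the median of all genes. It was already higher after knockdown alone, by 0.33 (camera, adjusted p = 0.0088, 16 of 22 genes higher; exact two-sided permutation test, p = 0.114). Between rescue and knockdown it changed by 0.078 (exact two-sided permutation test, p = 0.314), so a return of the list toward control was not seen. The change between rescue and control was 0.23 with median-of-ratios scaling and 0.22 with the correction for GC content and length. The adjusted p stayed under 0.05 in both, so those corrections lower it without removing it. The second one also centers each sample, and the fold changes have a Spearman correlation across genes of -0.0024 with GC content. It therefore cannot be told apart here from the scaling. Of the 8 splits, 1 gave a change as large, and of all 35 splits 1 did, with 0.41 as the largest change among the others after rounding. The 8 splits cannot give a share under 0.05, so they decide nothing either way.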

How the results depend on the processing

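Unless said otherwise, the alternatives below were set before the data were examined. The exceptions, chosen after seeing the data, are protein-coding genes only, rescaling to the sum over protein-coding genes, and the correction for GC content and length with or without the block for same-numbered samples. Where a value changed, the cause was not tested unless a test is named below or among the other observations. Across all alternatives that do not leave out a mouse, the number of genes changed by knockdown at the paper's threshold stayed within 1.5 times its value except with a mean TPM of at least 5 (765 genes). The number of panel genes past the threshold after knockdown stayed at 8 whichever mouse was left out.

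A mean TPM of at least 5 also gave 242 genes between rescue and knockdown, 708 between rescue and control (568 with an adjusted p under 0.05) and 120 reversed genes. With protein-coding genes only, 845 genes had an adjusted p under 0.05 after knockdown, 230 passed the paper's threshold between rescue and knockdown, 809 had an adjusted p under 0.05 between rescue and control, and 126 were reversed. Fewer genes were tested in both settings. After knockdown, the number with an adjusted p under 0.05 was 236 with no filter, 33 with only the 2 groups compared and 344 with no trend. Between rescue and control, the number past the paper's threshold was 723 with median-of-ratios scaling, 701 with quantile normalization, 691 with the GC content and length correction and 718 with the block and that correction. The number with an adjusted p under 0.05 in that comparison moved most: 9 with no filter, 11 each with median-of-ratios scaling, quantile normalization and without the 20 highest genes, 1693 with only the 2 groups compared, 35 with no trend, 3184 with array weights, 16 rescaled to protein-coding genes, 12 with the GC content and length correction and 6 with the block and that correction. At an unadjusted P under 0.05, the counts were 5037 with no filter, 2264 with median-of-ratios scaling, 2282 with quantile normalization and 2721 without the 20 highest genes. No gene was reversed when an adjusted p under 0.05 was required in both comparisons, since 0 genes passed it between rescue and knockdown, where 1757 had an unadjusted P under 0.05.

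The split between higher and lower genes depended on scaling. After knockdown, 69.9% were higher as deposited, 53.3% with median-of-ratios scaling, 52.1% with quantile normalization and 52.9% with the GC content and length correction. Between rescue and knockdown the values were 77.6%, 59.6%, 54.5% and 53.3%, and 65.1% without the 20 highest genes. Between rescue and control they were 91.4%, 67.2%, 62.8% and 64.5%. Of the 210 reversed genes, 160 were reversed with median-of-ratios scaling too (203 genes in all), 154 with quantile normalization (196 in all) and 125 with array weights (209 in all). Held-out recovery ranged from 6.99% (pseudocount 0.1) to 28.2% (quantile normalization) over the alternatives that kept the choosing and measuring mice apart, and was 15.6% for the 600 genes with the smallest P.

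Same-numbered samples come from different mice, and their deviations from the group means had a mean correlation of 0.00701 across genes over 12 pairs, against -0.00232 for 36 other pairs. With a block for the sample number, 1275 genes passed the threshold after knockdown (418 with an adjusted p under 0.05), 516 between rescue and knockdown (0 adjusted, 1567 at an unadjusted P under 0.05), 1239 between rescue and control (71 adjusted), and 234 were reversed. The fatty acid list had an odds ratio of 4.31 among them (Fisher's exact test, p = 5.5e-05), and the camera p of that list after knockdown was 2.5e-04.

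The fatty acid list among reversed genes had an odds ratio of 2.29 with array weights (Fisher's exact test, p = 0.055) and 2.99 for the Reactome list against all tested genes (p = 0.086), within a range of p from 6.7e-06 to 0.086 over its alternatives. After knockdown the list's mean change stayed at 0.26 with an estimated inter-gene correlation, which changes only the p, to 0.106, the highest over its alternatives (lowest 6.3e-07).

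With each mouse left out in turn (12 fits), the number past the threshold after knockdown was between 1029 and 1649 (adjusted, 167 to 1055). It was between 360 and 843 for rescue against knockdown (adjusted, 0 to 2, with at least 1165 at an unadjusted P under 0.05), and between 864 and 1692 for rescue against control (adjusted, 3 to 1068). The number of reversed genes was between 166 and 301, and the odds ratio of the fatty acid list among them between 1.41 and 4.80 (p from 1.7e-06 to 0.292). Held-out recovery was between -8.71% and 18.3%.

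Single genes and lists whose main value was near 0 changed sign. Knockdown minus control for Crtc2 was -0.017 with median-of-ratios scaling and -0.047 with the GC content and length correction, with or without the block, and for Nr1h4 -0.062 with median-of-ratios scaling, -0.033 with quantile normalization and -0.017 with the GC content and length correction, with or without the block. Rescue minus knockdown became -0.013 for Pck1 with quantile normalization and -0.026 with array weights, and 0.017 for Acadm with array weights. Leaving out mice gave ranges that cross 0 after knockdown for Creb1 (-0.11 to 0.060) and Nr1h4 (-0.024 to 0.16). Between rescue and knockdown they cross 0 for Pck1 (-0.058 to 0.28), Acadm (-0.17 to 0.013), the β-oxidation list (-0.073 to 0.0066) and the fatty acid list (-0.045 to 0.019), and between rescue and control for Cpt1a (-0.067 to 0.0057). For the 108 values of single genes and lists, the alternatives set before the data were examined left 892 on the same side of the test's threshold and made 121 weaker, 55 stronger and 6 reversed. Those added later left 347 and made 44 weaker, 25 stronger and 4 reversed, and leaving out a mouse left 1077 and made 165 weaker, 40 stronger and 14 reversed.

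For held-out recovery, only the 2 groups compared, array weights and the block were not run, nor were the alternatives added later. The alternatives set for mGULL were not run, because its level in the RNA-Seq values was not analysed here. The unknown depth leaves the counting error of genes with low TPM unmeasured, which limits above all the filter on mean TPM and the pseudocount.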

Differences from the paper's values

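The paper's supplementary values for Figure 1F, from qRT-PCR in 5 mice per group, were turned into log2 ratios of the group means. These were set against the RNA-Seq values of the 4 mice per group, which are differences in mean log2(TPM + 1). The paper's error was taken as the SD of its log2 values. The qRT-PCR and RNA-Seq values are different measurements, and the 2 kinds of fold change can differ where the mice of a group spread widely. After knockdown, 4 of 9 genes differed beyond the larger error, 2 of them in sign, and between rescue and knockdown 4 of 9 differed, 2 of them in sign. Each was set against 22 alternatives that were set before the data were examined.

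For Elovl6, the log2 fold change after knockdown was 1.99 against the paper's 3.06, and none of those alternatives closed the gap. For Pck1, it was -0.75 against the paper's 0.99 after knockdown and 0.11 against the paper's -0.83 between rescue and knockdown, and none closed either gap. For Cpt1a, it was -0.35 against the paper's -0.93 after knockdown and 0.32 against the paper's 1.24 between rescue and knockdown, and none closed either gap. For Acadm, named Mcad in the paper, it was 0.29 against the paper's -0.90 after knockdown and -0.080 against the paper's 1.06 between rescue and knockdown, and none closed either gap.

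For G6pc, the log2 fold change between rescue and knockdown was -0.39 against the paper's -0.90, and the gap closed under 4 of the alternatives: median-of-ratios scaling, without the 20 highest genes, without Ad-shmGULL replicate 3 and without Ad-shmGULL+hGULL replicate 2. The others did not close it. The correction for GC content and length, with or without the block for same-numbered samples, closed the gap too, and was chosen after seeing the data.

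In directions, the paper states that gluconeogenic genes rose after knockdown and measured G6pc and Pck1. G6pc rose in the RNA-Seq values too (0.93, adjusted p = 0.00606), whereas Pck1 was lower, and the list of 13 genes did not clearly change (-0.088, camera, adjusted p = 0.336; exact two-sided permutation test, p = 0.514). The paper states that β-oxidation genes showed the opposite pattern to the lipogenic genes, and measured Cpt1a and Mcad. Cpt1a was lower after knockdown in the RNA-Seq values too (-0.35, limma, adjusted p = 0.0582), whereas Acadm was higher (0.29, adjusted p = 0.196). The hand-compiled β-oxidation list of 25 genes was higher after knockdown, by 0.22, or by 0.13 relative to the median of all genes. The paper states that genes with reversed expression often returned to control levels. Here 16 of the 210 reversed genes still differed from control at its threshold with the same sign, and 194 lay nearer to control than to knockdown, while 588 of all 1253 genes changed by knockdown still differed from control with the same sign. The paper reports fatty acid metabolism as enriched among the genes that can be rescued. The hand-compiled list was over-represented there, with an odds ratio of 4.39 against all tested genes (Fisher's exact test, p = 9.4e-05). The Reactome list had an odds ratio of 4.79 against the tested genes found in Reactome (Fisher's exact test, p = 0.030, or 0.99 adjusted over 850 lists). Against all tested genes it was 2.99 (Fisher's exact test, p = 0.086). The interval printed for mGULL in Figure 1B lies in Cdh13 in GRCm39, the build named in its legend, and in Gm32006 in GRCm38.p6.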

Other observations

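The tests chosen only after the result was seen are the splits for the numbers with an adjusted p, the scaling tests of rescue against control, the immune cell and scaling tests of the cell cycle list, the test of CREB targets and that of short non-coding RNA. After their values were seen, the readings of the scaling, GC and protein-coding tests of rescue against control, of the sex-biased lists and of the histone genes were set to undecided.

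Other splits of the same 8 mice were compared with the real ones. Where the 2 groups carry the same sample numbers, 8 splits part all same-numbered pairs, and these cannot give a share under 0.05, so they cannot rule out a chance difference between mice. The real split alone (1 of 8) gave as many genes past the paper's threshold for knockdown against control, rescue against knockdown and rescue against control, as many with an adjusted p under 0.05 for knockdown and rescue against control, as many reversed genes when the rescue and knockdown mice were split, and as large a change of the fatty acid list after knockdown. For genes with an adjusted p under 0.05 between rescue and knockdown, 0 in the real split, all 8 splits gave as many. For the fatty acid list among reversed genes, 2 of the 8 splits gave an odds ratio as large. Over all 35 splits, whose others part fewer same-numbered pairs, 1 split gave as many genes after knockdown (others 194 to 1065, median 372), 3 between rescue and knockdown (others 143 to 537), and 1 between rescue and control (others 97 to 955). Further, 1 gave as many reversed genes (others 22 to 161) and 4 an odds ratio as large (others up to 7.42), in splits of the rescue and knockdown mice. In splits of the knockdown and control mice, 3 of the 8 and 6 of the 35 gave as many reversed genes (others 29 to 577), and 1 of the 35 an odds ratio as large. In splits of the rescue and control mice, which leave the knockdown group whole, all 8 and 34 of the 35 gave as many (others 195 to 288), and 27 of the 35 an odds ratio as large. A reversed gene differs between the knockdown group and both others, so mixing rescue with control mice need not lower the number, and these splits do not test the rescue. These last 2 comparisons were chosen after seeing the data. The number with an adjusted p under 0.05 was at most 47 in the other splits after knockdown and 0 in those of rescue and control.

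The genes changed by knockdown were tested for technical sources. With the means of the T cell and NK cell list and of the macrophage and monocyte list as covariates, 1091 genes passed the paper's threshold. Rescaled without the 20 highest genes, 1293 did, and with the correction for GC content and length 1110. None of these sources accounts for the number. Matches of the shRNA guides' seeds in 3' UTRs were tested against control 7-mers of similar frequency. The genes with a site for shRNA 4 lay lower after knockdown than for all but 1.04% of control 7-mers, past the share that a test of 4 guides requires, so that some off-target silencing by a guide like shRNA 4 may be present. Its size was small, a mean difference of -0.034 in log2 fold change, and 25.0% of the 256 lower genes with a known 3' UTR hold the site against 20.5% of 12017 genes. The supplementary files do not say which shRNA was used. Between rescue and control, where only the rescue mice received the knockdown virus, the difference for shRNA 4 was -0.0044 with a share of 2.66%. That share does not pass, but the direction is the same, so it does not decide the reading either way. The lowest share between rescue and control was 1.63%, for shRNA 3, which does not pass either.

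Between rescue and control, 1121 of 1226 genes were higher, and the 20 highest genes took a smaller share of TPM in the rescue group. With median-of-ratios scaling, 723 genes passed, 591 of them among the 1226, in line with a difference in composition behind part of the number. With the correction for GC content and length 691 genes passed, 551 of them among the 1226, but it also centers each sample, and the fold changes have a Spearman correlation across genes of -0.0024 with GC content, so it cannot be told apart from the scaling. The number with an adjusted p under 0.05 fell to 11 with median-of-ratios scaling and to 16 with TPM rescaled to protein-coding genes, but also to 35 with no trend, so neither test isolates a source. No biological explanation was tested for the overall shift.

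Return toward control was tested on mice that were not used to choose the genes. The held-out value of 10.1%, against 33.1% on the same 8 mice and -0.779% in simulated data without recovery, has a range over the choices of mice that includes 0, and cannot tell a partial recovery from none. With knockdown mouse 1 among the mice used for choosing, the mean was 19.9%, and 0.40% when it was among those used for measuring. Genes higher after knockdown recovered by 12.9% with median-of-ratios scaling in place of -20.1%, and genes lower after knockdown by 41.9% in place of 98.0%, so the scaling of TPM may account for part of the difference between them. With median-of-ratios scaling, the recovery of lower genes was above 0 in 35 of 36 choices.

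For the lipogenic genes, higher by 1.07 after knockdown on the log2 scale, 3 hypotheses were tested. A more fed state of the knockdown mice would lower fasting-induced genes, but that list of 25 genes changed by 0.10 (camera, adjusted p = 0.749, 16 of 25 genes higher). This list was compiled after a first look at the data. Of the gluconeogenic panel genes, Pck1 changed by -0.75 and G6pc by 0.93, so a difference in feeding is not ruled out. Higher activity of ChREBP would raise its targets, and that list rose by 0.73 (adjusted p = 1.1e-12, 20 of 20 genes higher, all 4 mice apart), which is consistent with ChREBP activity, although this list shares genes with the lipogenesis list, so that its rise is not independent of theirs. Release of CRTC2 onto CREB targets would raise them, and the list of 11 tested genes changed by -0.091 (adjusted p = 0.127, 5 of 11 genes higher). Over the alternatives and with each mouse left out, that list's mean stayed below 0. The paper links CRTC2 to lipogenic genes through SREBP1, a route that CREB targets do not test. Srebf1 rose by 0.72 (limma, adjusted p = 0.037, all 4 mice apart), though the adjusted p was 0.081 with median-of-ratios scaling. The cholesterol synthesis list rose by 0.37 (camera, adjusted p = 1.4e-04, 22 of 24 genes higher; exact two-sided permutation test, p = 0.0857). Neither value measures the maturation of SREBP1.

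Among the largest changes after knockdown were Cyp2b9 (3.72, adjusted p = 0.033), Cyp2a4 (3.43, adjusted p = 0.036) and Mup15 (-2.59, adjusted p = 0.023), each a member of a family of near-identical genes whose counts are uncertain. A shift of the sex-biased liver program may link them. The female-biased list rose by 0.32 (camera, adjusted p = 0.598, 9 of 15 genes higher, all 4 mice apart) and the male-biased list changed by -0.32 (adjusted p = 4.3e-08, 18 of 22 genes lower, groups overlapping). The signs are those of such a shift, but the female-biased list did not pass its test, so it remains undecided.

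Genes changed alike in the knockdown and rescue groups include Rn7s2, a cytoplasmic short RNA, at 20687 ± 5844 TPM (SD, n = 4) in Ad-Ctrl, 4215 ± 2953 (SD, n = 4) in Ad-shmGULL and 4430 ± 1196 (SD, n = 4) in the rescue group. A library difference in short non-coding RNA may have this effect. The mean over 422 such genes changed by 0.00090 after knockdown, with 213 higher and 209 lower. Between rescue and control it changed by 0.15, with 258 higher and 164 lower (exact two-sided permutation test, p = 0.0571). Rn7sk was higher on average in both virus groups with the shRNA than in control. The share of TPM in such RNA, which includes Rn7s2, was 7.40 ± 0.171% (SD, n = 4) in Ad-Ctrl and 6.53 ± 0.325% (SD, n = 4) in the rescue group. A fall shared by these genes was thus not seen on average, but a difference that acts on some of them cannot be ruled out. The 3 tested replication-dependent histone genes changed by 0.11 after knockdown (exact two-sided permutation test, p = 0.429), too few to decide on RNA without a poly(A) tail. Slc39a5 (2.43, adjusted p = 0.0081), Ly6d (2.16, adjusted p = 0.029) and Wfdc2 (1.96, adjusted p = 0.012) were higher in the knockdown group, with all 4 knockdown mice above all 4 control mice.

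The cell cycle list was higher in the rescue group than in control by 0.83 (camera, adjusted p = 7.3e-10, 26 of 26 genes higher; exact two-sided permutation test, p = 0.0571), or 0.66 relative to the median of all genes, led by Rrm2 (1.29), Mcm6 (1.27), Mcm2 (1.03), Plk1 (1.02) and Cdc20 (1.01). It was already higher after knockdown alone, by 0.50 (adjusted p = 1.4e-04, 26 of 26 genes higher; exact two-sided permutation test, p = 0.114). The change between rescue and control was 0.66 with median-of-ratios scaling and 0.65 with the correction for GC content and length, so neither removes it. That correction also centers each sample, so it cannot be told apart here from the scaling. The T cell and NK cell list rose by 0.21 in the same comparison (exact two-sided permutation test, p = 0.457), so that proliferating immune cells cannot be told apart from dividing liver cells. Of the 8 splits, 1 gave a change as large, and of all 35 splits 2 did.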
